# RNF40 regulates gene expression in an epigenetic context-dependent manner

**DOI:** 10.1186/s13059-017-1159-5

**Published:** 2017-02-16

**Authors:** Wanhua Xie, Sankari Nagarajan, Simon J. Baumgart, Robyn Laura Kosinsky, Zeynab Najafova, Vijayalakshmi Kari, Magali Hennion, Daniela Indenbirken, Stefan Bonn, Adam Grundhoff, Florian Wegwitz, Ahmed Mansouri, Steven A. Johnsen

**Keywords:** RNF40, H2Bub1, Broad H3K4me3, *Ezh2*, Epigenetics, Enhancer, FOXL2

## Abstract

**Background:**

Monoubiquitination of H2B (H2Bub1) is a largely enigmatic histone modification that has been linked to transcriptional elongation. Because of this association, it has been commonly assumed that H2Bub1 is an exclusively positively acting histone modification and that increased H2Bub1 occupancy correlates with increased gene expression. In contrast, depletion of the H2B ubiquitin ligases RNF20 or RNF40 alters the expression of only a subset of genes.

**Results:**

Using conditional *Rnf40* knockout mouse embryo fibroblasts, we show that genes occupied by low to moderate amounts of H2Bub1 are selectively regulated in response to *Rnf40* deletion, whereas genes marked by high levels of H2Bub1 are mostly unaffected by *Rnf40* loss. Furthermore, we find that decreased expression of RNF40-dependent genes is highly associated with widespread narrowing of H3K4me3 peaks. H2Bub1 promotes the broadening of H3K4me3 to increase transcriptional elongation, which together lead to increased tissue-specific gene transcription. Notably, genes upregulated following *Rnf40* deletion, including *Foxl2*, are enriched for H3K27me3, which is decreased following *Rnf40* deletion due to decreased expression of the *Ezh2* gene. As a consequence, increased expression of some RNF40-“suppressed” genes is associated with enhancer activation via FOXL2.

**Conclusion:**

Together these findings reveal the complexity and context-dependency whereby one histone modification can have divergent effects on gene transcription. Furthermore, we show that these effects are dependent upon the activity of other epigenetic regulatory proteins and histone modifications.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1159-5) contains supplementary material, which is available to authorized users.

## Background

Over the past decade, significant advances have been made in the understanding of the functional role of post-translational modifications of the four core histones. The monoubiquitination of histone H2B on lysine 123 in yeast or lysine 120 in mammals is catalyzed by Bre1 in yeast and the obligate RNF20/RNF40 heterodimeric complex in mammals [1–4]. While its precise mechanisms of action remain largely unknown, H2Bub1 has been suggested to play multiple roles in chromatin-associated molecular processes including gene transcription [5, 6], DNA damage response [7], DNA replication [8], and messenger RNA (mRNA) processing [9, 10].

A significant amount of accumulating data suggests that high H2Bub1 levels are coupled with gene activation and the opening of the chromatin structure [11, 12]. However, while H2Bub1 occupancy is generally correlated with gene expression levels, small interfering RNA (siRNA)-mediated knockdown of either RNF20 or RNF40 affected only a subset of H2Bub1-occupied genes in human cells [6, 11]. While H2Bub1 occupancy is tightly coupled with transcriptional elongation rates [13], knockdown of RNF20 generally did not affect RNA Polymerase II elongation rate in HCT116 cells [14].

Stimulus-induced genes, which presumably require rapid changes in chromatin structure to become active, appear to particularly require H2Bub1 to facilitate recruitment of the FACT histone chaperone complex and induce dynamic changes in chromatin structure [15–17]. One study proposed that the depletion of H2Bub1 had a stronger impact on rapidly transcribed genes, while having fewer effects on highly transcribed genes [13]. In contrast to its apparent positive role in transcription, H2Bub1 was also reported to repress transcription of a subset of genes by blocking the recruitment of the transcriptional elongation factor TFIIS to chromatin [18]. Notably, the vast majority of genes whose expression increased in RNF20-depleted human cells did not display significant levels of H2Bub1, thereby suggesting that “repressive” functions of H2Bub1 likely occur via indirect mechanisms [11].

H2Bub1 was shown to promote the activity of the SET1/COMPASS methyltransferase complex to directly stimulate H3K4 trimethylation [19, 20]. Thus, the trans-histone crosstalk between H2Bub1 and H3K4me3 may be important for the regulation of *Trithorax*- and *Polycomb*-regulated genes such as the *Hox* genes [4]. However, until now genome-wide data investigating this trans-histone crosstalk and its functions on gene transcription are lacking, therefore leaving the importance of this crosstalk unclear. Interestingly, recent studies showed that a loss of H2Bub1 impaired stem-cell differentiation with decreased induction of lineage-specific genes [21–23]. In other recent studies, a class of cell identity-related genes which display broad H3K4me3 domains near their transcriptional start sites (TSSs) was identified [24–27]. However, the mechanisms governing broad H3K4me3 domains and its transcriptional functions as well as any potential connection to H2Bub1 remain unknown. In addition, while increased breadth of H3K4me3 peaks is highly correlated with positive transcription elongation factors [24], the regulatory relationship between H3K4me3 domain width and the elongation machinery is unknown.

In this study, we performed genome-wide studies for H2Bub1, H3K4me3, H3K27me3, and H3K27ac occupancy in inducible *Rnf40* knockout mouse embryo fibroblasts (MEF) and observed that low and moderate levels of H2Bub1 are particularly associated with RNF40-dependent gene expression changes. Interestingly, RNF40-mediated H2B monoubiquitination is required for the formation and maintenance of broad H3K4me3 domains. Consistently, RNF40-dependent genes show broader H3K4me3 peaks near the TSS, which are associated with an increased elongation rate. In addition, the CDK9-RNF20/RNF40 axis-driven H2B monoubiquitination promotes the broadening of H3K4me3 peaks to facilitate tissue-specific gene transcription. While downregulation of gene expression in response to *Rnf40* deletion appears to be largely mediated by H3K4me3-dependent histone crosstalk, the upregulation of many genes, including *Foxl2*, was dependent upon a loss of *Ezh2* transcription and decreased H3K27me3 near TSSs. Many other upregulated genes not displaying significant H3K27me3 prior to *Rnf40* loss were found to be associated with the activation of FOXL2-bound enhancers and dependent upon *Foxl2* expression. Together these findings uncover a previously unknown function of RNF40-mediated H2B monoubiquitination in promoting the broadening of H3K4me3 peaks to increase the transcriptional elongation rates of tissue-specific genes, as well as in the indirect repression of gene transcription via the maintenance/activation of PRC2 and indirect repression of *Foxl2* transcription and provide further insight into the context-dependent intricacies of epigenetic regulation.

## Results

### RNF40-regulated genes display low and moderate H2Bub1 occupancy

To examine the association between H2Bub1 and gene transcription in detail, we performed chromatin immunoprecipitation analyses coupled with high throughput sequencing (ChIP-seq) of H2Bub1 and correlated these with mRNA levels via mRNA sequencing (RNA-seq) in MEFs. 

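RNA was sequenced from 3 cultures of Rnf40+/+ MEFs and 3 cultures of Rnf40-/- MEFs at passage 3. MEFs are fibroblasts grown from mouse embryos, and the Rnf40-/- cells had been treated with 250 nM 4-hydroxytamoxifen (4-OHT) for 5 days and then kept for 3 days without it. The paper's text does not state whether the Rnf40+/+ cells used for RNA-seq received 4-OHT, so the comparison of genotypes does not separate the deletion from the treatment. Libraries were made with a strand-specific kit, and the authors mapped the reads to the mouse reference transcriptome (mm9) and normalized them with DESeq. The deposited values are reads per gene divided by 1 size factor per library, and are called normalized counts here. Within each library 100% of the positive values were whole multiples of the value of 1 read, which gave back the number of reads behind every value. The 3 Rnf40+/+ libraries held 17053436, 20781071 and 26344170 reads on genes, and the 3 Rnf40-/- libraries held 18741606, 18115481 and 20495627. The deepest library thus belonged to the Rnf40+/+ group, but the ranges of the 2 groups overlapped. A gene with 3 reads, taken here as the limit of detection, had a normalized count between 2.40 and 3.58 depending on the library. Of 29955 genes in the deposited table, 7410 had no read in any library and 16378 had enough reads to be tested. Differences between genotypes were tested with limma on log2(normalized count + 1), with a trend of the variance on the mean and Benjamini-Hochberg adjustment over all genes tested. The added 1 understates the fold change of genes with few reads. No pair of libraries was a duplicate, since within a genotype each pair differed by more than the sampling noise of reads (chi-square per gene from 5.31 to 28.3) and between genotypes by still more (from 74.7 to 117). A total of 7764 genes had an adjusted p under 0.05, of which 3809 were higher and 3955 lower in Rnf40-/- MEFs.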

In agreement with the previous findings in human cells [12, 28], H2Bub1 is selectively localized on gene bodies where it is enriched near the 5’ region and gradually decreases toward the 3’ end (Additional file 1: Figure S1A). In addition, H2Bub1 occupancy is highly correlated with gene expression and the active histone marks H3K4me3 and H3K27ac, but negatively correlated with the occupancy of the repressive mark H3K27me3 and its methyltransferase EZH2 (Fig. 1a–c, Additional file 1: Figure S1B).

**Fig. 1:**
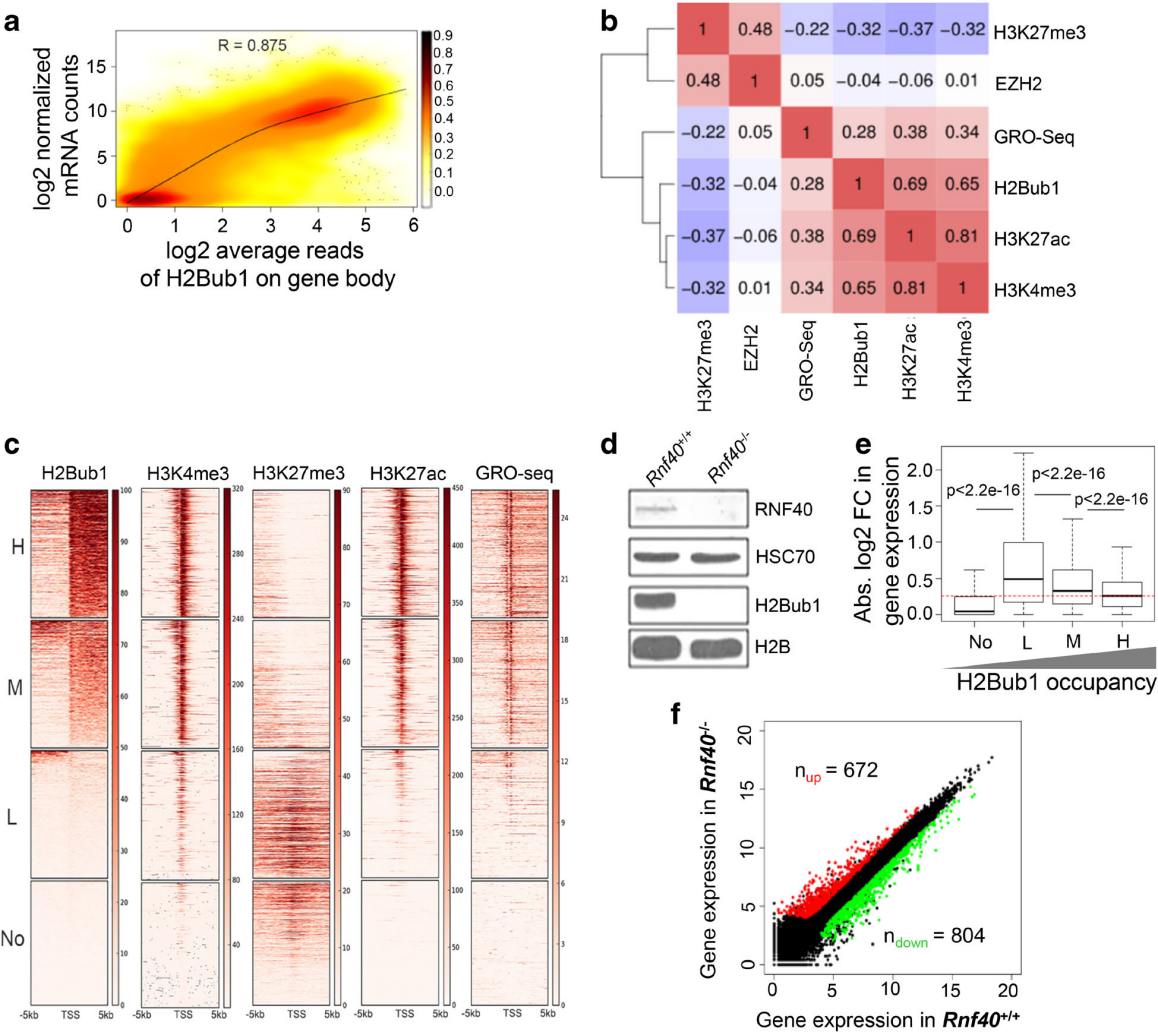
Loss of *Rnf40* alters gene expression on genes displaying low or moderate levels of H2Bub1. **a** *SmoothScatter plot analysis* displays the relationship between H2Bub1 occupancy on the gene body compared to the mRNA levels of the corresponding gene. Gene density is indicated on the *right*. The correlation coefficient is calculated with the “Pearson” method. **b** *Correlation plot* shows the *heatmap* with the Pearson correlation coefficients for H2Bub1, H3K4me3, H3K27me3, H3K27ac, GRO-Seq, and EZH2 on the region 1 kb downstream of the TSS of all genes. **c** The *heatmaps* show H2Bub1, H3K4me3, H3K27me3, H3K27ac, and GRO-seq levels surrounding the TSS (±5 kb) of all genes in wild-type (*Rnf40* ^+/+^) MEFs. TSSs are sorted according to H2Bub1 level in descending order. The color key is shown on the *right*. According to H2Bub1 occupancy, genes are grouped into high (“H”) displaying genes ranked in the upper 25th percentile, moderate (“M”) in the 50th to 75th percentile of ranked genes, low (“L”) in the 25th to 50th of ranked genes, and the lowest 25th percentile (“No”) of ranked genes. **d** *Western blot analysis* for RNF40 and H2Bub1 levels in *Rnf40* ^+/+^ and *Rnf40*-null (*Rnf40* ^–/–^) MEFs. HSC70 and H2B are shown as loading controls. To induce *Rnf40* knockout, cells were treated with 250 nM of (Z)-4-Hydroxytamoxifen (4-OHT) for five days. **e** *Boxplot* compares the absolute value of log_2_-fold changes in gene expression for the defined groups. *p* values were calculated by unpaired Wilcoxon-Mann-Whitney-Test. **f** *Correlation plot* compares the log_2_-normalized counts of gene expression between *Rnf40* ^+/+^ and *Rnf40* ^–/–^ MEFs. Differentially regulated genes following *Rnf40* deletion were defined as upregulated genes (*red*, baseMean > 15, *p* value < 0.05, log_2_-fold change > 1) and downregulated genes (*green*, baseMean > 15, *p* value < 0.05, log_2_-fold change < –1)

To investigate the role of RNF40-directed H2B monoubiquitination in gene expression, we developed a conditional knockout mouse in which exons 3 and 4 of the mouse *Rnf40* gene were flanked by LoxP sites (Additional file 1: Figure S1C). This mouse was subsequently crossed to a transgenic line expressing a ubiquitously expressed tamoxifen-inducible Cre recombinase (Rosa26-Cre^ERT2^) and MEF were then obtained from homozygous *Rnf40* ^loxP/loxP^ embryos containing the Cre^ERT2^ transgene [29]. 

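The Rnf40 gene (ENSMUSG00000030816) lies on the plus strand of chromosome 7 of mm9 from 134732212 to 134747119. Its annotated transcript of 4154 nucleotides has 20 exons. Exon 3 spans 134733026 to 134733193 (168 nucleotides) and exon 4 spans 134733271 to 134733412 (142 nucleotides). Both exons are coding throughout, and together they hold 310 nucleotides, or 7.46% of the transcript. Their removal leaves 1 coding nucleotide over after whole codons and therefore shifts the reading frame. The normalized counts of Rnf40 were 1278, 1195 and 1096 in the 3 Rnf40+/+ libraries and 439, 519 and 487 in the 3 Rnf40-/- libraries. The means were 1189.5 ± 91.2 (SD, n = 3) and 482 ± 39.9 (SD, n = 3), so that 40.5% of the Rnf40+/+ level was left. The log2 fold change was -1.30 (standard error 0.09, adjusted p = 4.25e-07 from limma with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between -1.36 and -1.24. The deposited values count reads over the whole gene, and reads on exons 3 and 4 alone were not analysed here.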

Deletion of *Rnf40* and the resulting loss of H2Bub1 were effectively achieved by treating MEFs with 250nM 4-hydroxytamoxifen (4-OHT) (Fig. 1d). After categorizing genes globally into four clusters based on their degree of H2Bub1 occupancy from high to non-enriched (Fig. 1c), we further observed that genes displaying either undetectable or abundant levels of H2Bub1 were largely unaffected in their expression levels. In contrast, genes displaying low (L) or moderate (M) H2Bub1 occupancy were highly regulated in *Rnf40*-deficient MEFs (Fig. 1c and e). 

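By the criteria of the study (mean normalized count above 15, p value under 0.05 and an absolute log2 fold change above 1), 696 genes were higher and 934 genes were lower in Rnf40-/- MEFs, out of 16378 genes tested with limma. With the p value replaced by the Benjamini-Hochberg adjusted p, 682 genes were higher and 902 were lower. These genes made up 4.25% and 5.70% of the genes tested by the criteria of the study. The choice that moved these numbers most was the minimum fold change, without which 4123 genes were higher and 4444 were lower by the same p value. The step from one to the other shows that most differences between the genotypes were below that minimum. The list of downregulated genes in the paper's supplementary tables holds 802 genes. Of these, 800 were present in the deposited table under the same symbol and 796 were tested, and each of the 796 had a lower mean in Rnf40-/- MEFs. A total of 761 of them passed the criteria of the study here. A further 173 genes passed these criteria but were not in the list, while 35 genes in the list were tested and did not pass, 19 of them because their log2 fold change was not below -1.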

In agreement with earlier work [6], loss of H2Bub1 resulted in changes in expression of a select subset of genes (Fig. 1f).

We next examined the effects of loss of H2Bub1 on the occupancy of H3K4me3, H3K27ac, and H3K27me3 near the TSS. SmoothScatter analysis showed that active marks (H3K4me3 and H3K27ac) were most strongly decreased on genes displaying high levels of H2Bub1 and slightly increased on non-/low-H2Bub1 marked genes (Additional file 1: Figure S1D). Consistent with the dynamic pattern of gene regulation (Fig. 1e), the active and repressive histone marks near the TSS of “L” and “M” gene clusters were significantly altered in *Rnf40*-deficient MEFs (Additional file 1: Figure S1E). Notably, genes in the highly regulated clusters (L and M) displayed a high degree of occupancy of both active and repressive marks (Fig. 1c). We hypothesized that the significant differential expression of the “L” and “M” genes may be associated with changes in the active and repressive histone modifications in *Rnf40*-deficient MEFs.

### Transcriptional dependency on H2Bub1 is linked to widespread narrowing of H3K4me3 peaks

Consistent with an intimate crosstalk between H2Bub1 and H3K4me3, genome-wide H3K4me3 closely paralleled H2Bub1 (Fig. 2b). Moreover, RNF40 deficiency resulted in a genome-wide decrease of H3K4me3 occupancy on H2Bub1-enriched regions, but not on regions lacking H2Bub1 enrichment (Fig. 2a and b; Additional file 1: Figure S2A). In addition, aggregate plot analysis of H3K4me3 average signals revealed that the decrease in H3K4me3 (red line) occupancy was most pronounced at the 3’ side of the TSS-associated H3K4me3 peak coinciding with H2Bub1 occupancy (Additional file 1: Figure S2B). We further investigated the effect of H2Bub1 loss on H3K4me3 occupancy separately at CpG-enriched or -unenriched promoters where H3K4me3 density showed a significant decrease irrespective of CpG composition following *Rnf40* deletion (Additional file 1: Figure S2C). Thus, we conclude that H2Bub1 facilitates genome-wide H3K4 trimethylation.

**Fig. 2:**
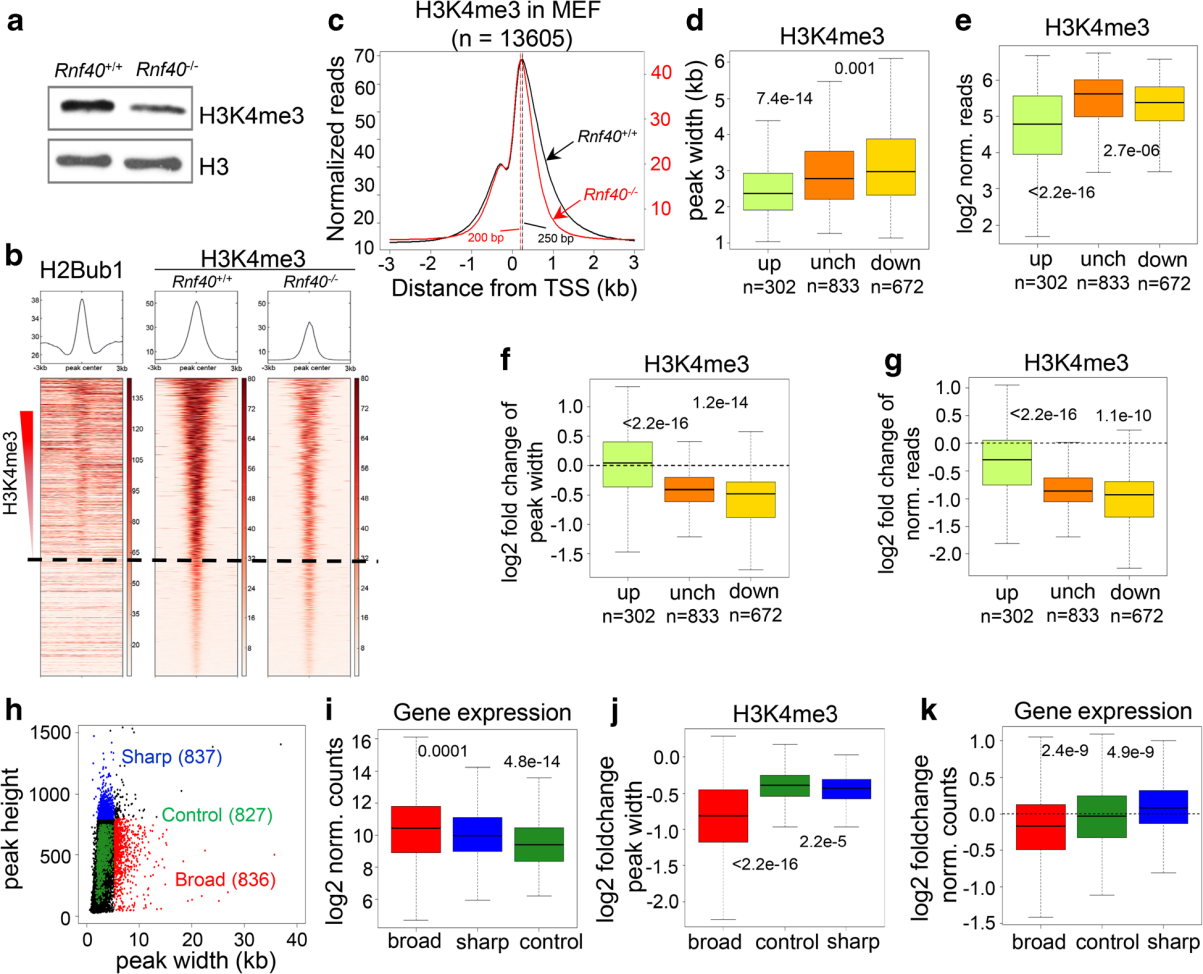
H2Bub1 controls H3K4me3 spreading into gene body to regulate transcription. **a** *Western blot* shows H3K4me3 levels after *Rnf40* deletion. *Western blot* was performed using the same samples shown in Fig. 1d. **b** *Aggregate profiles* (*top*) and *heatmaps* (*bottom*) show the occupancy of H2Bub1 and H3K4me3 surrounding the peak center of H3K4me3 occupied regions (±3 kb). All regions were sorted according to H3K4me3 occupancy from high to low. Color key for each *heatmap* is shown on the *right*. The *dotted line* classified H2Bub1 enriched (*top*) and unenriched (*bottom*) regions. **c** *Aggregate profiles* with different scales compare the average density of H3K4me3 surrounding the TSS of all H3K4me3-enriched genes in *Rnf40* ^+/+^ (*black*) and *Rnf40* ^–/–^ MEFs (*red*). Regions significantly enriched for H3K4me3 on were identified using MACS (cutoff *p* value < 0.00001). The *dotted lines* denote the summits of H3K4me3 peaks in *Rnf40* ^+/+^ (*black*) or *Rnf40* ^–/–^ (*red*) MEFs. **d** *Boxplot* comparing the width of H3K4me3 peaks in *Rnf40* ^+/+^ MEF for H3K4me3 occupied genes upregulated (up), unchanged (unch), or downregulated (down) following *Rnf40* deletion. Upregulated and downregulated genes were defined as in Fig. 1f. Unchanged genes were selected BaseMean > 15, *p* value > 0.8, –0.2 < log_2_-fold change < 0.2. *p* values for differences between the three groups were calculated using unpaired Wilcoxon-Mann-Whitney-Test. **e** *Boxplot* comparing the log_2_-normalized reads of H3K4me3 at promoters (±2 kb) of upregulated, unchanged, and downregulated genes. **f**, **g** *Boxplots* comparing the log_2_-fold change in H3K4me3 peak width (**f**) and height (**g**) in the three cluster genes following *Rnf40* deletion. Log_2_ fold change values in H3K4me3 width or the normalized H3K4me3 reads were calculated as log_2_ (levels in *Rnf40* ^–/–^) – log_2_ (levels in *Rnf40* ^+/+^). *p* values between the three groups were calculated using the unpaired Wilcoxon-Mann-Whitney-Test. **h** *Dotplot analysis* displays the width and height of H3K4me3 peaks near TSS in MEFs. Genes with top 5% broadest (*red*), sharpest (*blue*), and a similar number of random control (*forest green*) H3K4me3-enriched regions were selected based on the described method [25]. **i**–**k** *Boxplots* compare log_2_ normalized gene expression counts (**i**), log_2_-fold change in H3K4me3 peak width (**j**), and log_2_-fold change in gene expression counts (**k**) in each of the given three groups identified in (**h**)

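By these criteria 877 of the 16378 genes tested with limma were unchanged in Rnf40-/- MEFs. This number counts genes with and without an H3K4me3 peak, as the peaks were not analysed here. It moved most with the Wald test of DESeq2 in place of limma, which gave 1079 unchanged genes. Since the criteria set no limit on the standard error, a gene with a wide spread between replicates can pass them as well as a gene with a narrow one.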

We next sought to characterize the relationship between decreased H3K4me3 and gene regulation following *Rnf40* deletion. The change in overall H3K4me3 abundance near the TSS displayed little correlation with the regulation of gene expression in response to *Rnf40* deletion (R = 0.208) (Additional file 1: Figure S2D). Recent studies showed that H3K4me3 peak width may play a potentially important function in gene transcription [24, 25]. Consistently, we observed that the width of H3K4me3 peaks is correlated to gene expression levels in MEF (Additional file 1: Figure S2E). Interestingly, H2Bub1 loss affected the width of H3K4me3 peaks much more than the height, thereby resulting in a significant narrowing of H3K4me3 peaks (Fig. 2c; Additional file 1: Figure S2F). In general, the summits of H3K4me3 peaks surrounding the TSS were shifted by ca. 50 bp towards the 5’ end of the gene after *Rnf40* deletion (Fig. 2c). Importantly, the downregulation of RNF40-dependent genes was associated with the narrowing of H3K4me3 peak width (R = 0.38) (Additional file 1: Figure S2G). In addition, RNF40-dependent genes (downregulated following *Rnf40* deletion) displayed significantly wider H3K4me3 peaks than those found on genes upregulated or unchanged (Fig. 2d). In comparison, H3K4me3 abundance on RNF40-dependent genes was significantly lower than unchanged genes (Fig. 2e). Consistent with the observed changes in gene regulation, the width of H3K4me3 peaks on downregulated genes was significantly shortened in *Rnf40*-deleted MEFs (Fig. 2f). In contrast to the specificity observed in H3K4me3 peak breadth, overall H3K4me3 abundance was significantly decreased irrespective of whether the associated gene was upregulated, downregulated, or unregulated in response to *Rnf40* deletion (Fig. 2g). Together these data indicate that transcriptional dependency on RNF40 is tightly coupled to the formation of broader H3K4me3 domains and less to overall H3K4me3 abundance.

Given the proposed importance of broad H3K4me3 domains for cell identity and function [24–27] and the correlation between changes in H3K4me3 peak breadth and H2Bub1, we next sought to examine whether the presence of broad H3K4me3 domains also correlated with changes in gene expression and was predictive for the requirement of RNF40 for gene expression. We therefore used the previously described approach [24, 25] to identify genes with top 5% broadest H3K4me3 domains, as well as similar numbers of genes displaying sharp H3K4me3 domains and random control genes in MEFs (Fig. 2h; Additional file 1: Figure S2H). 

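The supplementary table of the study lists the genes of each H3K4me3 class. The copy used here holds fewer genes in each class than Fig. 2h gives, so the classes are described by their medians and not tested. In Rnf40+/+ MEFs the median of the mean normalized count was 1518 for the 795 broad genes with enough reads, 1069 for 821 sharp genes and 686 for the random control genes. The order was the same in every replicate. The median log2 values of broad genes were 10.60, 10.55 and 10.56 in the 3 Rnf40+/+ libraries, against 10.02, 10.05 and 10.02 for sharp genes and 9.39, 9.41 and 9.44 for control genes. The distance between classes was therefore much larger than the spread between replicates.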

In agreement with a recent report [25], broad H3K4me3 domains were correlated to gene expression (Fig. 2i). Importantly, loss of H2Bub1 resulted in a more significant narrowing of broad H3K4me3 peaks compared to sharp or random control H3K4me3 peaks (Fig. 2j; Additional file 1: Figure S2I–K). Moreover, the expression levels of genes displaying broad H3K4me3 peaks were significantly decreased in response to *Rnf40* deletion, whereas genes displaying sharp H3K4me3 peaks were moderately, but significantly, increased in their gene expression and randomly chosen control genes were unchanged in their expression (Fig. 2k). 

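The median log2 fold change of the 795 broad genes tested was -0.17, with 515 genes lower and 280 higher in Rnf40-/- MEFs. It was 0.09 for the 821 sharp genes, of which 495 were higher and 326 lower. For the random control genes it was -0.03, with 382 genes higher and 442 lower. Measured in each Rnf40-/- library against the Rnf40+/+ mean, the median of broad genes was -0.16, -0.19 and -0.16, that of sharp genes was 0.08, 0.09 and 0.08, and that of control genes was -0.04, -0.03 and -0.02. In the single Rnf40+/+ libraries the same measure was -0.0074, 0.016 and -0.026 for broad genes, -0.0072, 0.038 and -0.037 for sharp genes, and -0.021, 0.017 and -0.0053 for control genes. The shifts of broad and sharp genes thus exceeded the spread between Rnf40+/+ libraries (SD 0.021 and 0.038), whereas the median of control genes was close in size to it (SD 0.019). With each library left out in turn, the broad genes stayed between -0.18 and -0.16 and the sharp genes between 0.077 and 0.11. The control genes moved to -0.011 without Rnf40+/+ replicate 2, to -0.046 without Rnf40+/+ replicate 1 and to -0.04 without Rnf40+/+ replicate 3. A median shift of this size does not mean that each gene moved by it. Adjusted p values under 0.05 (limma with Benjamini-Hochberg adjustment) were found for 336 lower and 146 higher broad genes, for 135 lower and 294 higher sharp genes, and for 240 lower and 200 higher control genes. By the criteria of the study, 58 broad genes, 17 sharp genes and 23 control genes were downregulated, and 4, 7 and 14 were upregulated. Among sharp genes more were thus called down than up, although their median was above 0.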

Taken together, we conclude that transcriptional dependency on H2Bub1 is closely coupled to the narrowing of H3K4me3 peak width.

### H2Bub1 selectively regulates transcription elongation rate and facilitates the spreading of H3K4me3 into the gene body

Release of RNA Polymerase II (Pol II) from transcriptional pausing is a crucial step in regulating the transcription of many genes. Recent findings documented that the spreading of H3K4me3 into the transcribed regions of active genes is inversely correlated to the Pol II pausing index [25]. Consistently, Pol II showed a clear enrichment on the gene body and 3’ end of genes with broad H3K4me3 domains in MEFs compared to genes with sharp H3K4me3 peaks and random control genes, while displaying no apparent differences in occupancy near the TSS (Additional file 1: Figure S3A). To further examine the association of H3K4me3 and transcriptional elongation, we examined the correlation between H3K4me3 and elongation rates using data available from HeLa cells [30]. Indeed, H3K4me3 peaks were significantly broader on genes displaying a high elongation rate (Additional file 1: Figure S3B), while there was no significant difference in the height of H3K4me3 peaks between genes displaying high and low elongation rates (Additional file 1: Figure S3C).

Although a positive correlation between H3K4me3 peak width and the transcription elongation machinery was reported in mESC [24], it remained possible that H3K4me3 may be a consequence of high elongation rate, rather than a cause. Therefore, we additionally analyzed the effect of the shortening of H3K4me3 peak width in *Wdr82*-null BMDM cells on the transcription elongation rate [31]. Loss of WDR82, a subunit of the SET1A/B complex catalyzing trimethylation of H3K4, resulted in a significant narrowing of H3K4me3 peaks at broad H3K4me3 genes, but not at genes with sharp H3K4me3 peaks and random control genes (Additional file 1: Figure S3E–G). In agreement with the correlation between broad H3K4me3 domains and increased elongation rate, deletion of *Wdr82* led to a significant decrease in Pol II occupancy on the gene body and 3’ end of genes with broad H3K4me3 domains, but not on genes displaying sharp H3K4me3 domains or random control genes (Fig. 3a–c). Thus, together these findings support a role for broad H3K4me3 domains in facilitating transcriptional elongation.

**Fig. 3:**
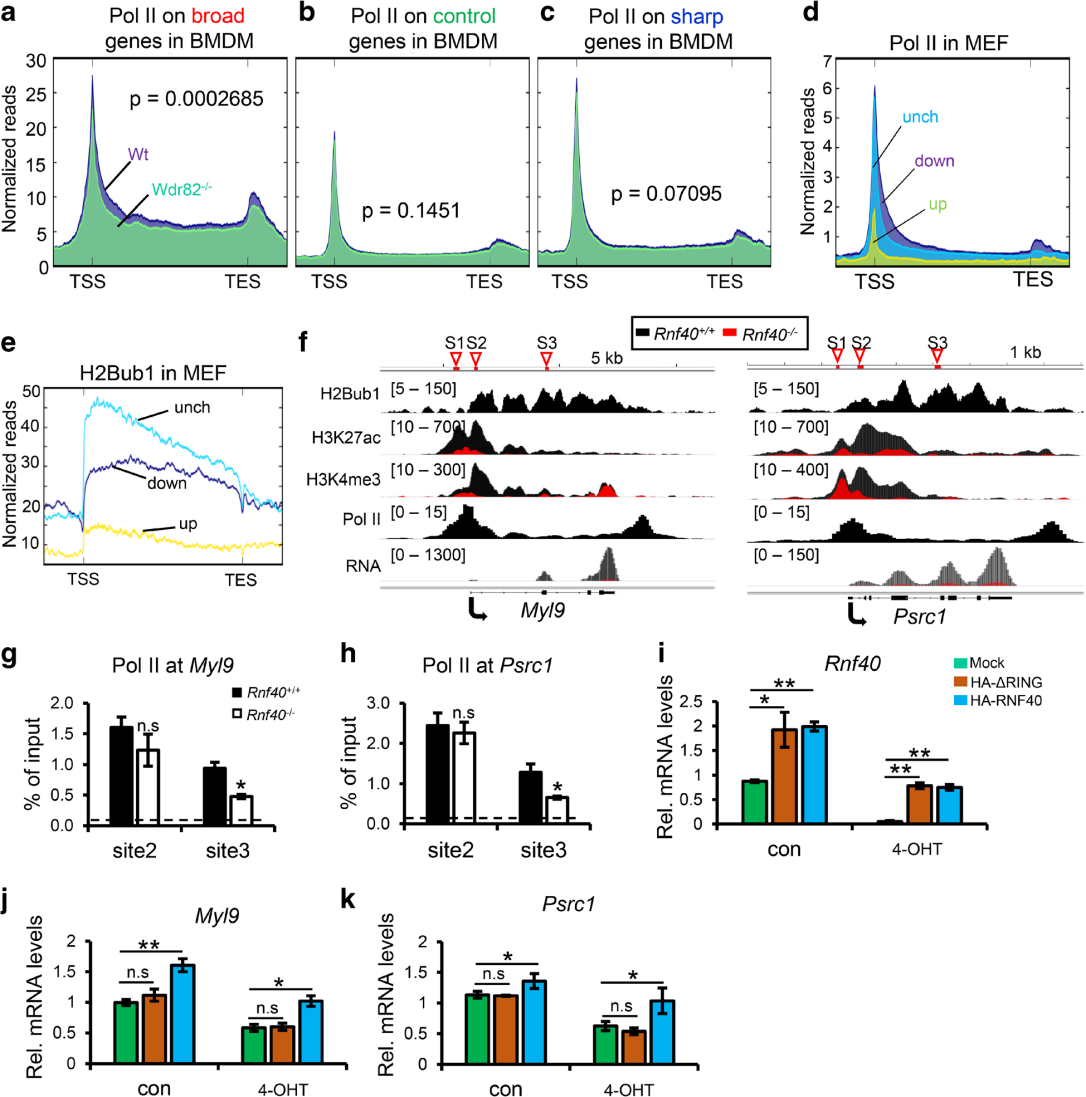
H2Bub1 and broad H3K4me3 are required for transcriptional elongation. **a**–**c** Comparison of the normalized occupancy of RNA Polymerase II (Pol II) in wild-type and *Wdr82*-null bone marrow-derived macrophage (BMDM) cells specifically on genes with broad, random control, and sharp H3K4me3 domains. *TSS* transcription start site, *TES* transcription end site. *p* value was calculated by unpaired Wilcoxon-Mann-Whitney-Test. **d**, **e** *Aggregate profiles* compare the normalized occupancy of Pol II (**d**) and H2Bub1 (**e**) in wild-type (*Rnf40* ^+/+^) MEFs from TSS to TES on genes upregulated (up), unchanged (unch), and downregulated (down) following *Rnf40* deletion. **f** The profiles show the occupancy of H2Bub1, H3K4me3, H3K27me3, H3K27ac, and Pol II as well as normalized RNA reads on the *Myl9* and *Psrc1* genes in *Rnf40* ^+/+^ (*black*) and *Rnf40* ^–/–^ (*red*) MEFs. **g**, **h** ChIP-qPCR for Pol II occupancy at different regions of the *Myl9* and *Psrc1* genes at the regions labeled in 3 F. *S1* site1, proximal to TSS, *S2* site2, downstream of TSS, *S3* site3, gene body. The data are shown as mean ± SD (*n* = 3). *p < 0.05; *n.s*. non-significant; unpaired two-tailed t-test. ChIP-qPCR for IgG was set as negative control and is indicated by the *dotted line*. **i**–**k** qRT-PCR analysis of *Rnf40*, *Myl9*, and *Psrc1* in mock, HA-RNF40-ΔRING, and HA-RNF40 transfected MEFs with or without 4-OHT treatment. *Mock* MEFs without vector transfection, *HA-RNF40-ΔRING* MEFs with RING finger-deleted *Rnf40* transfection, *HA-RNF40* MEFs with wild-type *Rnf40* vector transfection. The endogenous *Rnf40* gene was deleted by adding 250 nM of 4-OHT for five days. The data are shown as mean ± SD (n = 3). *p < 0.05; **p < 0.001; *n.s.* non-significant; unpaired two-tailed t-test

Next, we sought to examine whether H2Bub1 occupancy and transcription elongation rates are correlated on genes classified based on the width of the TSS-associated H3K4me3 domains. In contrast to a previous study which reported that H2Bub1 abundance is tightly coupled to transcription elongation rates [13], we found that genes displaying sharp H3K4me3 domains and low elongation rates (Additional file 1: Figure S3H) actually displayed the highest levels of H2Bub1 near the 5’ end while genes with broad H3K4me3 domains displaying high elongation rates showed significantly lower H2Bub1 occupancy near the 5’ end. Consistently, RNF40-dependent genes (which also display broader H3K4me3 domains, Fig. 2d) showed significantly higher Pol II enrichment (Fig. 3d) but lower H2Bub1 occupancy (Fig. 3e) across the gene body and 3’ end regions compared to unchanged genes. Therefore, these data indicate that the association between H2Bub1 occupancy and transcriptional elongation is intimately connected to H3K4me3 spreading into the gene body.

In order to further determine the role of H2Bub1 on transcriptional elongation, we analyzed individual RNF40-dependent genes to confirm the effects of RNF40 loss on gene expression and H3K4me3 occupancy. The *Myl9* and *Psrc1* genes displayed a clear enrichment of H2Bub1 across the gene body as well as broad H3K4me3 peaks near the TSS (Fig. 3f). 

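Myl9 (ENSMUSG00000067818, chromosome 2 of mm9, 156601156 to 156607394) had 12530.1 ± 1183 normalized counts (SD, n = 3) in Rnf40+/+ MEFs and 878 ± 135 (SD, n = 3) in Rnf40-/- MEFs. Its log2 fold change was -3.84 (standard error 0.11, adjusted p = 6.47e-10 from limma with Benjamini-Hochberg adjustment). Psrc1 (ENSMUSG00000068744, chromosome 3, 108186757 to 108191149) had 2506 ± 162 and 519.9 ± 35.3 normalized counts (SD, n = 3 each), a log2 fold change of -2.27 (standard error 0.08, adjusted p = 4.27e-09 from the same limma test). The highest Rnf40-/- replicate was far below the lowest Rnf40+/+ replicate for both genes, at 994 against 11698 for Myl9 and at 549 against 2335 for Psrc1. With each library left out in turn, the log2 fold change of Myl9 stayed between -3.94 and -3.71, and that of Psrc1 between -2.32 and -2.21.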

Importantly, *Rnf40* deletion resulted in the narrowing of the TSS-associated H3K4me3 domain, decreased H3K27ac occupancy and *Myl9* and *Psrc1* mRNA levels. These effects were further confirmed by quantitative real-time polymerase chain reaction (qRT-PCR) and ChIP-qPCR for H2Bub1 and H3K4me3 (Additional file 1: Figure S3I–K). Consistent with a role of H2Bub1 in promoting transcriptional elongation, Pol II occupancy on the gene body, but not near the TSS, of the *Myl9* and *Psrc1* genes was significantly decreased in response to *Rnf40* deletion (Fig. 3g and h).

In order to confirm the specificity of the observed effects and the importance of RNF40-mediated ubiquitin ligase activity, we re-expressed wild-type RNF40 or a RING finger-deleted RNF40 in *Rosa26*-Cre^ERT2^, *Rnf40* ^loxP/loxP^ MEFs. *Rnf40* mRNA levels were restored to nearly normal levels in HA-ΔRING and HA-RNF40 MEFs after deleting the endogenous *Rnf40* gene (Fig. 3i). Importantly, re-expression of wild-type, but not ΔRING RNF40 was able to rescue RNF40-dependent gene expression (*Myl9* and *Psrc1*) (Fig. 3j and k), thereby confirming the specificity of the observed effects and reinforcing the importance of RNF40-mediated ubiquitin ligase activity in controlling the expression of RNF40-dependent genes.

### CDK9 is required for the establishment of broad H3K4me3 peaks and increased tissue-specific gene transcription via CDK9-RNF20/RNF40-H2Bub1 axis

Previous studies indicated that both H2Bub1 and broad H3K4me3 are associated with cell fate specification [23, 24, 26]. To understand the correlation between RNF40-dependent genes and broad H3K4me3 genes in a biological context, we performed Gene Ontology (GO) enrichment analysis for RNF40-dependent and broad H3K4me3 genes. 

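Expression of cell cycle genes in Rnf40-/- MEFs was examined in a list of 32 genes of the G1/S transition and a list of 36 genes of G2/M, both fixed before the data were examined and not taken from Gene Ontology. The median log2 fold change of the G1/S list was -1.34, with 31 genes lower and 1 higher. After Benjamini-Hochberg adjustment in limma, 29 genes were lower with an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. The median of the G2/M list was -2.35, and all 36 genes were lower by either adjustment. The fall was alike in the 3 Rnf40-/- libraries, whose median distance from the Rnf40+/+ mean was -1.30, -1.28 and -1.20 for G1/S and -2.16, -2.40 and -2.45 for G2/M. Of the 802 genes in the paper's list of downregulated genes, 20 are in the G1/S list and 36 in the G2/M list. Set tests with camera, which used its preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 5 lists, gave an adjusted p of 2.11e-12 for G1/S and 4.24e-21 for G2/M. The rotation test fry also called both lists (adjusted p = 7.13e-05 and 5.32e-05). When camera estimated the correlation from the 6 libraries, neither list passed (adjusted p = 0.0614 for both). Among the single genes, Mki67 fell by 2.84 on the log2 scale (adjusted p = 3.27e-08 from limma) and Top2a by 3.20 (adjusted p = 2.33e-08 from limma). In the G1/S list, Mcm3 had the largest fall, -2.51 (adjusted p = 7.44e-07 from limma), and Tyms was the gene that was higher, by 0.11 (adjusted p = 0.441 from limma).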

Consistent with a role in cell fate specification, RNF40-dependent and broad H3K4me3-occupied genes were significantly enriched for developmental processes and cell cycle-related genes in MEFs (Additional file 1: Figure S4A and B). 

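The developmental genes that the study names among RNF40-dependent genes with broad H3K4me3 are Smarcd3, Fgf7, Hoxc6, Igfbp5, Lgals1, Lbh, Mmp14, Egr1, Egr3, Pdgfra, Kctd11, Ppia, Arhgef2, Six5, Snai2, Scd2, Thy1, Timp1, Tpi1 and Vegfa. The study chose these 20 genes on the same libraries, so their fall here is not independent evidence. All 20 were lower in Rnf40-/- MEFs with an adjusted p under 0.05 from limma, by either Benjamini-Hochberg adjustment over all genes tested or adjusted over the list alone, and their median log2 fold change was -1.30. The largest fall was that of Vegfa (ENSMUSG00000023951, chromosome 17 of mm9, 46153942 to 46169326), from 2346 ± 353 to 490.1 ± 23.0 normalized counts (SD, n = 3 each), a log2 fold change of -2.25 (standard error 0.10, adjusted p = 1.66e-08 from limma). Six5 (ENSMUSG00000040841, chromosome 7, 19679893 to 19683694) had the smallest, from 316 ± 32.7 to 157 ± 14.7 normalized counts (SD, n = 3 each), a log2 fold change of -1.01 (standard error 0.13, adjusted p = 5e-05 from limma). With each library left out in turn, 3 of the genes crossed the study's limit of -1. Among these, the log2 fold change of Six5 was -0.96 without Rnf40+/+ replicate 1, -0.97 without Rnf40+/+ replicate 3, -0.98 without Rnf40-/- replicate 1 and -0.96 without Rnf40-/- replicate 3. That is also true of the log2 fold change of Arhgef2, which was -0.97 without Rnf40-/- replicate 2, and the log2 fold change of Egr1 was -0.99 without Rnf40+/+ replicate 1.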

A further analysis of RNF40-dependent genes (log2 fold change < –1; *p* value < 0.05) displaying broad H3K4me3 domains (Additional file 1: Figure S4C) confirmed an enrichment for development-related genes (Additional file 1: Figure S4D). In agreement with this finding, RNF40-dependent adipocyte-specific genes identified in our previous study [23] also displayed a significant broadening of H3K4me3 peaks during adipocyte differentiation (Fig. 4a). This effect was confirmed at individual RNF40-dependent adipocyte-specific genes (*PPARG* and *RASD1*) (Fig. 4b, e, and f) and provides further support that broadening of H3K4me3 peaks may represent an important feature of RNF40-dependent cell fate-determining genes.

**Fig. 4:**
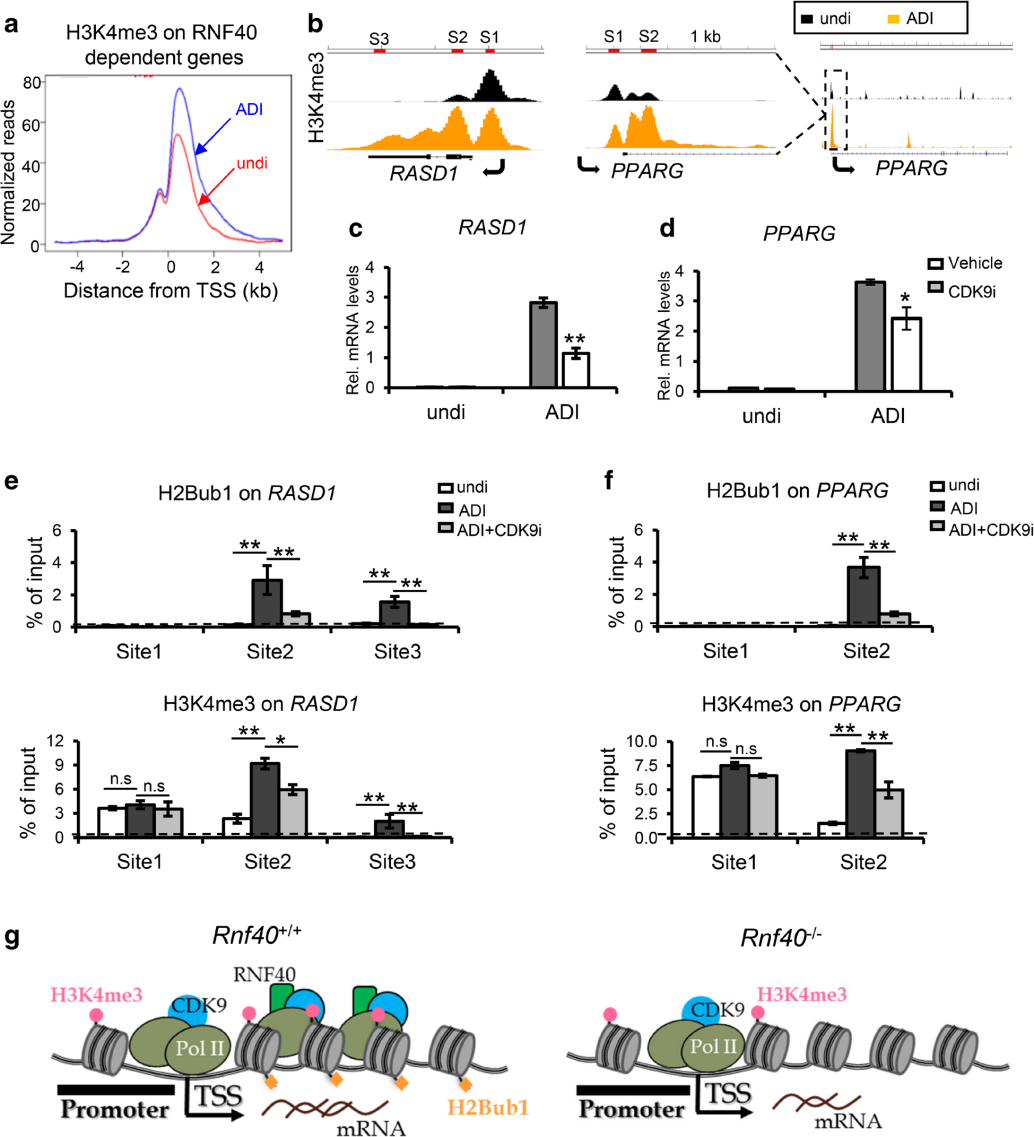
CDK9 is required for spreading of H3K4me3 into the body of tissue-specific genes. **a** *Aggregate profiles* display H3K4me3 occupancy on RNF40-dependent adipocyte-specific genes in undifferentiated (“un diff”) human mesenchymal stem cells (hMSC) and hMSC differentiated to the adipocyte (“ADI diff”) for five days. RNF40-dependent genes in hMSC differentiated to the adipocyte lineage for five days were selected from previously published data [23] based on log_2_-fold change in gene expression (siRNF40 vs.control siRNA) < –0.5. **b** ChIP profile for H3K4me3 on *RASD1* and *PPARG* in undifferentiated and adipocyte-differentiated hMSC. **c**, **d** qRT-PCR analysis of *RASD1* and *PPARG* during adipocyte differentiation (five days) with (CDK9i; 5 μM LDC000067 [32]) or without (con) CDK9 inhibitor treatment. Data are shown as mean ± SD (*n* = 3). *p < 0.05; **p < 0.001; *n.s.* nonsignificant; unpaired two-tailed t-test. **e**, **f** ChIP-qPCR analysis of H2Bub1 and H3K4me3 occupancy at different sites of *RASD1* and *PPARG* genes in “un diff,” “ADI diff,” and “ADI + CDK9i” cells. ADI + CDK9i, adipocytes differentiation for five days with CDK9 inhibitor treatment. Data are represented as mean ± SD (*n* = 3). *p < 0.05, **p < 0.001, unpaired two-tailed t-test. ChIP-qPCR for IgG is shown as negative control depicted as a *dotted line*. Examined regions are indicated in (**b**). **g** Model depicting how the CDK9-RNF40-H2Bub1 axis enhances the spreading of H3K4me3 into gene bodies to increase the transcription elongation rate of tissue-specific genes

A previous study indicated that the spreading of H3K4me3 into the gene body is highly associated with the recruitment of the positive elongation machinery (CDK9, AFF4, ELL2, and TCEA1) [24]. Since H2B monoubiquitination depends directly upon CDK9 activity [9] and CDK9, the WAC adaptor protein, and RNF20/40 are similarly required for the induction of adipocyte-specific genes [23], we examined whether CDK9 is also required for the establishment of broad H3K4me3 domains on differentiation-specific genes using the newly reported CDK9-specific inhibitor LDC000067 [32]. Consistent with the effects elicited by siRNA-mediated CDK9 depletion [23], CDK9 inhibition led to a significant decrease in the induction of *PPARG* and *RASD1* during adipocyte differentiation (ADI) (Fig. 4c and d). In agreement with the reported importance of the CDK9-WAC-RNF20/RNF40 axis [23], H2Bub1 occupancy on *PPARG* and *RASD1* were significantly decreased in adipocytes following CDK9 inhibition (Fig. 4e and f). Importantly, H3K4me3 occupancy across the gene body, but not proximal to the TSS, was significantly decreased in response to CDK9 inhibition (Fig. 4e and f). Thus, we propose that the H2Bub1-H3K4me3 trans-histone pathway driven by the CDK9-RNF20/RNF40 axis is particularly important for cell lineage specification-associated broadening of H3K4me3 domains during cell fate specification (Fig. 4g).

### Increased gene expression in *Rnf40*-deficient MEFs is related to the loss of the *Ezh2* expression

To examine whether loss of H2Bub1 impacts specific subsets of genes, we performed gene set enrichment analyses (GSEA) of mRNA-seq data and identified PRC2-suppressed (EZH2, SUZ12, and EED) and PRC1-suppressed genes as being significantly enriched in *Rnf40*-null cells (Fig. 5a; Additional file 1: Figure S5A and B). 

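Ezh2 (ENSMUSG00000029687) lies on the minus strand of chromosome 6 of mm9 from 47480273 to 47545340. It had 506, 367 and 371 normalized counts in the 3 Rnf40+/+ libraries and 184, 189 and 174 in the 3 Rnf40-/- libraries, or 415 ± 79.2 and 182 ± 7.69 (SD, n = 3 each). The log2 fold change was -1.17 (standard error 0.13, adjusted p = 2.35e-05 from limma with Benjamini-Hochberg adjustment). It was smallest, -1.02, without Rnf40+/+ replicate 1, which had the highest value, and no lower than -1.25 with another library left out. For comparison, 18 of the 32 genes of the G1/S list fell more than Ezh2. Ezh1 (ENSMUSG00000006920, chromosome 11, 101052429 to 101087777) rose from 496 ± 73.6 to 673 ± 40.6 normalized counts, a log2 fold change of 0.45 (standard error 0.11, adjusted p = 0.00509 from limma). Eed (ENSMUSG00000030619, chromosome 7, 97103166 to 97129493) had 1071 ± 43.2 and 1191 ± 36.5 normalized counts, and its log2 fold change of 0.15 (standard error 0.07) was not past the threshold (adjusted p = 0.088 from limma). Suz12 (ENSMUSG00000017548, chromosome 11, 79806608 to 79847625) had 1202 ± 29.3 and 1451 ± 131 normalized counts, a log2 fold change of 0.27 (standard error 0.08, adjusted p = 0.0136 from limma). The log2 fold change of Suz12 was no longer past the threshold without Rnf40-/- replicate 2 (0.21, adjusted p = 0.0727 from limma) and without Rnf40-/- replicate 3 (0.25, adjusted p = 0.052 from limma). All means are ± SD with n = 3.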

Strikingly, analysis of RNA-seq and H2Bub1 ChIP-seq data revealed H2Bub1 occupancy on the *Ezh2* gene and a selective decrease in its expression, while the expression of the remaining members of the PRC2 complex, which catalyzes H3K27 methylation, including *Suz12*, *Eed*, and *Ezh1*, was unaffected (Additional file 1: Figure S5C). These findings were confirmed by qRT-PCR (Fig. 5b). Consistent with an interdependence in their protein expression levels, western blot analysis of other PRC2 subunits revealed decreased protein levels not only of EZH2, but also for SUZ12 and EZH1 in *Rnf40* ^–/–^ MEFs (Fig. 5c). Moreover, this finding could be confirmed in various mouse tissues including the small intestine, colon, and lung following in vivo deletion of *Rnf40*, as well as in human mesenchymal stem cells (hMSC) and adipocytes following RNF40 knockdown (Additional file 1: Figure S5D–G). In addition, GSEA analysis confirmed that Polycomb-suppressed genes were significantly enriched in RNF40-depleted adipocytes (Additional file 1: Figure S5I) [23]. Consistently, deficiency of H2Bub1 resulted in a significant decrease in the active histone marks H3K4me3 and H3K27ac near the TSS of the *Ezh2* gene (Fig. 5d, g, and h). Furthermore, *Rnf40* deletion further led to a significant decrease of Pol II across the *Ezh2* gene (Fig. 5e). Interestingly, inhibition of CDK9 showed a similar effect as *Rnf40* deletion on *Ezh2* expression (Fig. 5f). The negative effect induced by the CDK9 inhibitor on *Ezh2* expression was further confirmed in hMSC and adipocytes (Additional file 1: Figure S5H). Consistently, inhibition of CDK9 led to a significant decrease of H2Bub1 occupancy across the *Ezh2* gene body and proximal H3K4me3 occupancy (Fig. 5g and h). Moreover, the decrease of *Ezh2* expression resulting from *Rnf40* deletion could be rescued by re-expressing wild-type but not the ΔRING form of RNF40 (Fig. 5i). Consistent with a previous report [33], cell cycle arrest by low serum treatment did not affect *Ezh2* mRNA levels, while deletion of *Rnf40* significantly decreased *Ezh2* expression both in low and normal serum cultured MEF (Additional file 1: Figure S5J–L). Therefore, we conclude that *Ezh2* expression is controlled by the CDK9-RNF20/RNF40-H2Bub1 axis in a cell cycle-independent manner.

**Fig. 5:**
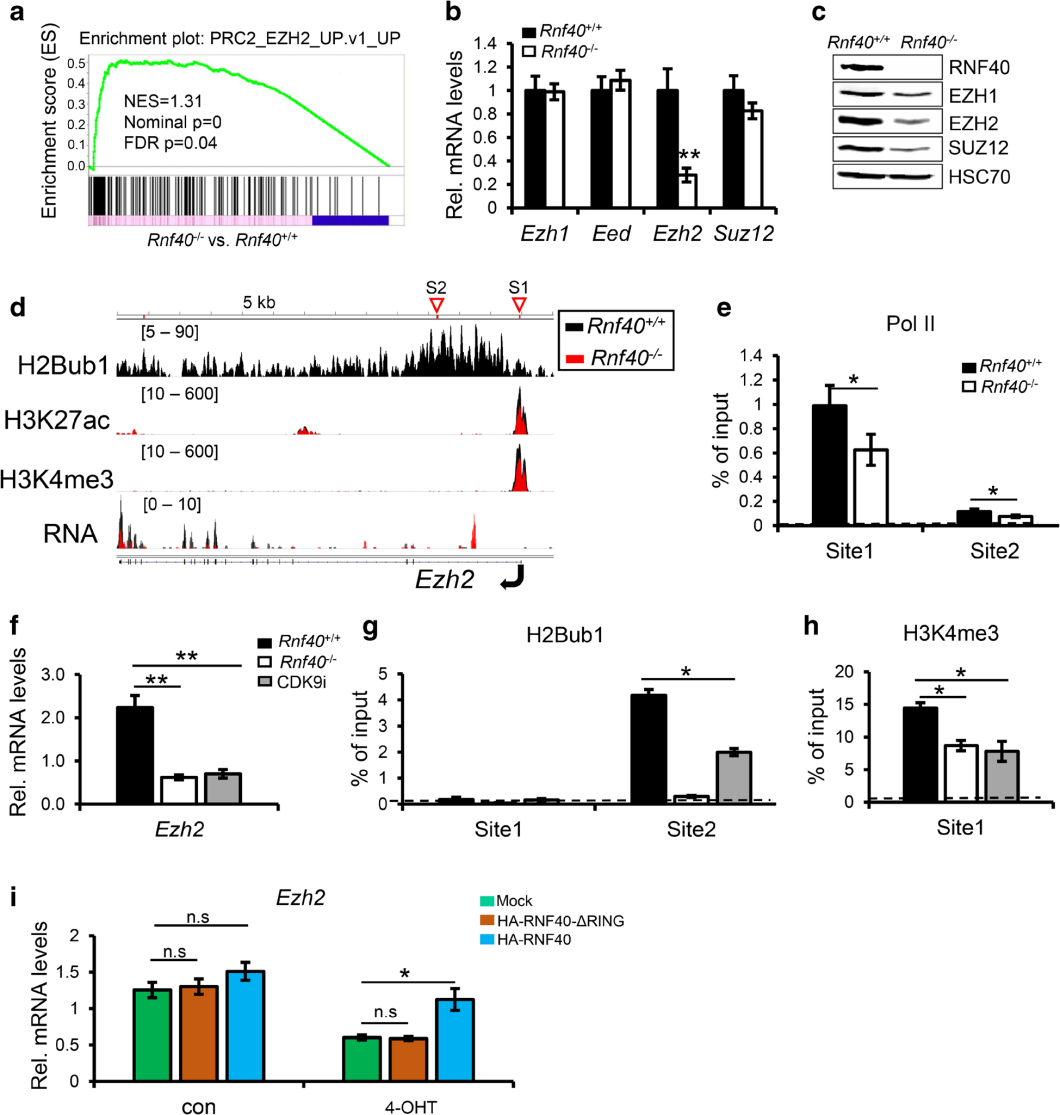
The CDK9-RNF40-H2Bub1 axis controls *Ezh2* expression. **a** GSEA of mRNA expression data reveal a significant enrichment of EZH2-suppressed genes (in TIG3 cells) in genes upregulated in *Rnf40* ^–/–^ MEFs. *NES* normalized enrichment score, *FDR* false discovery rate. **b** qRT-PCR analysis of PRC2 subunits *Ezh1*, *Ezh2*, *Eed*, and *Suz12* in *Rnf40* ^+/+^ and *Rnf40* ^–/–^ MEF cells. Data are shown as “relative mRNA levels,” mean ± SD (n = 3). *p < 0.05, **p < 0.001, n.s: *p* > 0.05, calculated with two-tailed unpaired t-test. **c** Western blot analysis of protein extracts from *Rnf40* ^+/+^ and *Rnf40* ^–/–^ MEFs using antibodies directed against RNF40, EZH2, SUZ12, and EZH1. HSC70 is shown as a loading control. **d** Profiles show the occupancy of H2Bub1, H3K27ac, H3K4me3, and expression counts (RNA) on the *Ezh2* gene in wild-type and *Rnf40*–null MEF. **e** ChIP-qPCR analyses of RNA Polymerase II (Pol II) occupancy near the TSS (site1) and in the gene body (site2) of the *Ezh2* gene. The PCR regions were labeled at (**f**). **f** qRT-PCR analysis of *Ezh2* mRNA levels in *Rnf40* ^+/+^, *Rnf40* ^–/–^, and CDK9 inhibitor-treated MEF. (**g**, **h**) ChIP-qPCR analysis of H2Bub1 and H3K4me3 occupancy near the TSS (site1) and in the gene body (site2) of the *Ezh2* gene in *Rnf40* ^+/+^, *Rnf40* ^–/–^, and CDK9 inhibitor-treated MEF. **i** qRT-PCR analysis of *Ezh2* mRNA levels with or without 4-OHT treatment in mock, HA-RNF40-ΔRING-, and HA-RNF40-expressing MEF

To understand the effects of decreased *Ezh2* expression on the distribution of H3K27me3 in *Rnf40*-null MEFs, we performed differential binding (DiffBind) analysis and identified 4372 genes occupied by H3K27me3 near the TSS (±1 kb), in which 97% (4241/4372) of those genes displayed a significant reduction in H3K27me3 occupancy following *Rnf40* loss (Additional file 1: Figure S6A), while H3K27me3-enriched distal intergenic regions were relatively unaffected (Additional file 1: Figure S6B). Aggregate plot analysis confirmed the significant decrease of H3K27me3 near the TSS (±5 kb) in *Rnf40*-null MEFs (Fig. 6a). In addition, we identified 861 EZH2 target genes (Additional file 2: Table S1) [34] and could demonstrate that H3K27me3 occupancy near the TSS (±5 kb) of these genes was significantly decreased in *Rnf40*-null MEFs (Additional file 1: Figure S6C).

**Fig. 6:**
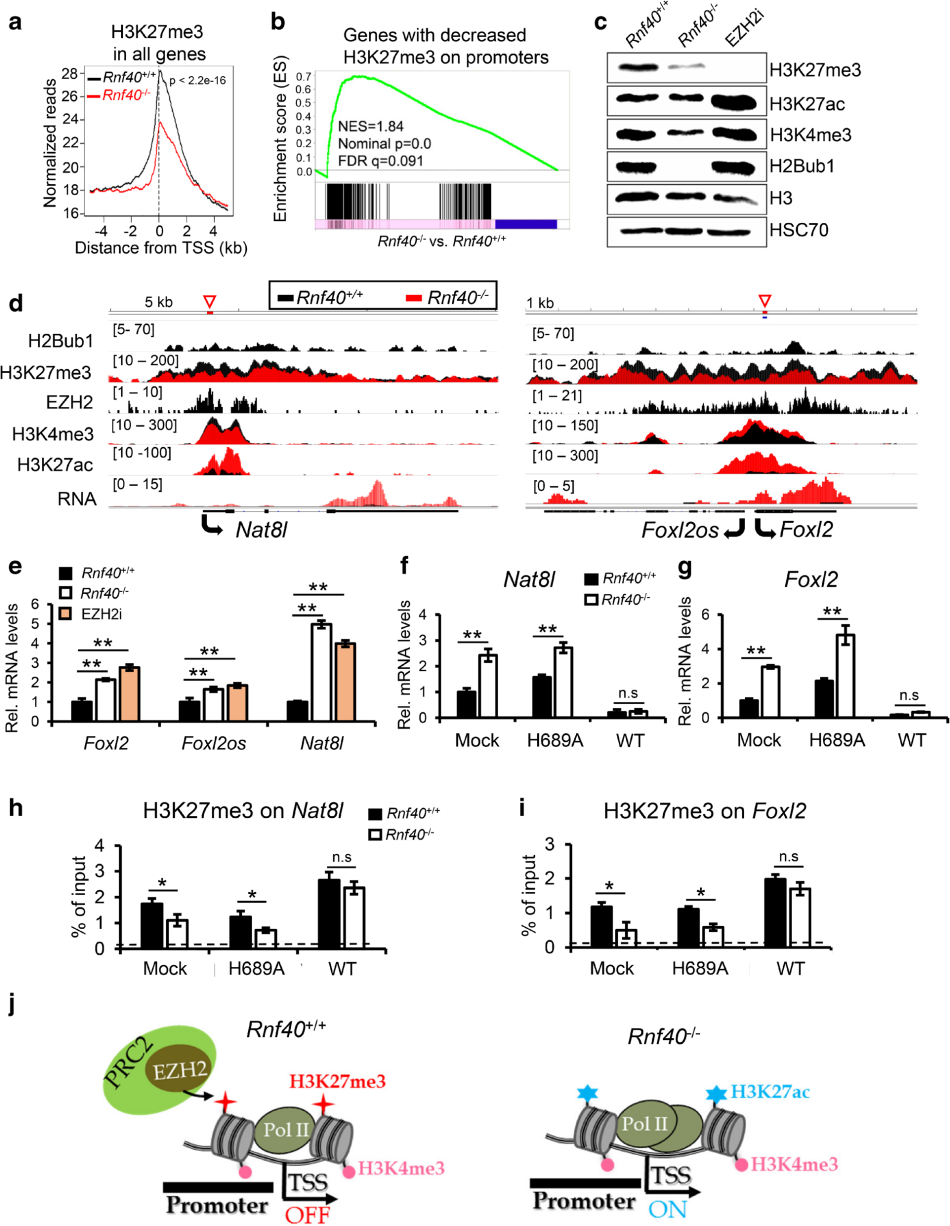
Decreased EZH2 expression is responsible for the upregulation of gene expression following *Rnf40* deletion. **a** Aggregate plot analysis of average H3K27me3 profiles surrounding TSS (±5 kb) in wild-type and *Rnf40* ^–/–^ MEFs. **b** GSEA shows a significant enrichment of genes upregulated in *Rnf40* ^–/–^ MEF in genes displaying decreased H3K27me3 surrounding the TSS. **c** Western blot analysis of whole protein extracts from DMSO as control (*Rnf40* ^+/+^; *Rnf40* ^–/–^) or EPZ6438-treated (*Rnf40* ^+/+^) MEFs (EZH2i) using antibodies against H3K4me3, H3K27me3, H3K27ac, H2Bub1, HSC70 (loading control), and H3 (loading control). Cells were treated with 1 μM EPZ6438 or DMSO as indicated for three days. **d** The profiles show the normalized occupancy of H2Bub1, H3K27me3, H3K4me3, H3K27ac, EZH2, and mRNA levels for the *Nat8l*, *Foxl2*, and *Foxl2os* genes in *Rnf40* ^+/+^ and *Rnf40* ^–/–^ MEFs. **e** qRT-PCR analysis of individual upregulated genes in *Rnf40* ^+/+^, *Rnf40* ^–/–^, and EZH2i-treated *Rnf40* ^+/+^ MEF cells. Data for qRT-PCR shows mean ± SD (*n* = 3); *p < 0.05, **p < 0.001, unpaired two-tailed t-test. **f**, **g** qRT-PCR analysis of *Nat8l* and *Foxl2* in control (mock), EZH2-H689A, and EZH2 (WT) expressing MEF with or without 4-OHT treatment. *Mock* control MEFs, *H689A* MEFs ectopically expressing a SET domain mutated EZH2, *WT* MEFs ectopically expressing wild-type EZH2. **h**, **i** ChIP-qPCR analysis of H3K27me3 occupancy near the TSS of the *Nat8l* and *Foxl2* genes in mock, EZH2-H689A, and WT EZH2 MEF with or without 4-OHT treatment. The investigated regions are indicated in (**d**). **j** Model describing the role of decreased *Ezh2* expression in controlling “RNF40-suppressed” genes

We next sought to characterize the relationship between H3K27me3 occupancy near the TSS and the induction of gene expression following *Rnf40* deletion. Thus, we identified a gene set enriched for H3K27me3, which displayed a greater than two-fold decrease in H3K27me3 levels surrounding the TSS (Additional file 2: Table S1), and could observe that a large fraction of these genes was upregulated in *Rnf40*-deficient MEFs (Additional file 1: Figure S6D). Moreover, GSEA analysis using genes displaying decreased H3K27me3 occupancy in *Rnf40*-deficient MEFs further confirmed an enrichment of genes upregulated following *Rnf40* deletion (Fig. 6b). In addition, GSEA analysis of mRNA-seq data confirmed a significant enrichment of EZH2 target genes that were upregulated in *Rnf40*-null MEFs (Additional file 1: Figure S6E). Together these findings suggest that the deficiency of *Rnf40* and H2Bub1 results in a global decrease in H3K27me3 levels near the TSS of PRC2 target genes via decreased expression of *Ezh2*, thereby leading to a derepression of PRC2 target gene transcription.

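The list of genes with decreased H3K27me3 was taken from the paper's supplementary table, and every gene in it was tested for expression. Of these genes, 198 had a higher and 109 a lower mean in Rnf40-/- MEFs. By the criteria of the study 104 genes (33.9%) were upregulated, against 4.25% of all genes tested, and 36 genes (11.7%) were downregulated, against 5.70%. With Benjamini-Hochberg adjusted p values from limma under 0.05 and no minimum fold change, 189 genes were higher and 106 were lower, and 198 and 109 when adjusted over the list alone. Each listed gene had an unadjusted p value under 0.05 in this comparison of expression, the largest being 0.0386, whereas 8828 of the 16378 genes tested (53.9%) had one. A list chosen on H3K27me3 alone would hold genes above this limit too. The list therefore also follows the expression change in these libraries, and the share of changed genes in it is not independent of how it was chosen. The balance between higher and lower genes is the part that such a choice leaves open.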

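The median log2 fold change of the genes with decreased H3K27me3 was 0.61, with quartiles at -0.53 and 1.37. The set test camera gave p = 8.28e-05 for a shift upward of the list against all other genes tested, the rotation test fry gave p = 3.53e-05, and camera with a correlation estimated from the 6 libraries gave p = 0.0226. The median moved most, to 0.48, when only genes with at least 10 reads in every library were used. As every listed gene had a p value under 0.05, these tests compare a list of changed genes with a background in which only 53.9% had such a p value, and they are not independent evidence.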

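The paper gives 861 EZH2 target genes and the copy of its list used here holds slightly fewer, so the list was described and not tested. Of these, 731 were present in the deposited table under the same symbol and 364 had enough reads to be tested. Their expression was low, with a median of 46.7 normalized counts in Rnf40+/+ MEFs. The median log2 fold change was 0.08, with 201 genes higher and 163 lower in Rnf40-/- MEFs. Against the Rnf40+/+ mean, the median was 0.11, 0.071 and 0.080 in the 3 Rnf40-/- libraries and 0.035, -0.037 and -0.0083 in the Rnf40+/+ libraries, so the shift was larger than the spread between replicates, but it depended on the genes with few reads. The median log2 fold change was 0.20 when every gene with a read was included and 0.016 when only genes with at least 10 reads in every library were used. With limma and Benjamini-Hochberg adjustment over all genes tested, 80 genes were higher and 60 lower with an adjusted p under 0.05, and adjusted over the list alone the numbers were 80 and 59. By the criteria of the study 46 genes (12.6%) were upregulated and 27 (7.42%) downregulated.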

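Against the mean of the Rnf40+/+ libraries, the genes with decreased H3K27me3 had a median log2 difference of 0.59, 0.60 and 0.55 in the 3 Rnf40-/- libraries. In the single Rnf40+/+ libraries it was -0.02, 0.05 and -0.01, so the rise of the list was larger than the spread between replicates of either genotype. H3K27me3 itself was not analysed here. The paper reasons from lower Ezh2 expression, over less H3K27me3 near the TSS, to the higher expression of these genes, and proposes that the genes are derepressed because PRC2 activity is reduced.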

In order to confirm that the observed effects were, indeed, due to decreased PRC2 activity, we compared the effects of treating *Rnf40* ^+/+^ MEFs with the EZH2 inhibitor EPZ6438 [35] to those observed following *Rnf40* deletion. 

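In Rnf40-/- MEFs 4 of the 5 genes Chd5, Nat8l, Foxl2, Foxl2os and Tgfa were higher with an adjusted p under 0.05. Nat8l (ENSMUSG00000048142, chromosome 5 of mm9, 34338633 to 34348565) rose from 30.9 ± 5.47 to 193 ± 19.0 normalized counts (SD, n = 3 each), a log2 fold change of 2.62 (standard error 0.19, adjusted p = 7.24e-07 from limma with Benjamini-Hochberg adjustment). Tgfa (ENSMUSG00000029999, chromosome 6, 86145420 to 86225151) rose from 19.7 ± 9.73 to 90.6 ± 12.2 (log2 fold change 2.28, adjusted p = 0.00028 from limma). Foxl2 (ENSMUSG00000050397, chromosome 9, 98856026 to 98858545) rose from 8.98 ± 3.75 to 49.1 ± 7.99, a log2 fold change of 2.40 (adjusted p = 0.000228 from limma). Foxl2os (ENSMUSG00000074122), which lies beside it on the opposite strand from 98849574 to 98855729, rose from 7.30 ± 1.41 to 46.8 ± 3.76, a log2 fold change of 2.54 (adjusted p = 4.91e-05 from limma). Both Foxl2 genes were close to the detection limit in Rnf40+/+ MEFs, so their fold changes are less certain than their direction. Chd5 (ENSMUSG00000005045, chromosome 4, 151712760 to 151764303) had 96.7, 52.0 and 66.3 normalized counts in the Rnf40+/+ libraries and 108, 93.9 and 88.8 in the Rnf40-/- libraries. The log2 fold change of Chd5, 0.47 (standard error 0.23), was not distinguishable from 0 (adjusted p = 0.107 from limma), and became so without Rnf40+/+ replicate 1 (0.71, adjusted p = 0.0128 from limma).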

The profiles for several PRC2 target genes (*Chd5*, *Nat8l*, *Kcnc3*, *Foxl2*, *Foxl2os*, and *Tgfa*; Fig. 6d, Additional file 1: Figure S6I) demonstrate that loss of RNF40 led to significant decreases in H3K27me3 occupancy at promoters, while H3K27ac occupancy and mRNA levels increased and H3K4me3 levels were largely unaffected. Consistent with the importance of this mechanism in vivo, *Rnf40* deletion in vivo also led to a significant increase of *Nat8l* expression (Additional file 1: Figure S6H). Consistent with the global decrease in H3K27me3 levels and a central role for decreased *Ezh2* expression in mediating increases in gene expression following *Rnf40* deletion (Fig. 6c), EZH2 inhibition significantly increased the expression of several PRC2 target genes (*Chd5*, *Nat8l*, *Kcnc3*, *Foxl2*, *Foxl2os*, and *Tgfa*) identified to be upregulated following the loss of *Rnf40* (Fig. 6e, additional file 1: Figure S6F), while non-PRC2-target genes (e.g. *Prsc1*) were unaffected by EZH2 inhibition (Additional file 1: Figure S6G). Importantly, increased expression of *Nat8l* and *Foxl2* resulting from *Rnf40* deletion could be rescued by re-expressing wild-type but not a methyltransferase-deficient mutant (H689A) of EZH2 (Fig. 6f and g) [36]. Moreover, ChIP-qPCR for H3K27me3 confirmed that overexpressing wild-type but not mutant EZH2 was sufficient to restore H3K27me3 occupancy on the *Nat8l* and *Foxl2* genes in the absence of RNF40 (Fig. 6h and i). Together these data suggest that the upregulation of a subset of genes following a loss of H2Bub1 elicited by *Rnf40* deletion can largely be attributed to a loss of *Ezh2* expression, rather than a direct repressive function of H2Bub1 (Fig. 6j).

### H2Bub1 coordinates homeobox gene activation and repression

The *Hox* gene clusters represent prototypical evolutionarily conserved examples of coordinated transcriptional and epigenetic regulation during development controlled largely by H3K4me3 and H3K27me3. Importantly, H2Bub1 was previously reported to be required for the activation of some Hox genes [4]. Thus, the *Hox* genes represent an ideal opportunity to further examine the complexities of the differential effects of H2Bub1 loss on H3K4me3- and H3K27me3-dependent gene regulation at a single locus. As described in other systems, *Hox* clusters were decorated by both active and repressive histone modifications in our analyses (Fig. 7a). For example, the *Hoxc* cluster displayed increasing levels of the active histone marks H3K4me3 and H3K27ac in a 5’ to 3’ manner, while the repressive mark H3K27me3 displayed an inverse pattern (Fig. 7a). Consistent with the effects observed on global H3K4me3 levels, following *Rnf40* deletion and the loss of H2Bub1, the levels of H3K4me3 on the active 3’ portion of the cluster containing *Hoxc4*-*10* significantly decreased compared to other less active genes. Moreover, consistent with our other findings, H3K27me3 levels at the 5’ end of the cluster (e.g. *Hoxc9*-*13*) decreased. Finally, the levels of H3K27ac decreased at 3' *Hoxc* genes (*Hoxc4*-*8*) and increased at the 5' end of the cluster (*Hoxc10*-*13*) (Fig. 7a). ChIP-qPCR analysis confirmed that both loss of RNF40 or inhibition of EZH2 methyltransferase activity significantly decreased H3K27me3 levels near the TSS of the *Hoxc13* gene while H3K4me3 levels were low, but unaffected, and Pol II occupancy increased (Fig. 7b, left panel; Additional file 1: Figure S7A and B). In contrast, *Rnf40* deletion resulted in decreased H3K4me3 and Pol II occupancy on the *Hoxc6* gene, while EZH2 inhibition had no effect on their occupancy (Fig. 7b, right panel; Additional file 1: Figure S7A). Consistent with the changes in the dynamic equilibrium between active and repressive histone signatures on the *Hox* gene clusters caused by the absence of H2Bub1, the more 3’ *Hox* genes (e.g. *Hoxc6*) were downregulated following *Rnf40* deletion, but not EZH2 inhibition, while 5' genes (e.g. *Hoxc13*) were upregulated by either *Rnf40* deletion or EZH2 inhibition (Fig. 7c).

**Fig. 7:**
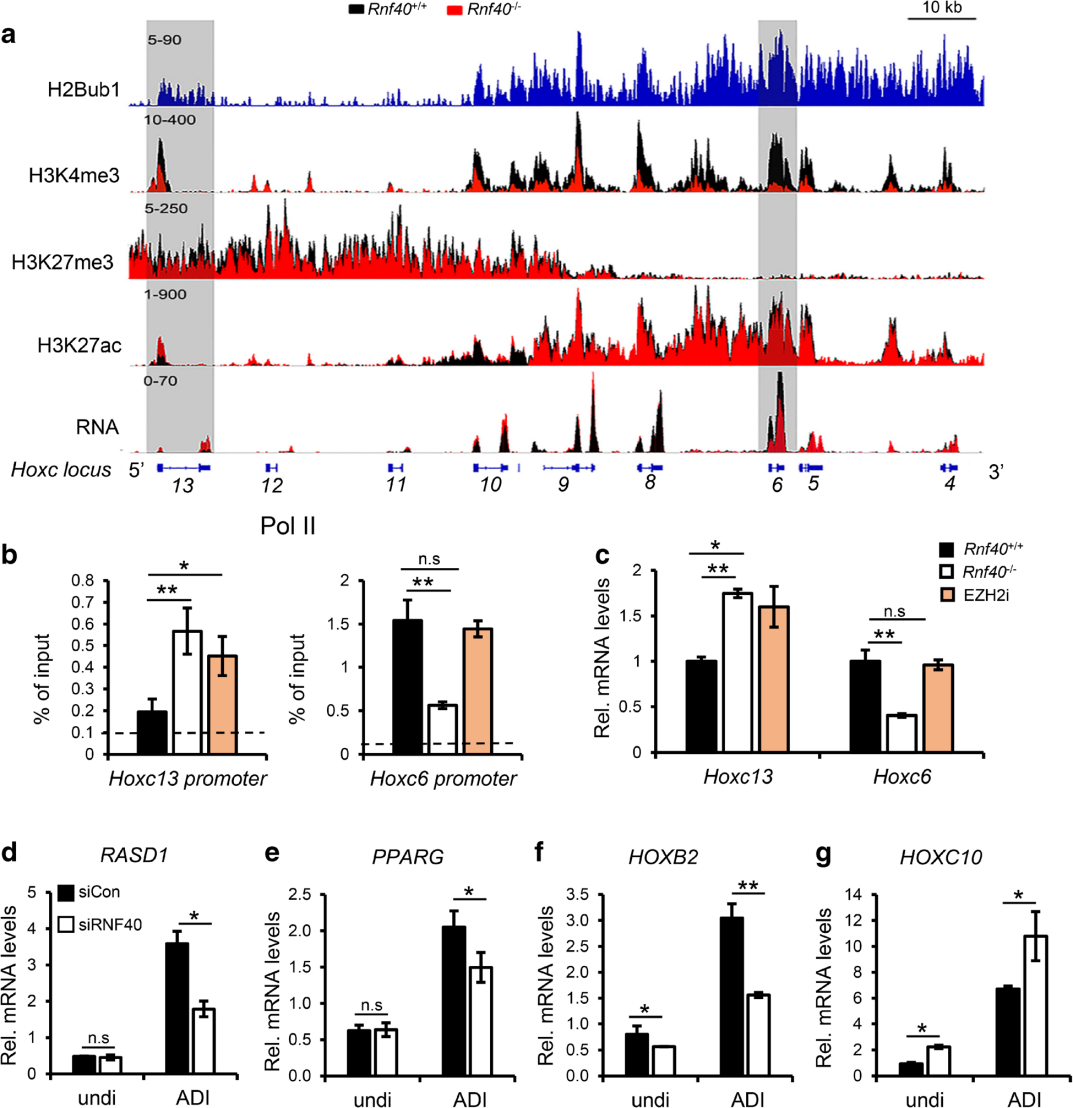
The *Hoxc* gene cluster as a prototype for RNF40/H2Bub1-dependent gene regulatory mechanisms. **a** The *Hoxc* gene cluster displays an enrichment of repressive modifications (H3K27me3) and low mRNA expression at the 5’ portion of the locus and active modifications (H3K4me3, H3K27ac) and higher mRNA levels at the 3' portion of the locus. **b** ChIP-qPCR analyses of RNA Polymerase II occupancy near the TSS of the *Hoxc13* and *Hoxc6* genes in the three samples. The data are shown as mean ± SD (n = 3). *p < 0.05; **p < 0.001; *n.s.* non-significant; unpaired two-tailed t-test. **c** qRT-PCR analysis of *Hoxc13* and *Hoxc6* in *Rnf40* ^+/+,^ *Rnf40* ^–/–,^ and EZH2i-treated *Rnf40* ^+/+^ samples (examined in 4D). Mean ± SD, *n* = 3; * *p* < 0.05; ** *p* < 0.001; *n.s.* non-significant; unpaired two-tailed t-test. **d**–**g** qRT-PCR analysis of the expression of the *RASD1*, *PPARG*, *HOXB2*, and *HOXC10* genes in control and adipocyte-differentiated hMSC transfected with non-targeting siRNA (sicon) and RNF40 siRNAs (siRNF40). qPCR was performed using the same samples examined in Additional file 1: Figure S5F

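In Rnf40+/+ MEFs the 3' genes of the cluster had 413 (Hoxc4), 513 (Hoxc5), 1519 (Hoxc6) and 1189 (Hoxc8) normalized counts, the mean of 3 libraries each. Towards the 5' end the means were 268 for Hoxc9, 256 for Hoxc10, 7.78 for Hoxc11, 2.48 for Hoxc12 and 88.4 for Hoxc13. The cluster lies on chromosome 15 of mm9, with Hoxc13 from 102751534 to 102759245 at its 5' end and Hoxc4 up to 102867274 at its 3' end. Hoxc11 and Hoxc12 had too few reads to pass the gene filter of the main fit, so no change is given for them.
In Rnf40-/- MEFs Hoxc6 (ENSMUSG00000001661) fell from 1537, 1526 and 1493 to 586, 619 and 626 normalized counts in the 3 libraries of each genotype, a log2 fold change of -1.31 (standard error 0.07, adjusted p = 6.08e-08 from limma with Benjamini-Hochberg adjustment). Hoxc13 (ENSMUSG00000001655) rose from 88.4 ± 15.7 to 289 ± 12.5, a log2 fold change of 1.71 (standard error 0.15, adjusted p = 3.5e-06 from limma). The other genes moved less, with log2 fold changes of -0.30 for Hoxc4, -0.38 for Hoxc5, -0.26 for Hoxc8, -0.17 for Hoxc9 and 0.21 for Hoxc10. The first 3 of these had adjusted p values of 0.0205, 0.0149 and 0.0184 from limma, and each was no longer past the threshold in some fits that left out 1 library. Among them, the log2 fold change of Hoxc4 was -0.27 without Rnf40+/+ replicate 1, -0.28 without Rnf40-/- replicate 1 and -0.27 without Rnf40-/- replicate 3 (adjusted p = 0.0589, 0.0786 and 0.0699 from limma). For the log2 fold change of Hoxc5 it was -0.29 without Rnf40+/+ replicate 2 and -0.33 without Rnf40-/- replicate 2 (adjusted p = 0.0717 and 0.0649 from limma). For the log2 fold change of Hoxc8 it was -0.25 without Rnf40+/+ replicate 2, -0.24 without Rnf40-/- replicate 1 and -0.21 without Rnf40-/- replicate 2 (adjusted p = 0.0556, 0.079 and 0.0868 from limma). Hoxc9 and Hoxc10 were not past the threshold (adjusted p = 0.409 and 0.212 from limma), and the log2 fold change of Hoxc10 passed it only without Rnf40+/+ replicate 1 (0.34, adjusted p = 0.0457 from limma).
Over the 31 Hox genes of all 4 clusters that were tested, the log2 fold change rose with the paralog group number (Pearson r = 0.599, permutation p = 0.00023, and Spearman rho = 0.562, permutation p = 0.00114, both two-sided with 100000 resamples, and 0.00046 and 0.00114 after Benjamini-Hochberg adjustment for both). This is a correlation across genes, which are not independent replicates. The correlation r was 0.799 over the 7 Hoxc genes (exact permutation p = 0.031) and 0.540 over the 24 genes of the other clusters. Of 22 genes with numbers 1 to 8, 11 were lower and 0 higher with an adjusted p under 0.05 from limma, and the numbers were the same at an unadjusted p. Of 9 genes with numbers 9 to 13, 3 were higher and 0 lower, again by either p.

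**Figure D1:**
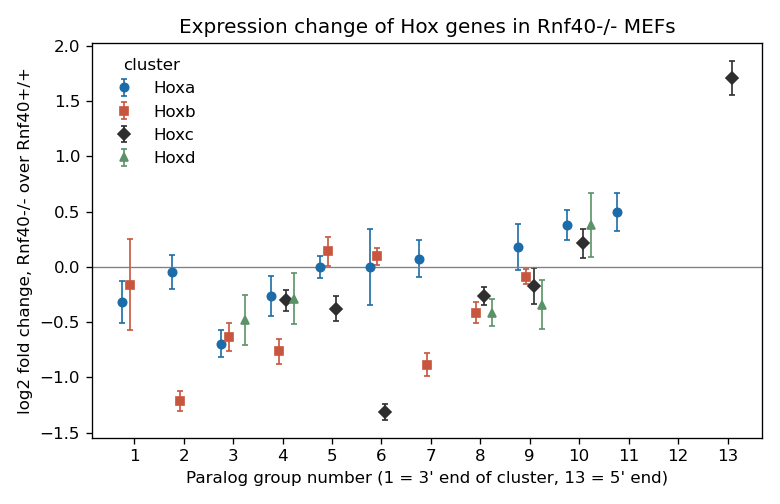
Log2 fold change of each tested Hox gene in Rnf40-/- over Rnf40+/+ MEFs (vertical axis) by its paralog group number (horizontal axis), with symbols for the 4 clusters and bars for ± 1 standard error from limma. Hoxc13 is the highest at 1.71 and Hoxc6 the lowest at -1.31.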

Given the important functions of Hox genes in stem-cell self-renewal and differentiation [37, 38], we also investigated two individual Hox genes (*HOXB2* and *HOXC10*) with different epigenetic contexts which are induced during adipocyte differentiation. As seen in ChIP-seq profiles for each gene (Additional file 1: Figure S7C), the TSS of both *HOXB2* and *HOXC10* were significantly enriched for H3K4me3 near the TSS, while *HOXC10* also displayed significant H3K27me3 occupancy upstream of the TSS. Consistently, the expression of both *HOXB2* and *HOXC10* was significantly increased during adipocyte differentiation. This effect coincided with increased occupancy of H3K4me3 on the *HOXB2* gene and decreased occupancy of H3K27me3, but no significant change of H3K4me3 on the *HOXC10* gene during adipocyte differentiation (Additional file 1: Figure S7C). Consistent with the epigenetic context of both genes and the differential effects of RNF40 loss on Polycomb-repressed and H3K4me3-dependent genes, *RNF40* depletion led to downregulation of the H3K4me3 occupied *HOXB2* gene and upregulation of the H3K27me3 and H3K4me3 co-occupied *HOXC10* gene (Fig. 7f and g). Together, these data suggest that H2Bub1 differentially regulates *Hox* genes in a context-dependent manner by coordinating the equilibrium between active (H3K4me3 and H3K27ac) and repressive (H3K27me3) histone modifications not only in MEFs, but also in a biologically relevant differentiation system.

### Transcriptional activation of a subset of RNF40-suppressed genes is associated with enhancer activation

As described above, a number of genes were upregulated after *Rnf40* deletion. While some of this regulation could be attributed to decreased H3K27me3 occupancy near the TSS, up to 41% (276/672) of upregulated genes displayed no significant H3K4me3 or H3K27me3 occupancy (Additional file 1: Figure S8A). Therefore, we examined whether these genes may be regulated via H2Bub1-dependent regulation of distal enhancer activity. We identified 30,893 active enhancers (H3K27ac^+^/H3K4me1^+^/H3K4me3^−^ regions) by combining H3K4me1 ChIP-seq data in MEFs [39] (Additional file 1: Figure S8B and C) and performing differential occupancy (DiffBind) analysis to identify H3K27ac-enriched enhancer regions which change between *Rnf40* wild-type and null MEFs. These analyses uncovered 3335 regions displaying a significant increase in H3K27ac occupancy (log_2_-fold change (*Rnf40* ^+/+^ versus *Rnf40* ^–/–^) < -2, false discovery rate (FDR) < 0.05) and 2362 enhancers displaying significantly decreased H3K27ac levels (log_2_-fold change > 2, FDR < 0.05) following *Rnf40* deletion (Additional file 1: Figure S8D, Additional file 3: Table S2). Interestingly, more than 38% (254/672) of upregulated genes were associated with enhancers displaying significantly increased H3K27ac occupancy in *Rnf40* ^–/–^ MEFs, but no significant enrichment of H3K27me3 at these sites in either condition (Fig. 8a; Additional file 1: Figure S 8E). However, only 14.2% (114/802) of downregulated genes displayed significant decreases in H3K27ac occupancy at enhancers in *Rnf40* ^–/–^ MEFs (Additional file 1: Figure S8F). Hence, we hypothesized that the upregulation of a subgroup of RNF40-suppressed genes is independent of a direct effect on PRC2 and may instead be associated with the de novo activation of distal enhancers.

**Fig. 8:**
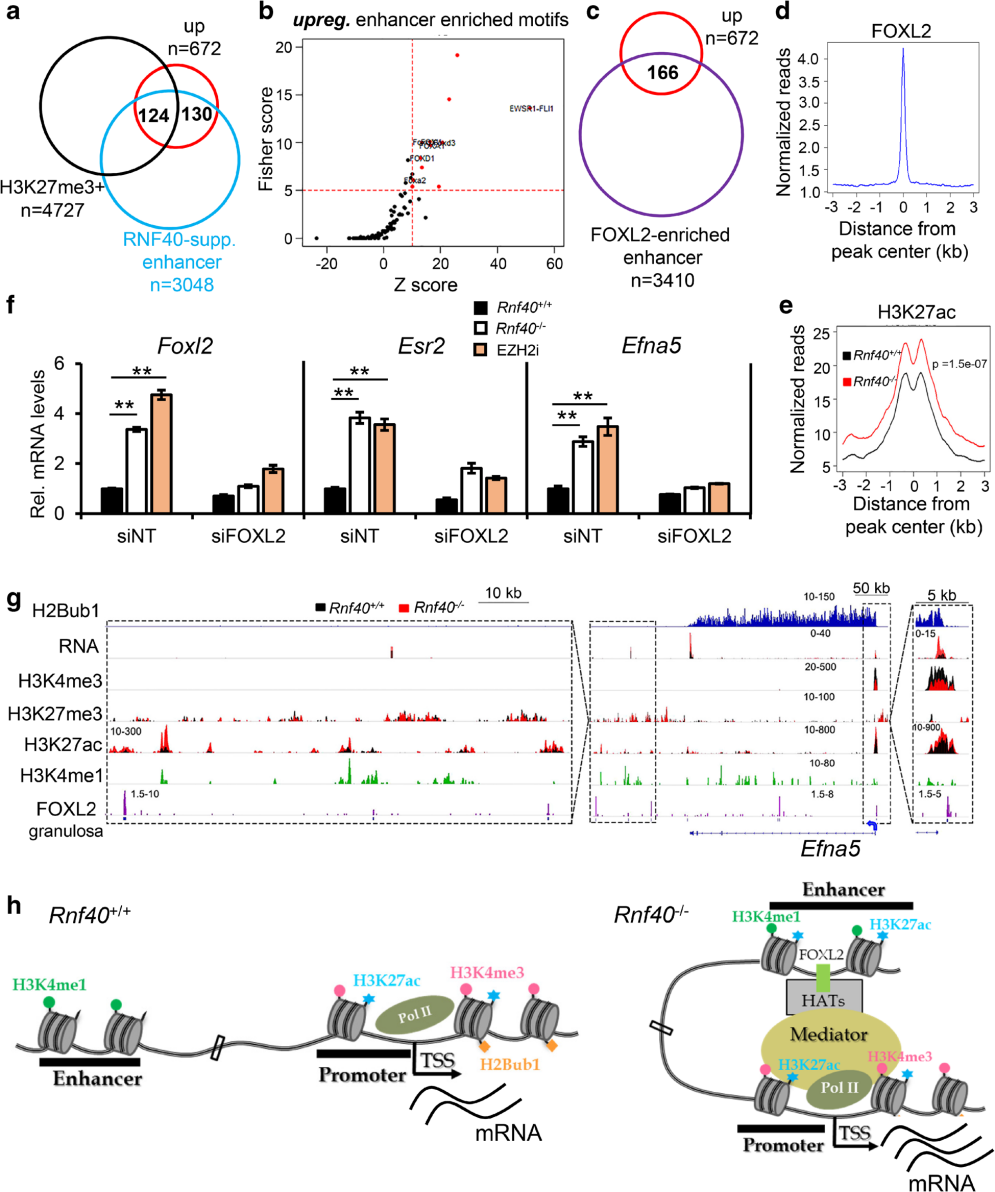
The upregulation of a subset of RNF40-suppressed genes is associated with the activation of FOXL2-bound enhancers. **a** *Venn diagram* displaying the overlap between enhancers activated following RNF40 loss (“RNF40-supp. enhancer”), H3K27me3-enriched genes (H3K27me3+), and genes upregulated following *Rnf40* deletion (up). RNF40-suppressed enhancers were obtained by DiffBind analysis (see Additional file 1: Figure S8D) and selected based on increased H3K27ac at intergenic regions (fourfold increased H3K27ac occupancy in *Rnf40* ^–/–^ MEF, FDR < 0.05). RNF40-suppressed enhancer associated genes were identified by performing GREAT analysis of the significantly increased enhancers. **b** *Plot* displaying the Fisher and Z Scores of motif analysis performed using the 254 gene-associated enhancers shown in *A*. The Fisher Score >5 & Z Score > 10 indicates significantly enriched motifs (shown in *red*). **c** *Venn diagrams* showing the numbers shared by upregulated genes and FOXL2-enriched enhancer associated genes. FOXL2-enriched enhancer-associated genes were obtained by GREAT analysis of FOXL2-enriched enhancers (from Additional file 1: Figure S8G). **d**, **e** Aggregate profiles show FOXL2 average signal surrounding the center (±3 kb) of FOXL2-bound peaks displaying increased H3K27ac signals in *Rnf40* ^+/+^ or *Rnf40* ^–/–^ MEFs (the 166 gene-associated enhancers from C). The *p* value (**e**) was calculated by unpaired Wilcoxon-Mann-Whitney test. **f** qRT-PCR analysis of *Foxl2*, *Esr2*, and *Efna5* genes in *Rnf40* ^+/+,^ *Rnf40* ^–/–,^ and EZH2i-treated *Rnf40* ^+/+^ MEFs transfected with non-targeting siRNA (siNT) and *Foxl2* specific targeting siRNA treatment. **g** The ChIP-seq profiles for H2Bub1, H3K4me3, H3K27me3, H3K27ac, FOXL2, and H3K4me1 on the *Efna5* gene. **h** Model describing the role of increased *Foxl2* expression in enhancer and gene activation following RNF40 loss

To uncover potential transcription factors which may contribute to enhancer activation and upregulation of genes in *Rnf40* ^–/–^ MEFs, we performed a sequence-based motif analysis of the upregulated gene-associated enhancers and identified a significant enrichment of Forkhead box protein binding motifs (Fig. 8b). Consistent with our observation that the expression of *Foxl2* was significantly increased in *Rnf40* ^–/–^ MEFs (Fig. 6e), we identified 3223 enhancers in our study which were occupied by FOXL2 in a published ChIP-seq dataset [40] (Additional file 1: Figure S8G). In addition, GREAT analysis of those regions identified the FOXL2-enriched enhancer-associated genes, which contained more than 25% (166/672) of the upregulated genes (Fig. 8c) and 100 genes (more than 60%) which were upregulated and displayed enhancer activation following *Rnf40* deletion (Additional file 1: Figure S8H). Consistent with increased enhancer activation, the H3K27ac occupancy surrounding these FOXL2-enriched distal regions was significantly increased in *Rnf40* ^–/–^ MEFs (Fig. 8d and e).

In order to confirm the role of FOXL2 in the upregulation of this subset of genes in *Rnf40* ^–/–^ MEFs, we examined the effects of siRNA-mediated FOXL2 depletion in MEFs following *Rnf40* deletion. Consistent with a previous study demonstrating the importance of FOXL2 for their expression [40], we observed that both the *Esr2* and *Efna5* genes were significantly upregulated following *Rnf40* deletion as well as following EZH2 inhibitor treatment (Fig. 8f). Furthermore, FOXL2-targeted genes (*Esr2* and *Efna5*) were increased in the ovary of a *Rnf40*-deleted mouse (Additional file 1: Figure S8I). Importantly and consistent with an indirect effect mediated by FOXL2, these effects were blocked by FOXL2 depletion (Fig. 8f). Moreover, ChIP-seq profiles confirmed that H3K27ac occupancy on each of those genes was increased at FOXL2-bound enhancers following *Rnf40* deletion (Fig. 8g; Additional file 1: Figure S8J). Together these data support a central role for FOXL2 in mediating enhancer activation and increased gene expression of a subset of genes whose expression increases following *Rnf40* deletion (Fig. 8h).

## Discussion

The complex regulatory network of post-translational histone modifications has long been hypothesized to play a significant role in controlling the timely activation or repression of gene transcription [41]. Here we investigated the genome-wide occupancy of H2Bub1 and examined the effects of its loss following *Rnf40* deletion on other post-translational histone modifications at proximal and enhancer regions, and investigated the relation of these alterations to changes in gene transcription. In addition to providing a genome-wide confirmation of the previously reported H2Bub1-H3K4me3 trans-histone tail crosstalk [42, 43], our work describes a previously unknown role for RNF40-mediated H2B monoubiquitination in the establishment and maintenance of broad H3K4me3 domains, which appear to selectively promote the transcriptional elongation of tissue-specific genes. In addition, we provide the first mechanistic explanation by which the loss of RNF40 can lead to increased gene expression. Specifically, a subset of PRC2-repressed genes is upregulated following *Rnf40* deletion via decreased *Ezh2* expression and a resulting decrease in H3K27me3 and a concordant increase in H3K27ac occupancy near their TSSs (Fig. 6j). We also identified an additional group of “RNF40-suppressed genes,” which is associated with increased enhancer activity via upregulation of *Foxl2* gene expression (as a consequence of decreased *Ezh2* expression and PRC2 activity) in *Rnf40*-null MEFs (Fig. 8h).

### RNF40-regulated genes display low and moderate H2Bub1 occupancy

In order to obtain efficient activation of gene transcription, the signals enabling transcriptional activity, including active histone modifications, appear to require a certain threshold in order to facilitate gene expression [44]. According to our data, genes which display the highest occupancy of H2Bub1 and other active histone modifications appear to be more robustly expressed and less sensitive to changes in the presence of individual histone modifications. We hypothesize that, even in the absence of H2Bub1, these genes retain sufficient additional active signals to maintain high levels of transcription. In contrast, inactive or lowly active genes, such as poised genes marked by the PRC2 complex, may require higher levels of additional activation signals to switch from a repressed to an active state and therefore be more dependent upon individual histone modifying enzymes. Furthermore, there seems to be a complex regulatory mechanism acting on genes marked by varying degrees of both active and repressive histone modifications as we observed for low to moderate H2Bub1-occupied genes, whose transcription highly depends upon changes in histone modifications facilitated by the recruitment of tissue-specific transcription factors [44]. Thus, this class of genes appears to be particularly vulnerable to changes in expression elicited by the loss of either active or repressive marks.

### RNF40-mediated H2Bub1 governs H3K4me3 peak width to increase transcription elongation rate

Consistent with the H2Bub1-H3K4me3 trans-histone crosstalk model in which H2Bub1 facilitates the trimethylation of H3K4 by the SET/COMPASS complex [45], our study shows that the absence of H2Bub1 results in a decrease, but not a total loss, of H3K4me3 levels genome-wide. Notably, the decrease in H3K4me3 occupancy was most apparent at regions downstream of the TSS, which were also occupied by H2Bub1. Following loss of H2Bub1, the width of H3K4me3 peaks was affected much more than their height, thereby resulting in a significant narrowing of the peaks toward the TSS. We speculate that the bulk of H3K4me3 near the TSS may be catalyzed by SET/COMPASS or other H3K4 methyltransferases in an RNF40/H2Bub1-independent manner, but that transcriptional elongation-associated spreading of H3K4me3 into the gene body is highly dependent upon RNF20/40-mediated H2B monoubiquitination. This effect can also be observed on the *Hoxc* gene cluster where H3K4me3 on each of the *Hoxc* genes decreases, but some degree of H3K4me3 remains and becomes more focused around the TSS. These effects closely resemble those observed in *Mll1*- deficient MEFs [46], suggesting that H2Bub1 may be capable of directing MLL-dependent H3K4 methylation downstream of the TSS.

Although H2Bub1 had broad effects on H3K4me3 occupancy genome-wide, the H2Bub1-H3K4me3 crosstalk selectively regulated a subset of genes in response to *Rnf40* deletion. We further determined that transcriptional dependency on H2Bub1 is highly linked to the narrowing of H3K4me3 peak width. Consistent with the finding that increasing H3K4me3 width is associated with increased transcription elongation rates [25], RNF40-dependent genes show broader H3K4me3 peaks and higher transcription elongation rates compared to RNF40-independent and RNF40-suppressed genes. Moreover, given that the width of H3K4me3 peaks is highly dependent on H2Bub1, the transcription of genes with the broad H3K4me3 domains depended on RNF40 more than genes with sharp H3K4me3 peaks near the TSS and random control genes.

Previous work from the Oren lab reported that high H2Bub1 occupancy is associated with high transcription elongation rates [13], but that RNF20 depletion did not affect elongation rates of RNF20-dependent genes [47]. However, in this work we examined the context-dependency of the effects of RNF40/H2Bub1 loss on transcription and observed that RNF40-dependent genes with broader H3K4me3 and higher elongation rates showed significantly lower occupancy of H2Bub1 across the gene body than RNF40-independent genes with narrower H3K4me3 peaks and lower elongation rates. Given the correlation between the positive elongation machinery and H3K4me3 width [24], we suggest that the function of H2Bub1 in facilitating transcriptional elongation is closely linked to the RNF40-dependent broadening of H3K4me3. Although our work has revealed that H2Bub1 is essential for broadening H3K4me3 peaks, it remains to be determined how H2Bub1 selectively facilitates the broadening of a subset of genes. We hypothesize that some regulators may function to prevent the spreading of H3K4me3 domain. While changes in the activity or recruitment of specific methyltransferases such as UpSET in *Drosophila melanogaster* or MLL5 in humans may explain these effects [25], another possibility would be the specific recruitment or exclusion of the RACK7 histone demethylase complex, which has been shown to suppress the broadening of H3K4me3 at promoters and enhancers [48].

Recent studies uncovered a previously unrecognized association of broad TSS-associated H3K4me3 domains with the expression of tumor suppressor and cell identity genes [24, 25]. Consistent with potential tumor suppressor functions of RNF20/40 and H2Bub1 and their requirement for stem cell differentiation [17, 23], we observed a widening of H3K4me3 peaks on RNF40-dependent lineage-specific genes during adipocyte differentiation. Consistently, we previously demonstrated that CDK9-WAC-RNF20/RNF40-directed H2B monoubiquitination is required for tissue-specific gene transcription [23]. Moreover, we demonstrate that the activity of CDK9, the catalytic component of the Positive Transcription Elongation Factor-b complex, is required for the spreading of H3K4me3 peaks into the gene body of RNF20/40-dependent differentiation-induced genes. Additionally, and consistent with a direct role of broad H3K4me3 domains in facilitating transcriptional elongation, *Wdr82* deletion in BMDM cells resulted in a shortening of H3K4me3 peaks [31] and decreased the transcription elongation rate specifically at genes with broad H3K4me3 domains. Therefore, we suggest that CDK9, RNF20/RNF40, H2Bub1, and broad H3K4me3 domains cooperatively facilitate transcriptional elongation of tissue-specific genes. Given that broad H3K4me3 domains are a particular epigenetic hallmark of cell identity and tumor suppressor genes [24, 25], further studies on the CDK9-RNF20/RNF40-H2Bub1-broad H3K4me3 axis to determine the functional interconnectivity between WDR82, H2Bub1, and transcriptional elongation will likely reveal important insight into the epigenetic regulatory mechanisms controlling important processes such as embryogenesis and tumorigenesis. Moreover, the extent and molecular mechanisms by which broad H3K4me3 domains and H2Bub1 promote transcriptional elongation as well as the specific mechanisms leading to spreading of H3K4me3 at only a subset of genes remain to be determined.

### Loss of H2Bub1 causes de-repression of a subset of genes

Consistent with findings following RNF20 knockdown [11], we find that the vast majority of “RNF40-suppressed” genes do not display significant levels of H2Bub1, thereby suggesting that their regulation may occur through more indirect mechanisms. Consistently, we find that the *Ezh2* gene, encoding the catalytic component of the PRC2 complex, which mediates H3K27 methylation, displays a significant level of H2Bub1 occupancy and requires RNF40 for its full expression. The regulation of RNF40-mediated H2Bub1 on *Ezh2* expression is not isolated to cultured MEF cells, but was confirmed in human cell lines and various tissues from a global conditional in vivo *Rnf40* knockout mouse model.

Furthermore, consistent with a central role for EZH2 as a central mediator of H2Bub1-dependent “gene repression,” small molecule inhibition of EZH2 activity resulted in a similar derepression of H3K27me3-targeted genes which were upregulated in *Rnf40*-deficient MEFs. The expression of this subset of PRC2-regulated genes is likely related to a dynamic antagonism between H3K27me3 and H3K27ac at p300/CBP and PRC2 co-targeted sites [49–51]. Thus, the upregulation of “RNF40-suppressed” genes appears to be related to a shift in the balance between H3K27me3 and H3K27ac, whereby decreased H3K27 methylation enables the acetylation of the same residue at these loci.

In addition to direct PRC2-regulated genes, we also observed the upregulation of genes which demonstrated increased activity of nearby enhancers. This increased enhancer activity was associated with the derepression of *Foxl2* as a consequence of *Ezh2* downregulation in *Rnf40* ^–/–^ MEFs. Interestingly, the promoter of the *FOXL2* gene was found to be hypermethylated in ovary granulosa cell tumors concomitant with increased EZH2 expression [52]. However, whether these effects coincide with changes in RNF40 activity or H2Bub1 occupancy in ovary granulosa cell tumorigenesis remains unknown.

We further determined that genes upregulated following *Rnf40* deletion were enriched for developmental regulators, further supporting a critical function of RNF40 in directing cell fate determination. Consistent with a context-dependent function of H2Bub1 in regulating different groups of genes, while we previously demonstrated a central role for RNF20/40-dependent H2B monoubiquitination in differentiation to the osteoblast and adipocyte lineages [23], another group reported that H2Bub1 levels decrease during myoblast differentiation [53]. Interestingly, while the regulatory role of RNF40 in ovarian development remains to be determined, the FOXL2-regulated genes *Esr2* and *Enf5a*, which are required for ovary development [40], were increased in the ovary following global conditional *Rnf40* deletion. Thus, it is possible that the RNF20/40-H2Bub1 pathway may promote cell differentiation to one lineage and suppress that of another lineage in a given epigenetic context while promoting differentiation to other lineages in a different context.

## Conclusions

In conclusion, we provide evidence and insight into the apparent discrepancy between the association of H2Bub1 with active gene transcription and the unexpected finding that a nearly equal fraction of genes are up- or downregulated following its loss. Our results support a model in which the direct function of RNF40-mediated H2B monoubiquitination increases transcriptional elongation by promoting the spreading of H3K4me3 into the 5’ transcribed region of a select subgroup of genes. However, given the finding that the *Ezh2* gene is a major target of RNF40 and H2Bub1, and the demonstration that the effects of *Rnf40* deletion on these “H2Bub1-suppressed” genes can be mimicked by inhibition of EZH2 catalytic activity, our data support a model in which “suppression” of gene transcription by H2Bub1 is mediated via indirect effects through PRC2. These findings, together with our results supporting a role for H2Bub1 in controlling H3K4me3 on RNF40-dependent genes, provide important insight into the enigmatic role of H2Bub1 in transcription. Further studies examining the effects of *Rnf40* deletion in additional cell types and tissues, in conjunction with in vivo disease models, will shed further light into the biological and mechanistic functions of H2Bub1 and further elucidate its context-dependent function.

## Methods

### Conditional *Rnf40* knockout mouse model and isolation of inducible knockout MEFs

All animal work was performed in agreement with the Institutional Animal Care and Use Committee and the Institutional Guidelines for Humane Use of Animals in Research. The construct for generating conditional *Rnf40* knockout mice was generated using a construct containing two loxP sites surrounding exons 3 and 4 of the *Rnf40* gene and a neomycin selection cassette was surrounded by two short flippase recognition target (FRT) sites. The targeting construct was electroporated in MPI II ES cells and targeted clones were identified by quantitative and long-range PCR. Following the generation of chimeras and verification of germline transmission, the neomycin cassette was removed to generate *Rnf40* ^loxP^ mice by crossing to a transgenic mouse line expressing the FLP recombinase in all tissues [54]. The *Rnf40* ^loxP^ mice were next crossed to a transgenic line expressing a tamoxifen-inducible Cre recombinase (Cre^ERT2^) inserted into the ubiquitously expressed *Rosa26* locus [29]. The inducible *Rnf40* knockout MEFs were obtained by intercrossing *Rosa26*-Cre^ERT2^, *Rnf40* ^loxP/wt^ mice. Finally, MEFs were isolated from 13.5 postcoitum mouse embryos as previously described [55] and homozygous *Rosa26*-Cre^ERT2^, *Rnf40* ^loxP/loxP^ embryos were utilized to generate MEFs.

In order to examine the effects of in vivo *Rnf40* deletion, two *Rosa26*-Cre^ERT2^, *Rnf40* ^loxP/loxP^ and *Rnf40* ^wt/wt^ mice were treated with tamoxifen every other day. 5% Tamoxifen (w/v; Sigma-Aldrich) was dissolved in ethanol and subsequently mixed 1:10 with sunflower oil and injected intraperitoneally every other day for one week with a total dose of 1.5 mg tamoxifen per day. Weight and general health status were monitored daily and two weeks after commencing injections various tissues were harvested.

### Cell culture

Primary MEFs were cultured in high-glucose GlutaMAX™-DMEM (Invitrogen) supplemented with 10% FBS Superior (Biochrom), 1% penicillin–streptomycin (Sigma-Aldrich), and 1% non-essential amino acids (Invitrogen) at 37 °C, 5% CO_2_. For deletion of the conditional *Rnf40* allele, MEFs were passaged in growth medium supplemented with 250 nM of 4-hydroxytamoxifen (4-OHT). After five days, cells were grown for another three days in the absence of 4-OHT. Where indicated, *Rnf40* ^+/+^ MEFs were treated with 1 μM EPZ6438 (Selleck Chemicals) for three days and forward and reverse transfection of siRNA were performed in *Rnf40* ^+/+^ and *Rnf40* ^–/–^ MEFs using RNAiMAX (Thermo Scientific) according to the manufacturer’s instructions. Non-targeting siRNA (D-001210-05-50, Dharmacon) was used as a negative control. Targeted mouse Foxl2 SMARTpool siRNAs (L-043309-01-0005, Dharmacon) contained the sequences 5’-GCGCAGUCAAAGAGGCCGA-3’, 5’-ACUCGUACGUGGCGCUCAU-3’, 5’-UAGCCAAGUUCCCGUUCUA-3’, and 5’-CGGGACAACACCGGAGAAA-3’.

The constructs for overexpressing wild-type *Rnf40*, RING finger-deleted *Rnf40* (ΔRING-RNF40), wild-type *Ezh2*, and SET domain-mutated *Ezh2* (H689A) were generated by cloning *Rnf40*, ΔRING-RNF40, *Ezh2*, and H689A PCR products into a pSG5-HA-hygromycin vector in which the expressed HA-tagged fusion protein and hygromycin resistance gene were expressed from a single open reading frame and separated by a P2A sequence resulting in the production of two separate polypeptides. The primers for cloning are listed in Additional file 4: Table S3. Expression constructs were transfected into *Rosa26*-Cre^ERT2^, *Rnf40* ^loxP/loxP^ MEFs using Lipofectamine 2000 (Thermo Fisher Scientific). Four days after transfection, hygromycin-resistant MEFs were selected by using 300 μg/mL of hygromycin for approximately two months.

hMSC-Tert cells [56] were passaged in phenol red-free low-glucose MEM (Invitrogen) supplemented with 10% FBS and 1% penicillin–streptomycin (Sigma-Aldrich) at 37 °C, 5% CO_2_. For adipocyte differentiation [23], hMSC were cultured in MEM supplemented with 15% FBS, 2 × 10^−6^ M insulin, 0.45 mM isobutylmethyl-xanthine, 10^−5^ M troglitazone, and 10^−4^ M dexamethasone. For knockdown of RNF40, hMSC were transfected with RNF40 [23] or non-targeting siRNA (D-001210-05-50, Dharmacon) using RNAiMAX (Thermo Scientific) 16 h prior to the induction of adipocyte differentiation according to the manufacturer’s instructions. For inhibiting CDK9, hMSC were treated with 5 μM of LDC000067 2 h prior to the induction of adipocyte differentiation.

### Western blotting and qRT-PCR

Protein extraction, western blot analysis, RNA isolation, reverse transcription, and qPCR were performed as previously described [57]. The primary antibodies for western blot and primers for qRT-PCR are listed in Additional file 4: Table S3 and Additional file 5: Table S4, respectively.

### ChIP, ChIP-qPCR, ChIP-seq, and RNA-seq library preparation

ChIP for histone modifications was performed as described using 10 min crosslinking [58] or 15 min for RNA Polymerase II. Antibodies for ChIP and their dilutions are listed in Additional file 5: Table S4. ChIP qRT-PCR analysis of the occupancy of Pol II, H2Bub1, H3K4me3, and H3K27me3 was performed as described previously [23]. Immunoprecipitated DNA of each sample was quantitated using a Qubit 3.0 (Life technologies). A total of 5 ng of DNA was sonicated to obtain 200 bp fragments using the Bioruptor® Pico (Diagenode) and sequencing libraries were prepared using the NEBNext Ultra DNA library preparation kit according to the manufacturer’s protocol (New England Biolabs).

Total RNA was isolated from wild-type and *Rnf40*-null MEF cells at passage 3. Total RNA quality was verified using a Bioanalyzer 2100 (Agilent) and libraries were prepared from 1 μg of total RNA using the NEXTflex™ Rapid Directional RNA-Seq Kit according to the manufacturer’s protocol (Bio Scientific).

Each RNA and ChIP DNA library was quantified using a Qubit 3.0 (Life Technologies) and fragment sizes was checked using the Bioanalyzer 2100 (Agilent). Finally, 75 bp single-end sequencing for H3K4me3 and 51 bp single-end sequencing for other histone modifications were performed with single indexing using the NextSeq or HiSeq 2500 (Illumina) platforms, respectively, as described before [12]. ChIP-seq and RNA-seq experiments in each condition were performed in duplicate and triplicate, respectively (Additional file 6: Table S5).

### Gene expression data

Whole-genome gene expression analysis from *Rnf40* ^+/+^ and *Rnf40* ^–/–^ MEFs were generated as previously described [12]. Sequences were mapped to the mouse reference transcriptome (UCSC mm9) and differential gene expression of each sample was normalized using DESeq. Significant differentially expressed genes were classified as follows: downregulated genes (down), baseMean > 15, *p* value < 0.05, log_2_ fold change < –1; upregulated genes (up), baseMean > 15, *p* value < 0.05, log_2_ fold change > 1; unchanged genes (unch), baseMean > 15, *p* value > 0.8, –0.2 < log_2_ fold change < 0.2.

The enrichment scores were calculated using GSEA as described before [59] and gene expression data were sorted by fold changes under *Rnf40* ^–/–^ versus *Rnf40* ^+/+^ conditions. Gene Ontology (GO) enrichment analysis for significantly downregulated and upregulated gene clusters were performed using DAVID 6.7 [60]. The significant enriched GO terms (FDR < 0.05) were shown as a bubble plot generated from REViGO [61].

### ChIP-seq data

The ChIP-seq raw data were mapped to the mouse reference genome (UCSC mm9) using Bowtie (version 1.0.0) [62]. To identify significant peaks, we used Model-based Analysis of ChIP-seq (MACS) (version 1.0.0) for peak calling with the input of each condition as control and *p* value < 0.00001 cutoff for peak detection [63]. Coverage was determined by normalizing the filtered reads per hundred million. The bigwig data were visualized in Integrative Genomics Viewer (version 2.3.14) [64]. The tables containing mouse genome elements (TSS, gene bodies, etc.) and CpG island were obtained from UCSC Table Browser [65]. The average signal of H3K4me3, H3K27me3, and H3K27ac near TSS (±1 kb) and H2Bub1 in gene bodies were computed using ComputeMatrix in deepTools [66]. The heatmapper in deepTools was used to create heatmaps of each ChIP. CEAS (version 1.0.0) and aggregate profile analyses were performed in Galaxy/Cistrome [67]. The H3K27me3 targeted distal regions were obtained by considering only the regions further than 5 kb upstream or downstream of gene bodies. Active enhancers were defined as enriched for (+) H3K4me1 and H3K27ac but negative (–) for H3K4me3 enrichment. Differential binding (DiffBind) analysis of H3K27me3 near TSS (±1 kb) and distal regions or H3K27ac on enhancers under *Rnf40* ^+/+^ versus *Rnf40* ^–/–^ conditions was performed as described before [68]. Enhancer associated coding genes were identified using the Genomic Regions Enrichment of Annotations Tool (GREAT version 3.0.0) [69]. Sequence-based motif analysis for upregulated genes associated with enhancers in *Rnf40* ^–/–^ MEFs was performed using oPOSSUM (version 3.0) [70]. The input file contained the regions (±150 bp) surrounding H3K27ac peak centers on enhancers associated with genes upregulated in *Rnf40* ^–/–^ MEFs. The remaining enhancers not increased following *Rnf40* deletion were utilized as background. Broad H3K4me3 peak regions and peak height were determined using MACS2 [63]. Genes with the top 5% broadest H3K4me3 domains were defined as broad H3K4me3 genes, while genes with the top 5% H3K4me3 occupancy, not overlapping with the broach domain peaks were defined as “sharp” H3K4me3 peaks (see Fig. 2h).

## Additional files

Additional file 1: Figure S1. Loss of Rnf40 significantly alters other histone modifications on genes displaying low or moderate levels of H2Bub1 (Related to Fig. 1). Figure S2 H2Bub1 coordinates H3K4me3 (Related to Fig. 2). Figure S3 H3K4me3 width is linked to transcription elongation rate (Related to Fig. 3). Figure S4 H2Bub1 and broad H3K4me3 domain associate to development-related gene transcription (Related to Fig. 4). Figure S5 RNF40 loss associates to broad activation of PcG repressive targets (Related to Fig. 5). Figure S6 RNF40 loss leads to H3K27me3 decreasing and broad activation of EZH2 targeted genes (Related to Fig. 6). Figure S7 H3K4me3 and H3K27me3 occupancy on Hox genes (Related to Fig. 7). Figure S8 The effect of RNF40 loss on enhancer (Related to Fig. 8).
Additional file 2: Table S1. The gene symbol of selected gene groups in this study including upregulated genes, downregulated genes, H3K27me3 significantly decreased genes, and EZH2 targeted genes. Genes with broad H3K4me3 peaks, sharp H3K4me3 peaks, and random control genes in MEF.
Additional file 3: Table S2. The differential alteration of H3K27ac occupancy following RNF40 deletion in the identified enhancers. The value represents log_2_ normalized H3K27ac signal; FDR < 0.05 denotes significantly changed. Fold change calculated by subtracting Conc_*Rnf40* ^+/+^ from Conc_*Rnf40* ^–/–^.
Additional file 4: Table S3. The primers used in this study for qRT-PCR and ChIP-qPCR.
Additional file 5: Table S4. Antibodies for western blot and ChIP.
Additional file 6: Table S5. High throughout sequence data used in this study.

# Supplementary material for: RNF40 regulates gene expression in an epigenetic context-dependent manner
**Source:** Genome Biol. 2017 Feb 16;18:32. doi: 10.1186/s13059-017-1159-5

**Supplemental figure legends**

**Additional file 1: Figure S1. Loss of Rnf40 significantly alters other histone modifications on genes displaying low or moderate levels of H2Bub1. Related to figure 1**

(A) Distribution of H2Bub1 ChIP-seq signals on specific genomic regions (top right) compared to the proportion of these regions in the genome (top left). Average H2Bub1 ChIP profile around TSS, TTS, and gene body (bottom panels). (B) The smoothScatter plots show the relationship between H2Bub1 occupancy on the gene body and gene expression in relation to H3K4me3, H3K27ac, as well as H3K27me3 occupancy surrounding the TSS of gene. The correlation coefficient above each smoothScatter plot was calculated using the ‘Pearson’ method. (C) The conditional *Rnf40*^loxP^ locus after integration and removal of the neomycin cassette. (D) The smoothScatter plots compare average H2Bub1 signals on the gene body to the changing occupancy of H3K4me3, H3K27ac, and H3K27me3 near the TSS. (E) Boxplots show the absolute value of log2-fold changes in H3K4me3, H3K27ac, and H3K27me3 occupancy for genes grouped according to H2Bub1 occupancy as “No”, “L”, “M”, and “H”. p-values were calculated by unpaired Wilcoxon-Mann-Whitney-Test.

**Additional file 1: Figure S2. H2Bub1 coordinates H3K4me3. Related to Figure 2**

(A) MA plot show the differential change of H3K4me3 occupancy in respond to H2Bub1 loss. DiffBind analysis was performed to identify the differentially bound sites of H3K4me3. Red points showed the significant changed regions appeared to have an absolute log_2_ fold change of at least 2 (FDR<0.05). (B) Aggregate profiles show the dynamic alteration of H3K4me3 occupancy with H2Bub1 surrounding the all TSS (±3kb) following H2Bub1 deletion. The red profile indicates the average level of H3K4me3 in *Rnf40*^+/+^ subtracts that in *Rnf40*^-/-^ MEFs. (C) Heatmaps show the occupancy of H2Bub1, H3K27me3, and H3K4me3 at CpG enriched and unenriched promoters (surrounding TSS ± 2kb) in *Rnf40*^+/+^ or *Rnf40*^-/-^ MEFs. CpG island regions were obtained from UCSC (mm9). The ratio of observed to expected CpG (obsExp) was used to prepare CpG heatmap. CpG enriched or unenriched promoters were classified based on the obsExp value by using Kmeans method. (D) Correlation between log_2_ fold change in gene expression and log_2_ fold change in H3K4me3 occupancy. Correlation coefficient factor (R) was calculated by pearson’s method. (E) Correlation between gene expression level and H3K4me3 breadth in *Rnf40*^+/+^ MEFs. (F) Cumulative distribution plots of gene proportion for the log_2_ ratio of H3K4me3 width to height (log_2_ width/height) in *Rnf40*^+/+^ and *Rnf40*^-/-^ MEFs. p-value was calculated using unpaired Wilcoxon-Mann-Whitney-Test. (G) Correlation between RNF40-dependent gene expression alteration and their H3K4me3 widespread shortening following H2Bub1 deletion. (H) Aggregate profiles show the average occupancy of H3K4me3 surrounding TSS (±6 kb) at genes with broad, sharp, and random control H3K4me3 in wildtype MEFs. (I – K) Aggregate profiles show the effects of H2Bub1 loss on the occupancy of H3K4me3 in genes with broad H3K4me3, random control, and sharp H3K4me3 in MEFs.

**Additional file 1: Figure S3. H3K4me3 width is linked to transcription elongation rate. Related to Figure 3**

(A) Aggregate profiles show pol II occupancy on genes with broad, random control, and sharp H3K4me3 from TSS to TES in *Rnf40*^+/+^ MEFs. (B and C) Boxplots compare H3K4me3 width (B) or height (C) between genes with top 25% and bottom 25% elongation rate in HeLa cells. The genes with top 25% or bottom 25% elongation rate in HeLa cells were defined before [[1](#_ENREF_1)]. (D) plot profile show the width and height of H3K4me3 peaks near TSS in BMDM cells. Genes with broad, sharp, and random control were defined as Figure 2H. (E - G) Aggregate profiles show the change of H3K4me3 occupancy in genes with broad H3K4me3, random control, and sharp H3K4me3 in respond to Wdr82 deletion in BMDM cells. (H) Aggregate profiles show H2Bub1 occupancy from TSS to TES within genes with broad, random control, and sharp H3K4me3 domain in *Rnf40*^+/+^ MEFs. (K) qRT-PCR analysis of *Myl9* and *Psrc1* genes in *Rnf40*^+/+^ and *Rnf40*^-/-^ MEFs. Expression data was analyzed as Figure 3I. (I and J) ChIP-qPCR for H2Bub1 and H3K4me3 at different regions of *Myl9* and *Psrc1* genes. The regions were pointed out in Figure 3F. Site1 (S1), upstream of TSS; Site2(S2), downstream of TSS; Site3(S3), gene body. Data were analyzed as Figure 3G.

**Additional file 1: Figure S4. H2Bub1 and broad H3K4me3 domain associates to development-related gene transcription. Related to Figure 4**

(A and B) The Bubble plots show GO terms of RNF40-dependent genes and the broadest H3K4me3 occupied genes in MEFs. The GO terms with FDR less than 0.05 are shown here. Bubble color indicates p-value; bubble size indicates the frequency of the GO term in the underlying GO database. Color key of p-value shows at the right side. (C) Venn diagram shows the shared numbers between the broadest H3K4me3 marked genes and upregulated genes (up) or downregulated genes (down). (D) GO terms of RNF40-dependent genes with broad H3K4me3 domain. The GO terms with p-value less than 0.001 are shown here. X axis shows the –log_10_ p-value of each GO term.

**Additional file 1: Figure S5. RNF40 loss associates to broad activation of PcG repressive targets. Related to figure 5**

(A and B) GSEA of mRNA expression data shows a significant enrichment of PRC1-suppressed genes in DAOY cells (A) or PRC2-suppressed genes in TIG3 cells (B) for genes upregulated in *Rnf40*^-/-^ MEFs. NES, normalized enrichment score; FDR, false discovery rate. (C) The scatter plot shows that moderate levels of H2Bub1 on the *Ezh2* gene are associated with RNF40-dependent changes in its expression. The red points denote transcripts encoding the PRC2 subunits EZH1, EZH2, EED, and SUZ12. (D and E) qRT-PCR analysis of *Rnf40* and *Ezh2* in the small intestine, colon, and lung from mouse with or without tamoxifen treatment. Data are represented as mean ± SD (n = 2). *p < 0.05, **p<0.001, unpaired two-tailed t-test. (F) Western blot analysis of whole protein extracts from the small intestine and colon of mice with (ko) or without (con) tamoxifen treatment using antibodies against EZH2, H2Bub1, H3K27me3, and HSC70 (loading control). (G) hMSC transferred with RNF40-specific siRNA were induced to differentiate into adipocytes for 5 days. (H) hMSC treated with 5 µM of CDK9 inhibitor (LDC000067) were induced to differentiate into adipocytes for 5 days. EZH2 expression was analyzed by qRT-PCR. Data show mean ± SD, n = 3; *p<0.05, **p<0.001, unpaired two-tailed t-test. (I) GSEA of RNA-seq data for adipocyte differentiation transferred with siRNA targeting RNF40 or non-targeting siRNA [[2](#_ENREF_2)]. The table shows the top 20 enriched gene sets. The marked gene sets are polycomb-suppressed genes. (J – L) MEFs were cultured in DMEM supplemented with 10% FBS (high serum) or 0.5% FBS (low serum) for 24 hours. In order to induce *Rnf40* deletion, cells were cultured with 250 nM of 4-OHT in DMEM supplemented with low and high serum for another 48 hours. The expression of *Rnf40*, *Ccne1*, and *Ezh2* were analyzed by qRT-PCR. Data were further showed as G and H.

**Additional file 1: Figure S6. RNF40 loss leads to H3K27me3 decreasing and broad activation of EZH2 targeted genes. Related to Figure 6**

(A and B) Boxplots compares H3K27me3 level surrounding TSSs (±1kb) (A) and distal regions (B). The level of H3K27me3 on the given regions was calculated via DiffBind analysis. The size of each boxplot indicates the numbers of genes. (C) The heatmaps show EZH2 and H3K27me3 level surrounding TSS (±5kb) of EZH2 targeted genes. Genes are sorted according to EZH2 level in descending order. Color key of the heatmaps is shown at their right side. (D) Heatmap shows the expression of genes displaying significantly decreased H3K27me3 near the TSS. The given values are log2-fold change of gene expression (*Rnf40*^-/-^ / *Rnf40*^+/+^). (E) GSEA of mRNA expression data shows a significant enrichment of EZH2-targeted genes for genes upregulated in *Rnf40*^-/-^ MEFs. (F and G) qRT-PCR analysis of *Tgfa*, *Kcnc3*, *Chd5*, and *Psrc1* in wildtype, *Rnf40*-deleted and EZH2i MEFs. Data show mean ± SD, n = 3; *p<0.05, **p<0.001, unpaired two-tailed t-test. (H) qRT-PCR analysis of *Nat8l* expression in colon from mouse with (*Rnf40*^-/-)^ or without (*Rnf40*^+/+^) tamoxifen treatment. Data show mean ± SD, n = 2; **p<0.001, unpaired two-tailed t-test. (I) The ChIP-seq profiles for H2Bub1, H3K4me3, H3K27me3, H3K27ac, SUZ12, and EZH2 on the *Chd5*, *Kcnc3* and *Tgfa* genes. (J) The Bubble plots show GO terms of RNF40-supressed genes in MEFs. The GO terms with FDR less than 0.05 are shown here.

**Additional file 1: Figure S7. H3K4me3 and H3K27me3 occupancy on Hox genes. Related to figure 7**

(A and B) ChIP-qPCR analysis for H3K4me3 and H3K27me3 occupancy at promoters of *Hoxc13* and *Hoxc6* in wildtype, *Rnf40*-deleted, and EZH2i MEFs. Data were analyzed as Figure 7C. (C) ChIP-seq profiles show H3K27me3 and H3K4me3 occupancy on *HOXB2* and *HOXC10* in undifferentiated hMSC (un diff) and differentiated into adipocytes (ADI diff).

**Additional file 1: Figure S8. The effect of RNF40 loss on enhancer. Related to figure 8**

(A) Venn diagram show the shared numbers of upregulated (upre.), downregulated (downer.), H3K4me3 enriched (H3K4me3+), and H3K27me3 enriched (H3K27me3+) genes. (B and C) Venn diagrams identified the numbers of active enhancers displaying enriched (+) H3K4me1 and H3K27ac but unenriched (-) H3K4me3 in *Rnf40*^+/+^ or *Rnf40*^-/-^ MEFs. Venn diagram shows the numbers shared by H3K27ac and H3K4me3 (B). Venn diagram shows the numbers shared by H3K4me3 negative & H3K27ac positive regions (H3K4me3^-^/H3K27ac^+^) and H3K4me1 regions (C). (D) Boxplots show the alteration of H3K27ac average signal on enhancers following RNF40 deletion. The average signal of H3K27ac on each enhancer was calculated via DiffBind analysis. (E) The heatmaps show H3K4me1, H3K27ac and H3K27me3 level on RNF40-suppressed gene associated enhancers. The center of each heatmap denotes the centers of H3K4me1 peaks. Regions are sorted according to H3K4me1 level in descending order. Color key of the heatmaps is shown at their right side. (F) Venn diagram shows the shared genes between “down” Gene cluster and RNF40-dependent enhancer associated genes (displaying a decreasing H3K27ac occupancy following RNF40 deletion) (G) Venn diagram shows the shared regions between enhancer in MEFs and FOXL2 binding sites in mouse granulosa cells. (H) Venn diagram shows the shared genes between RNF40-suppressed enhancer associated and FOXL2 enriched enhancers associated upregulated genes. (I) qRT-PCR analysis of *Rnf40*. *Ezh2*, *Esr2*, and *Efna5* in mouse ovary. Each group only included one mice. (J) The ChIP-seq profiles for H2Bub1, H3K4me3, H3K27me3, H3K27ac, H3K4me1 and FOXL2 on *Esr2* gene.

**Supplemental Reference**

1. Fuchs G, Voichek Y, Benjamin S, Gilad S, Amit I, Oren M: **4sUDRB-seq: measuring genomewide transcriptional elongation rates and initiation frequencies within cells.** *Genome Biol* 2014, **15:**R69.

2. Karpiuk O, Najafova Z, Kramer F, Hennion M, Galonska C, Konig A, Snaidero N, Vogel T, Shchebet A, Begus-Nahrmann Y, et al: **The histone H2B monoubiquitination regulatory pathway is required for differentiation of multipotent stem cells.** *Mol Cell* 2012, **46:**705-713.

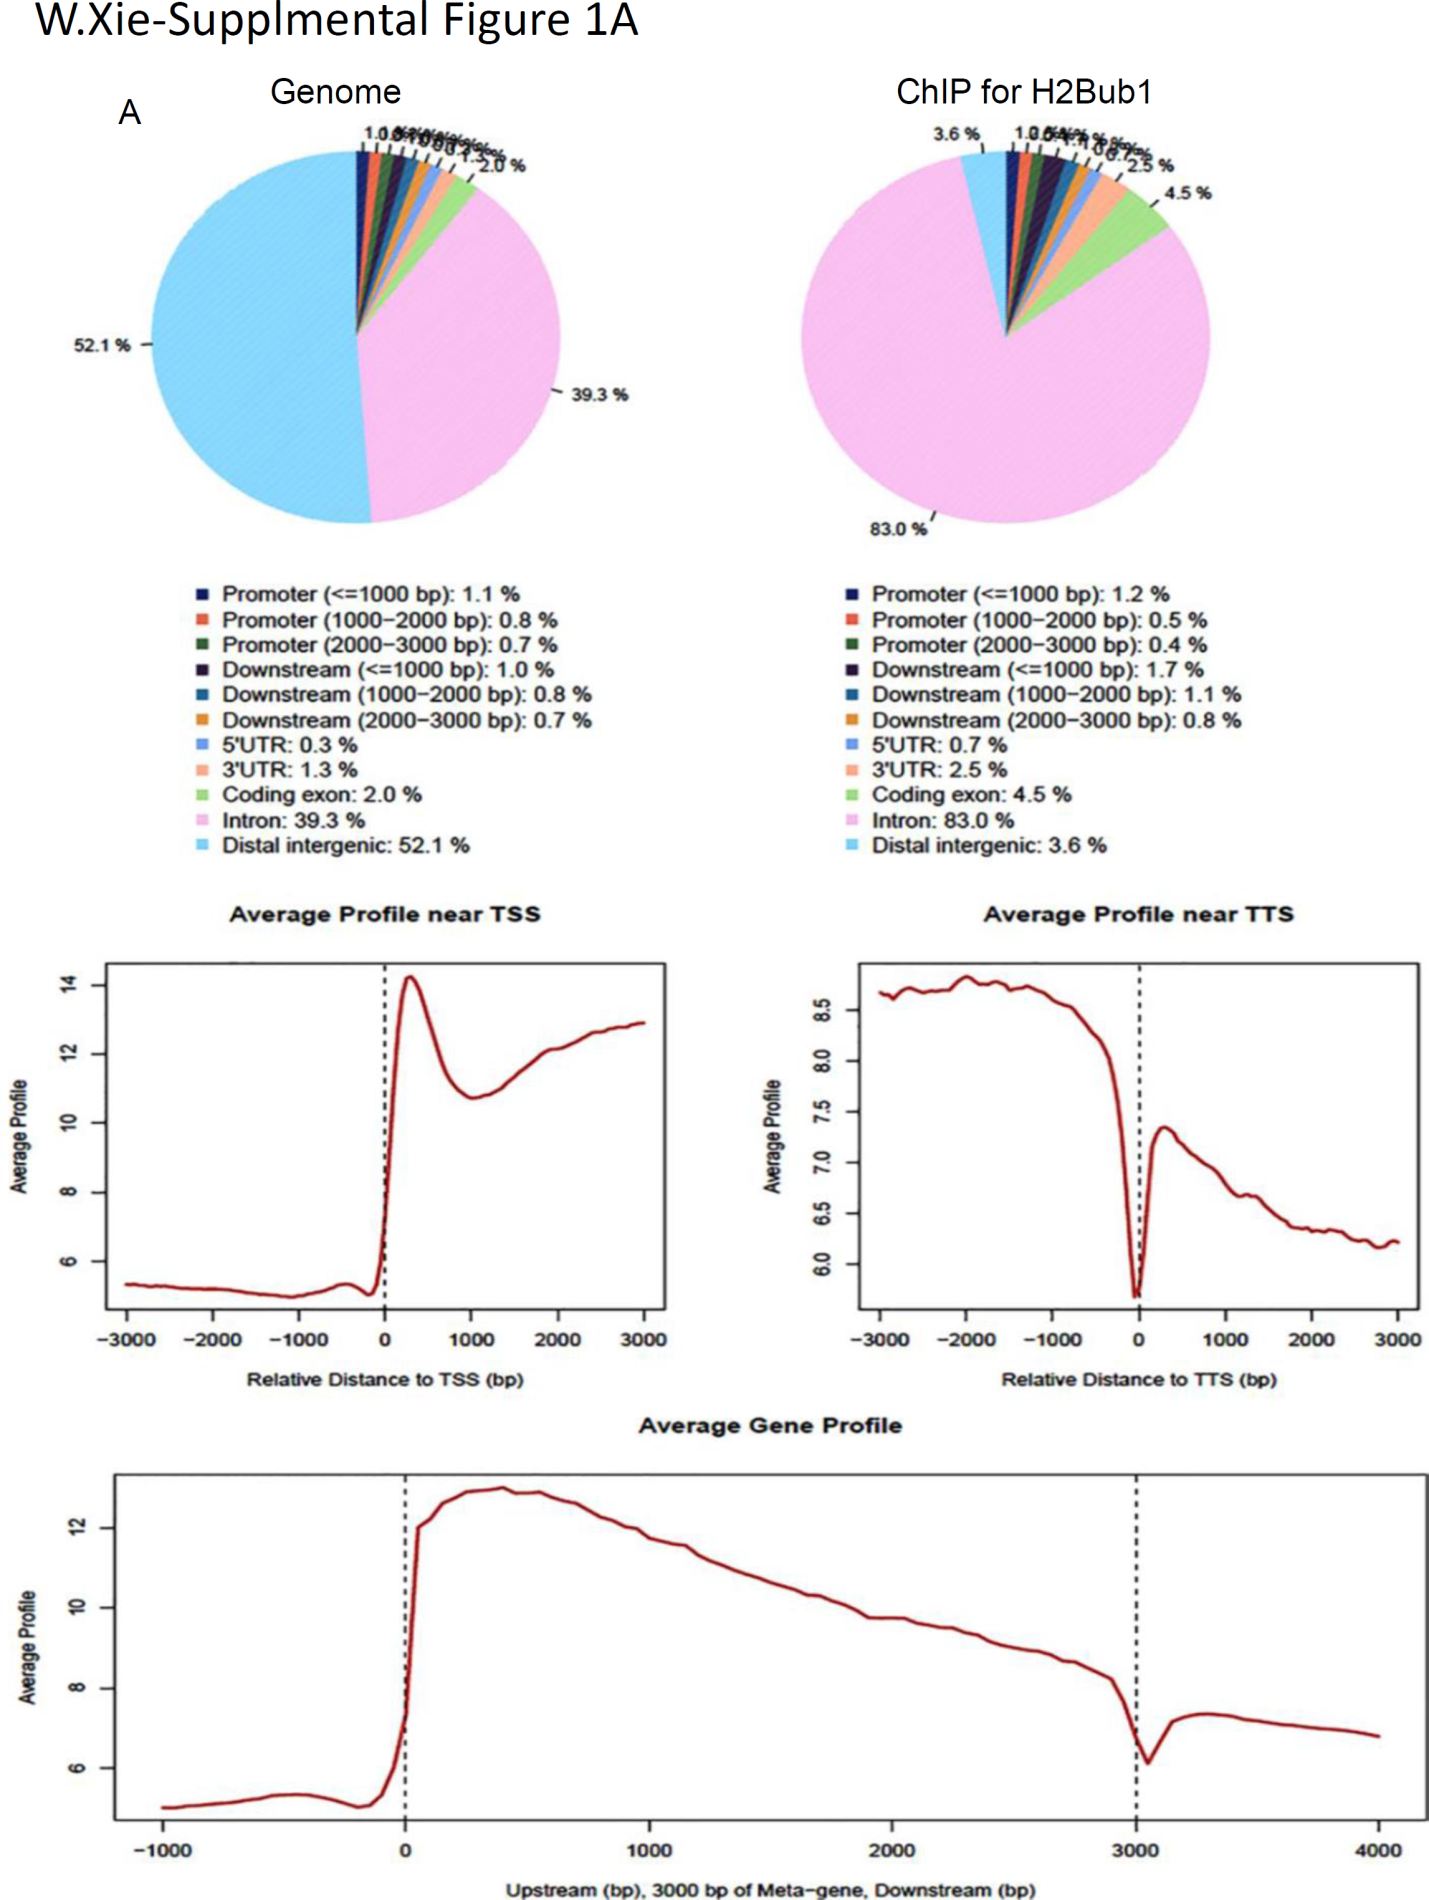

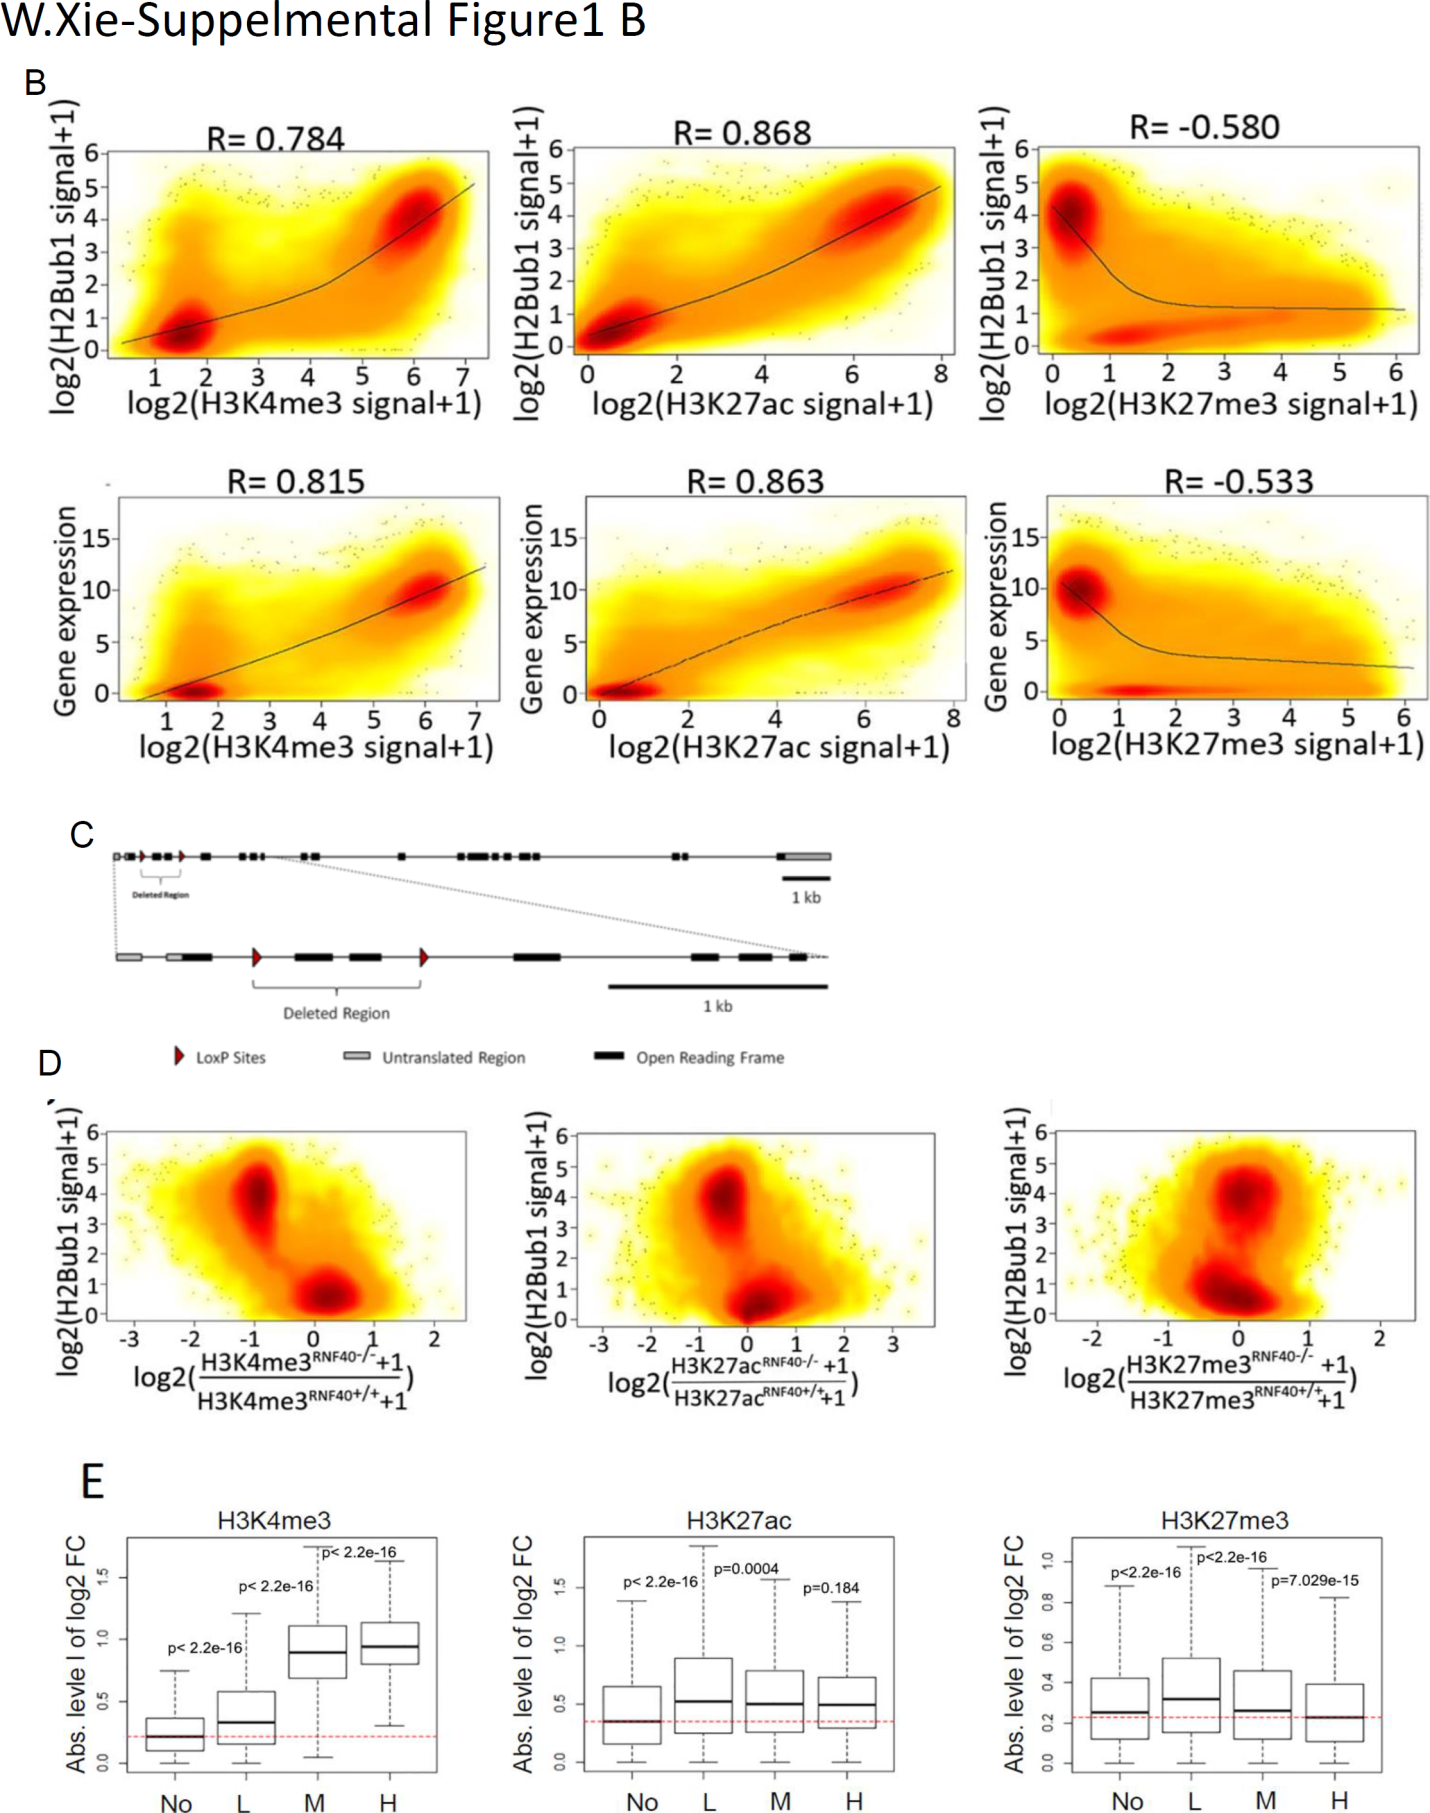

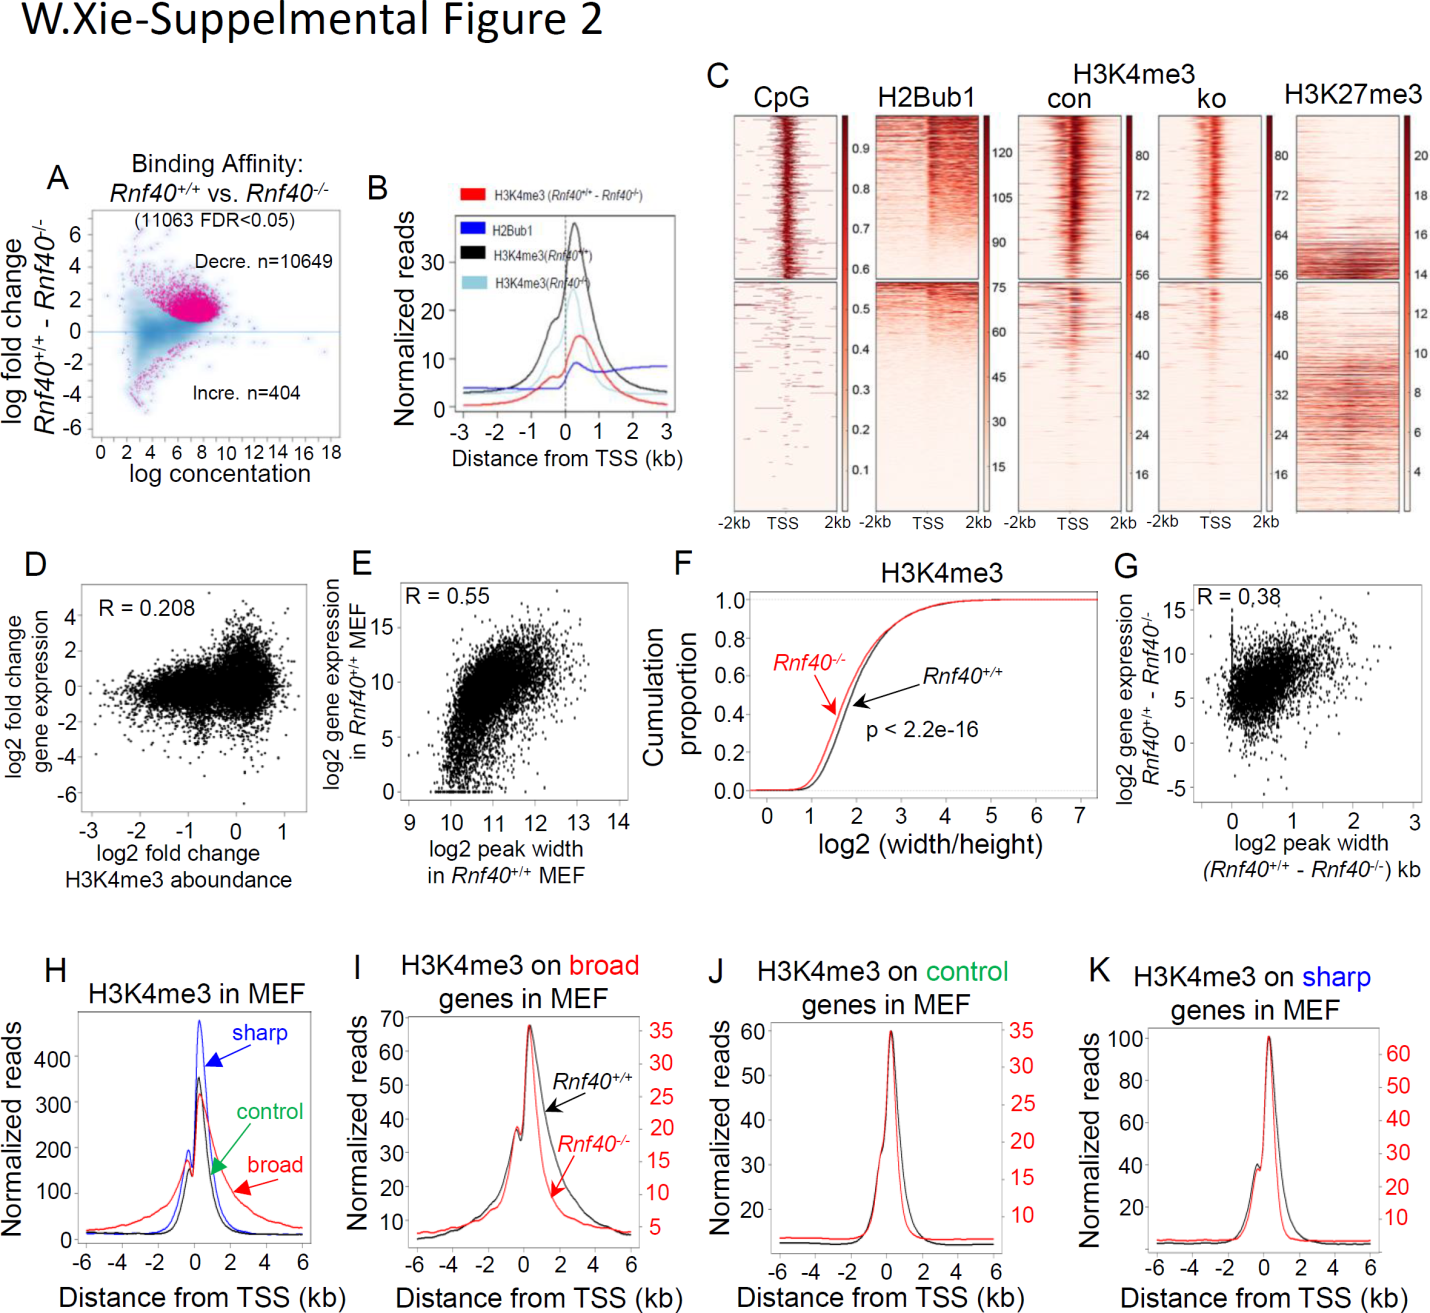

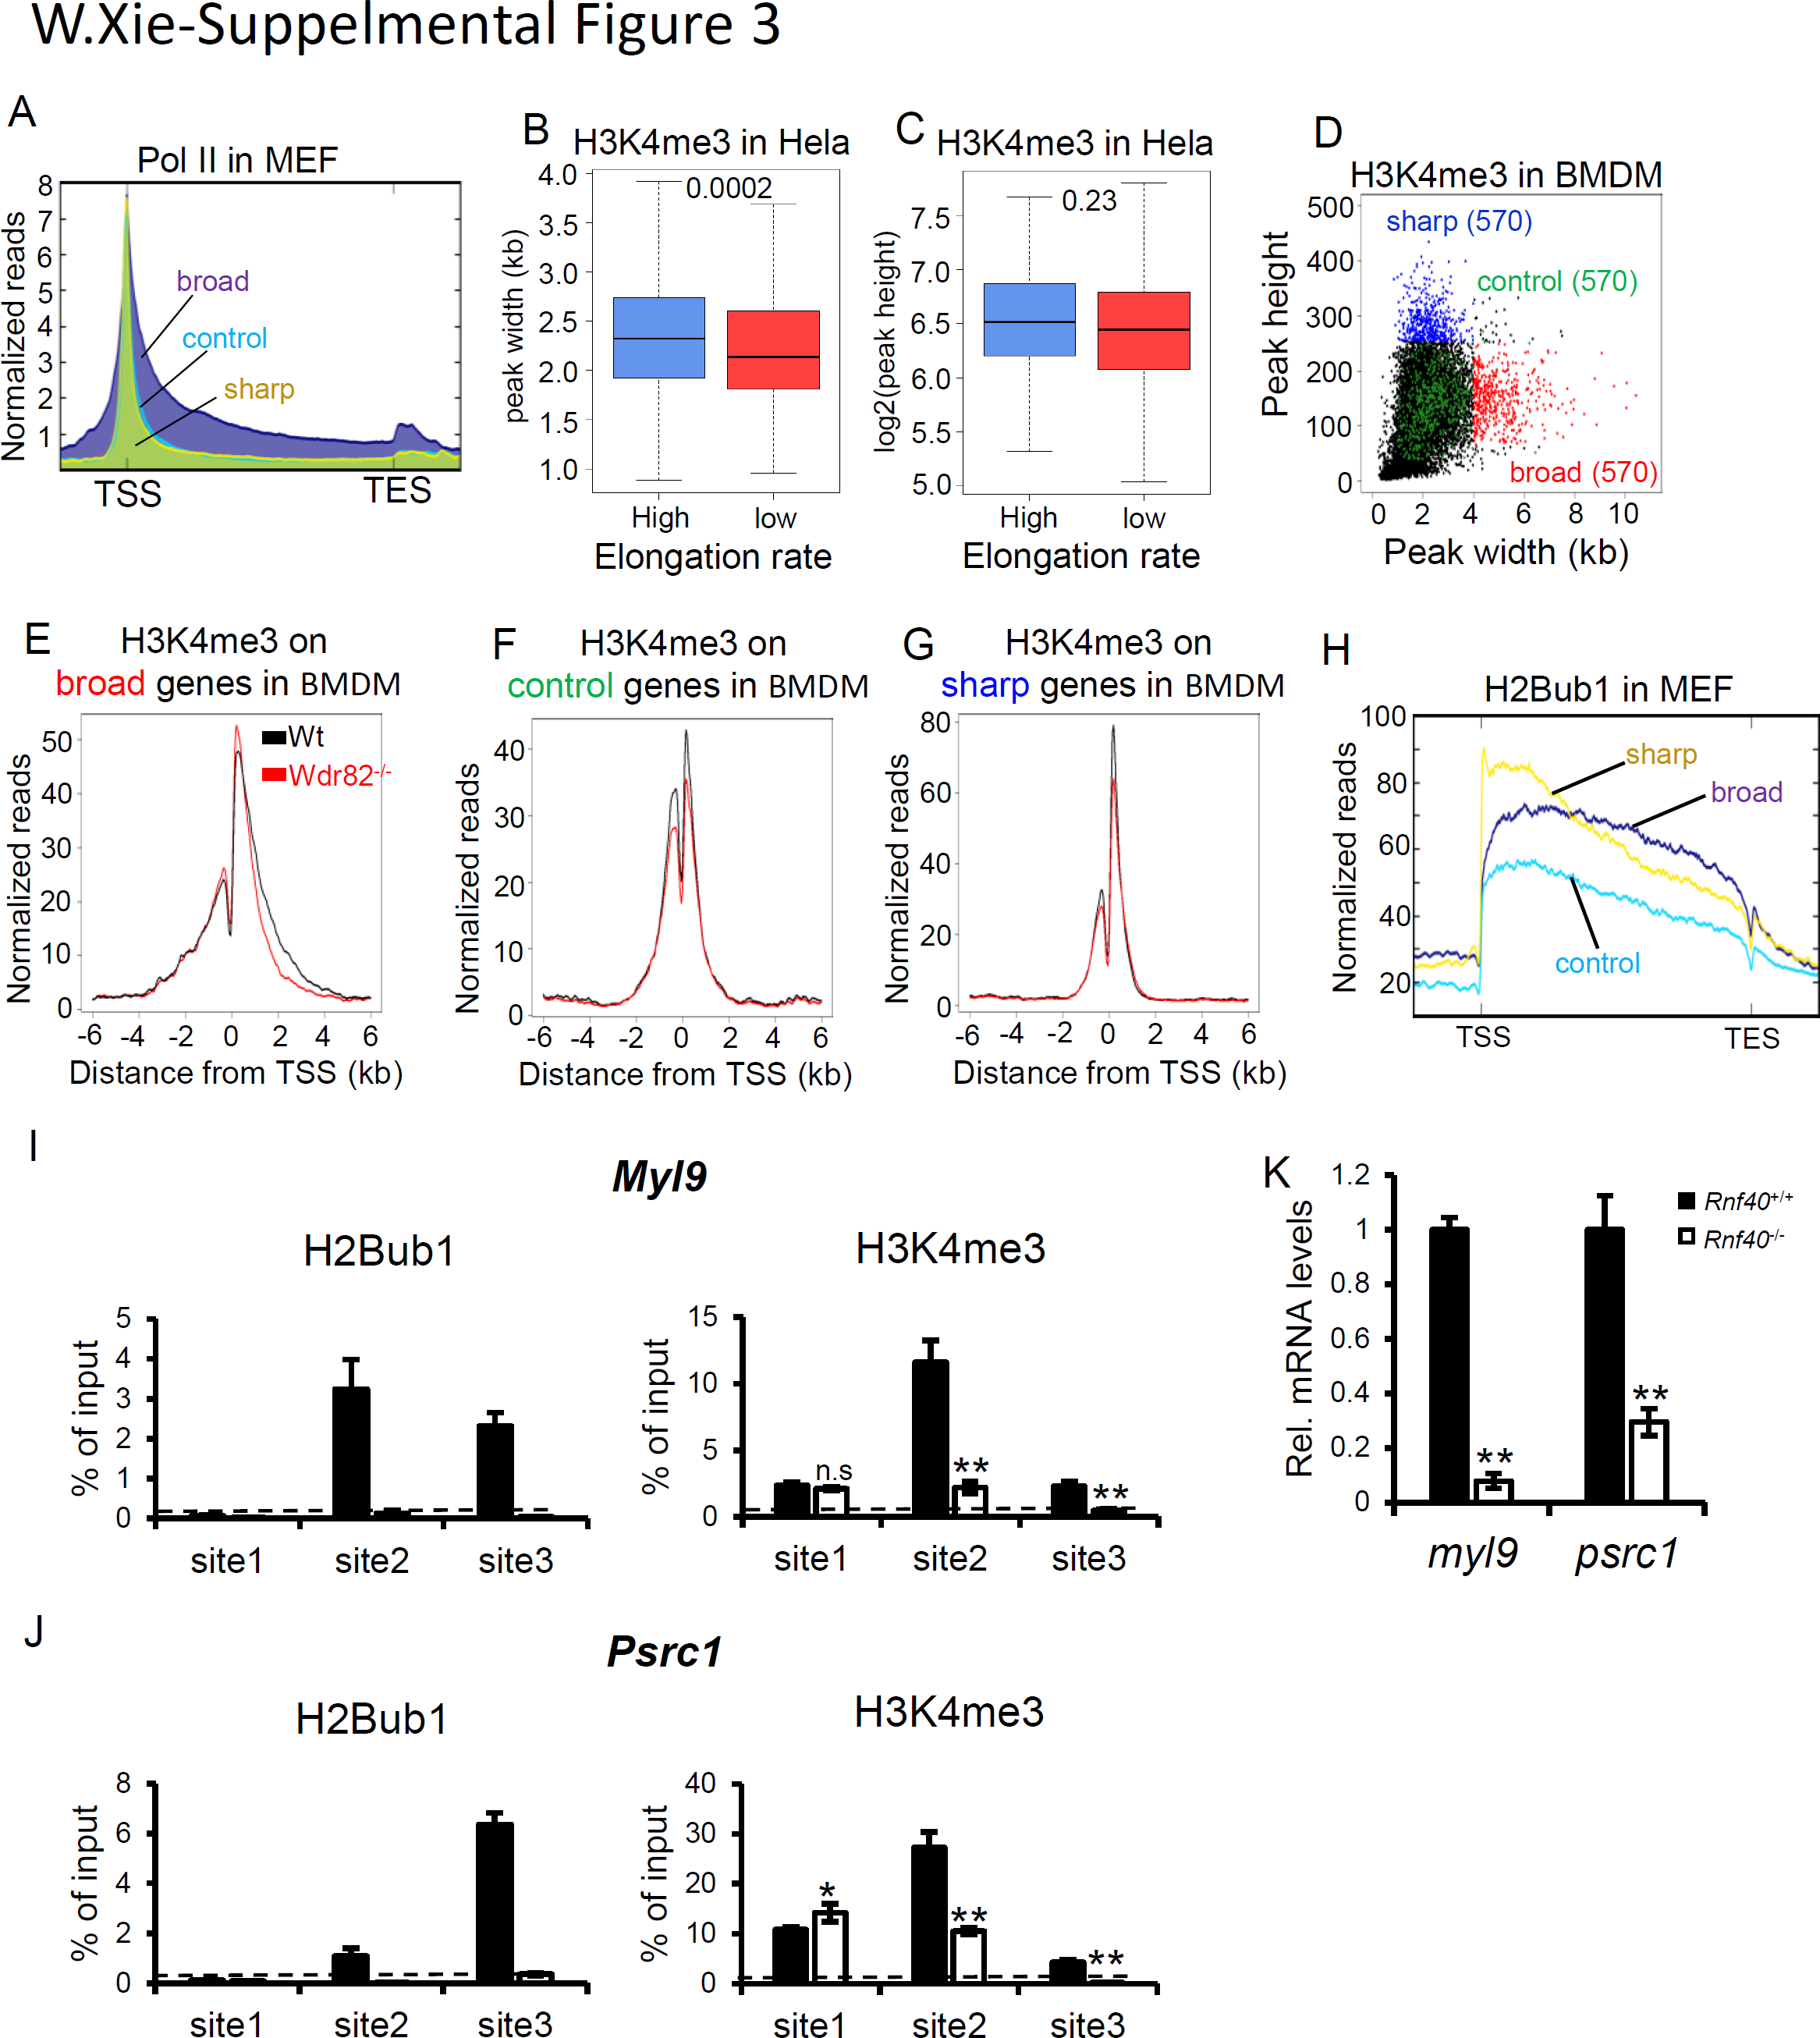

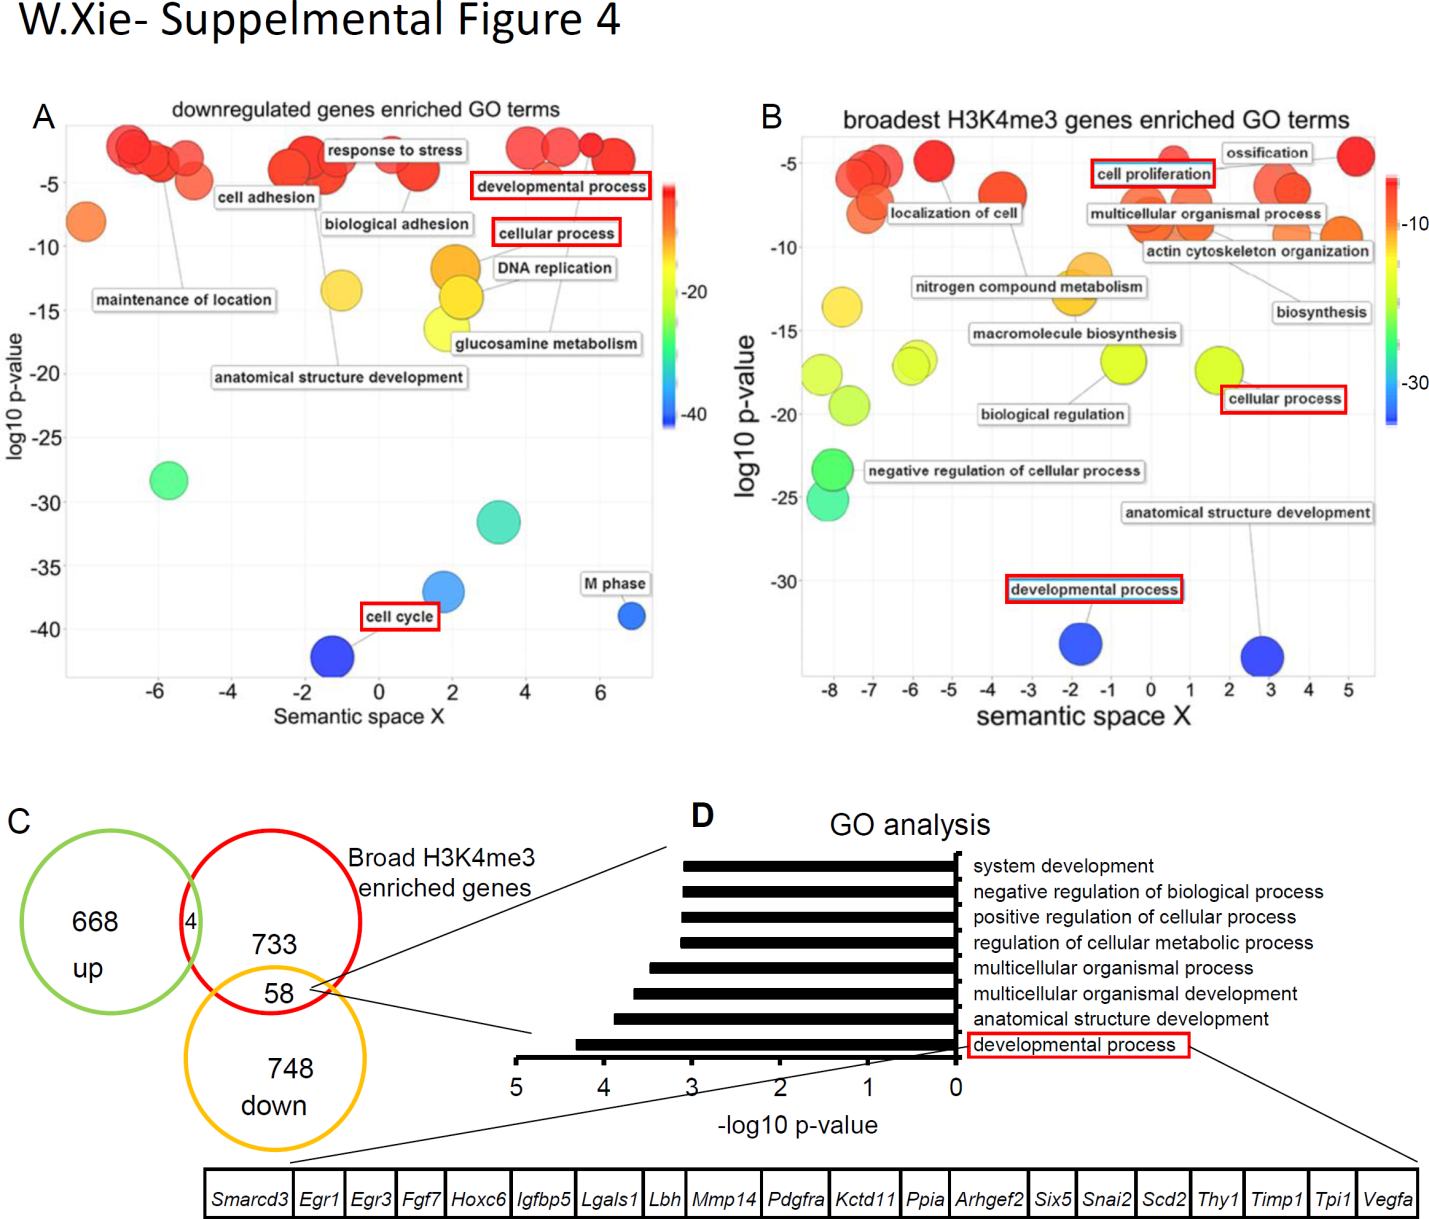

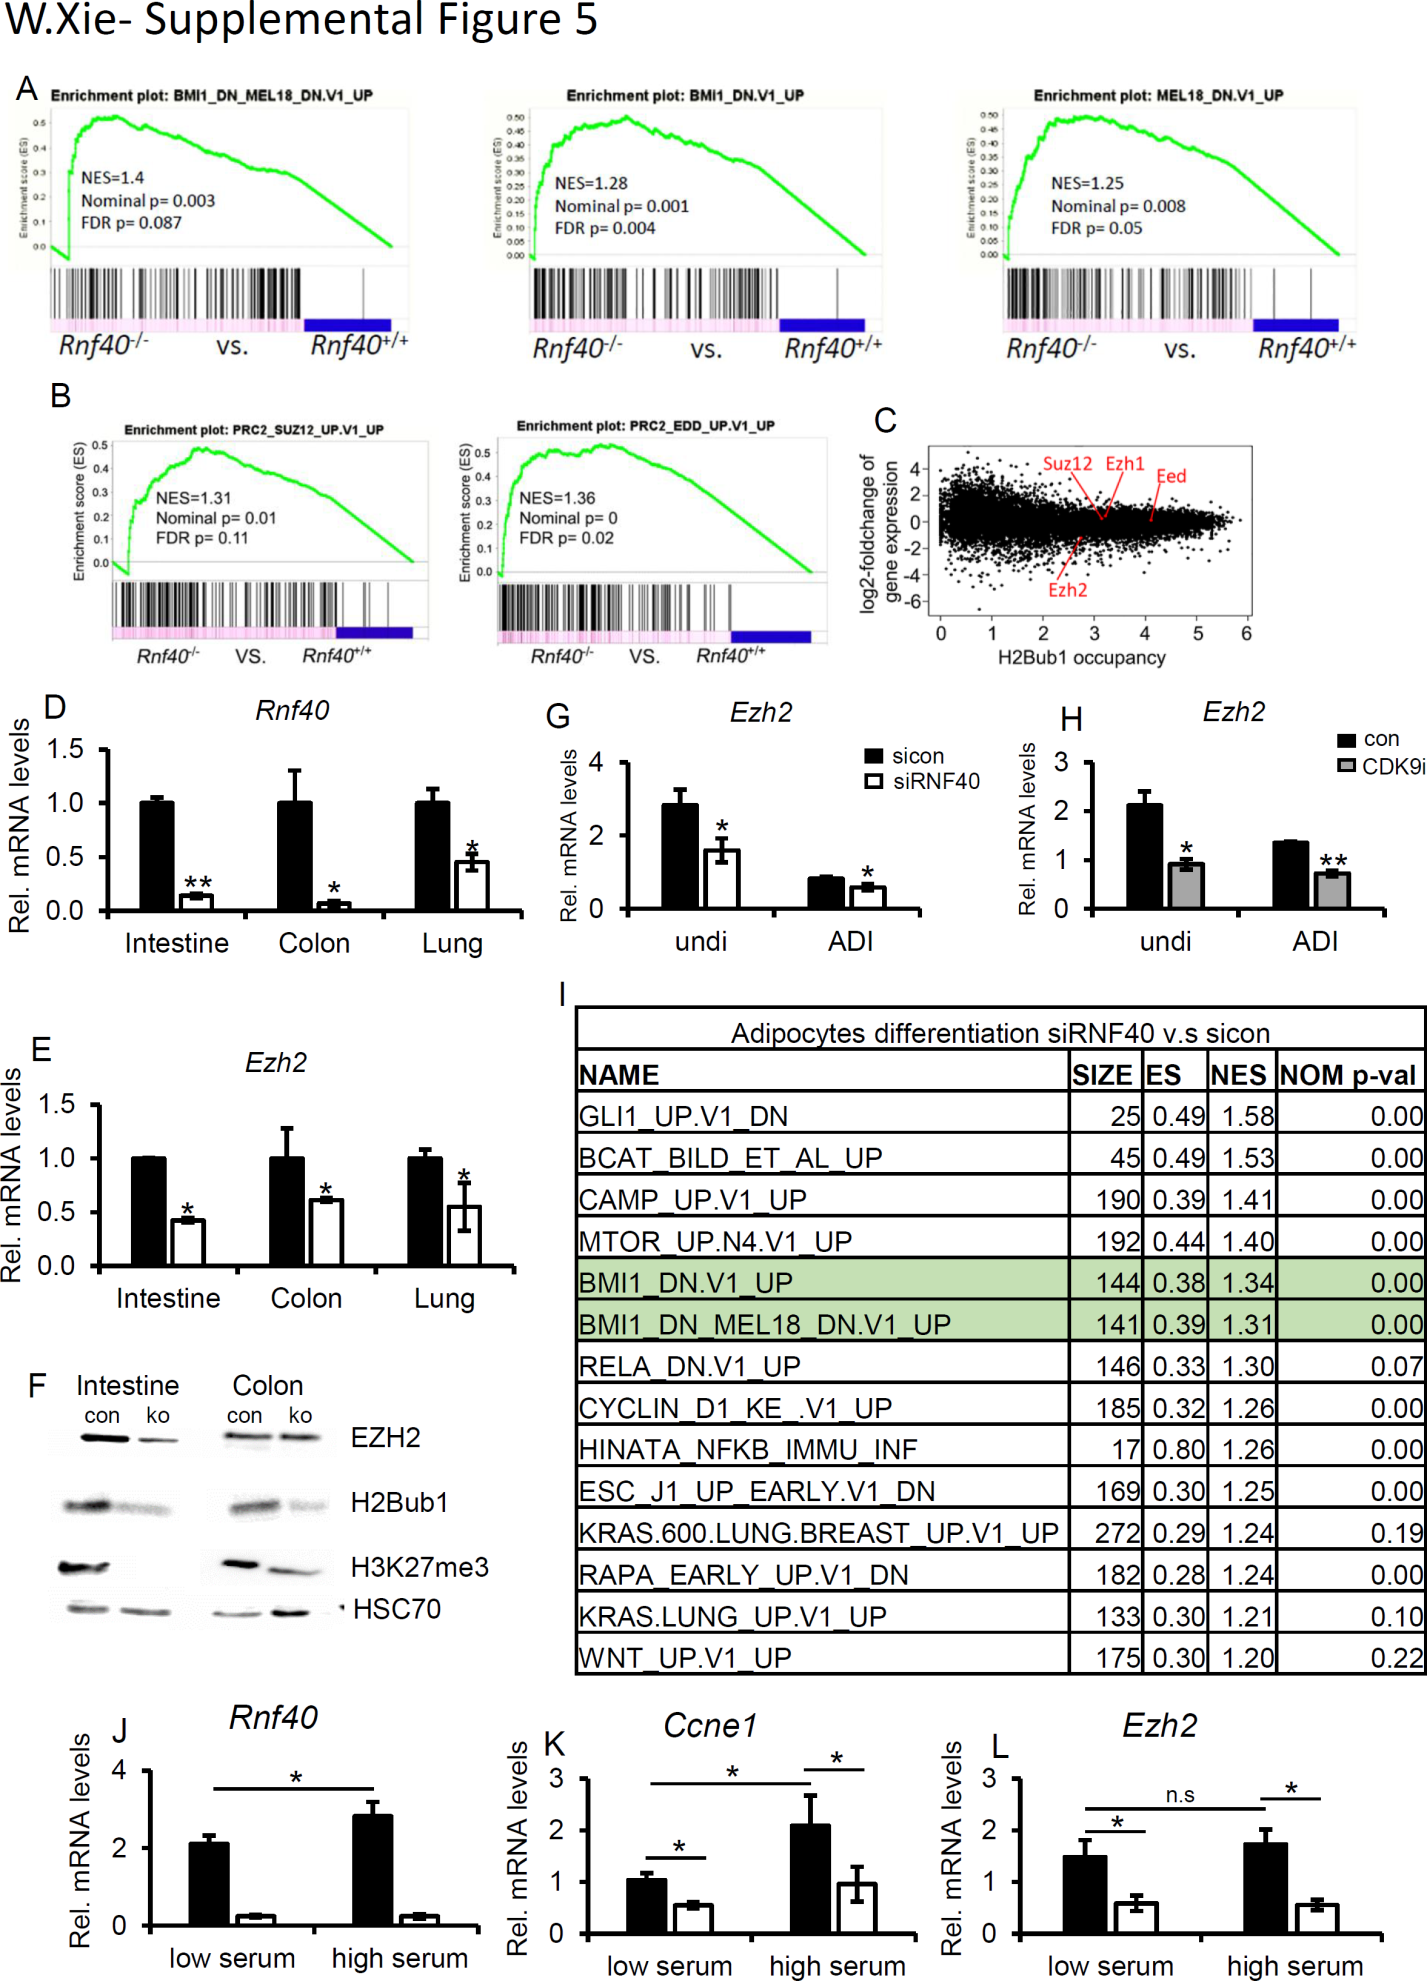

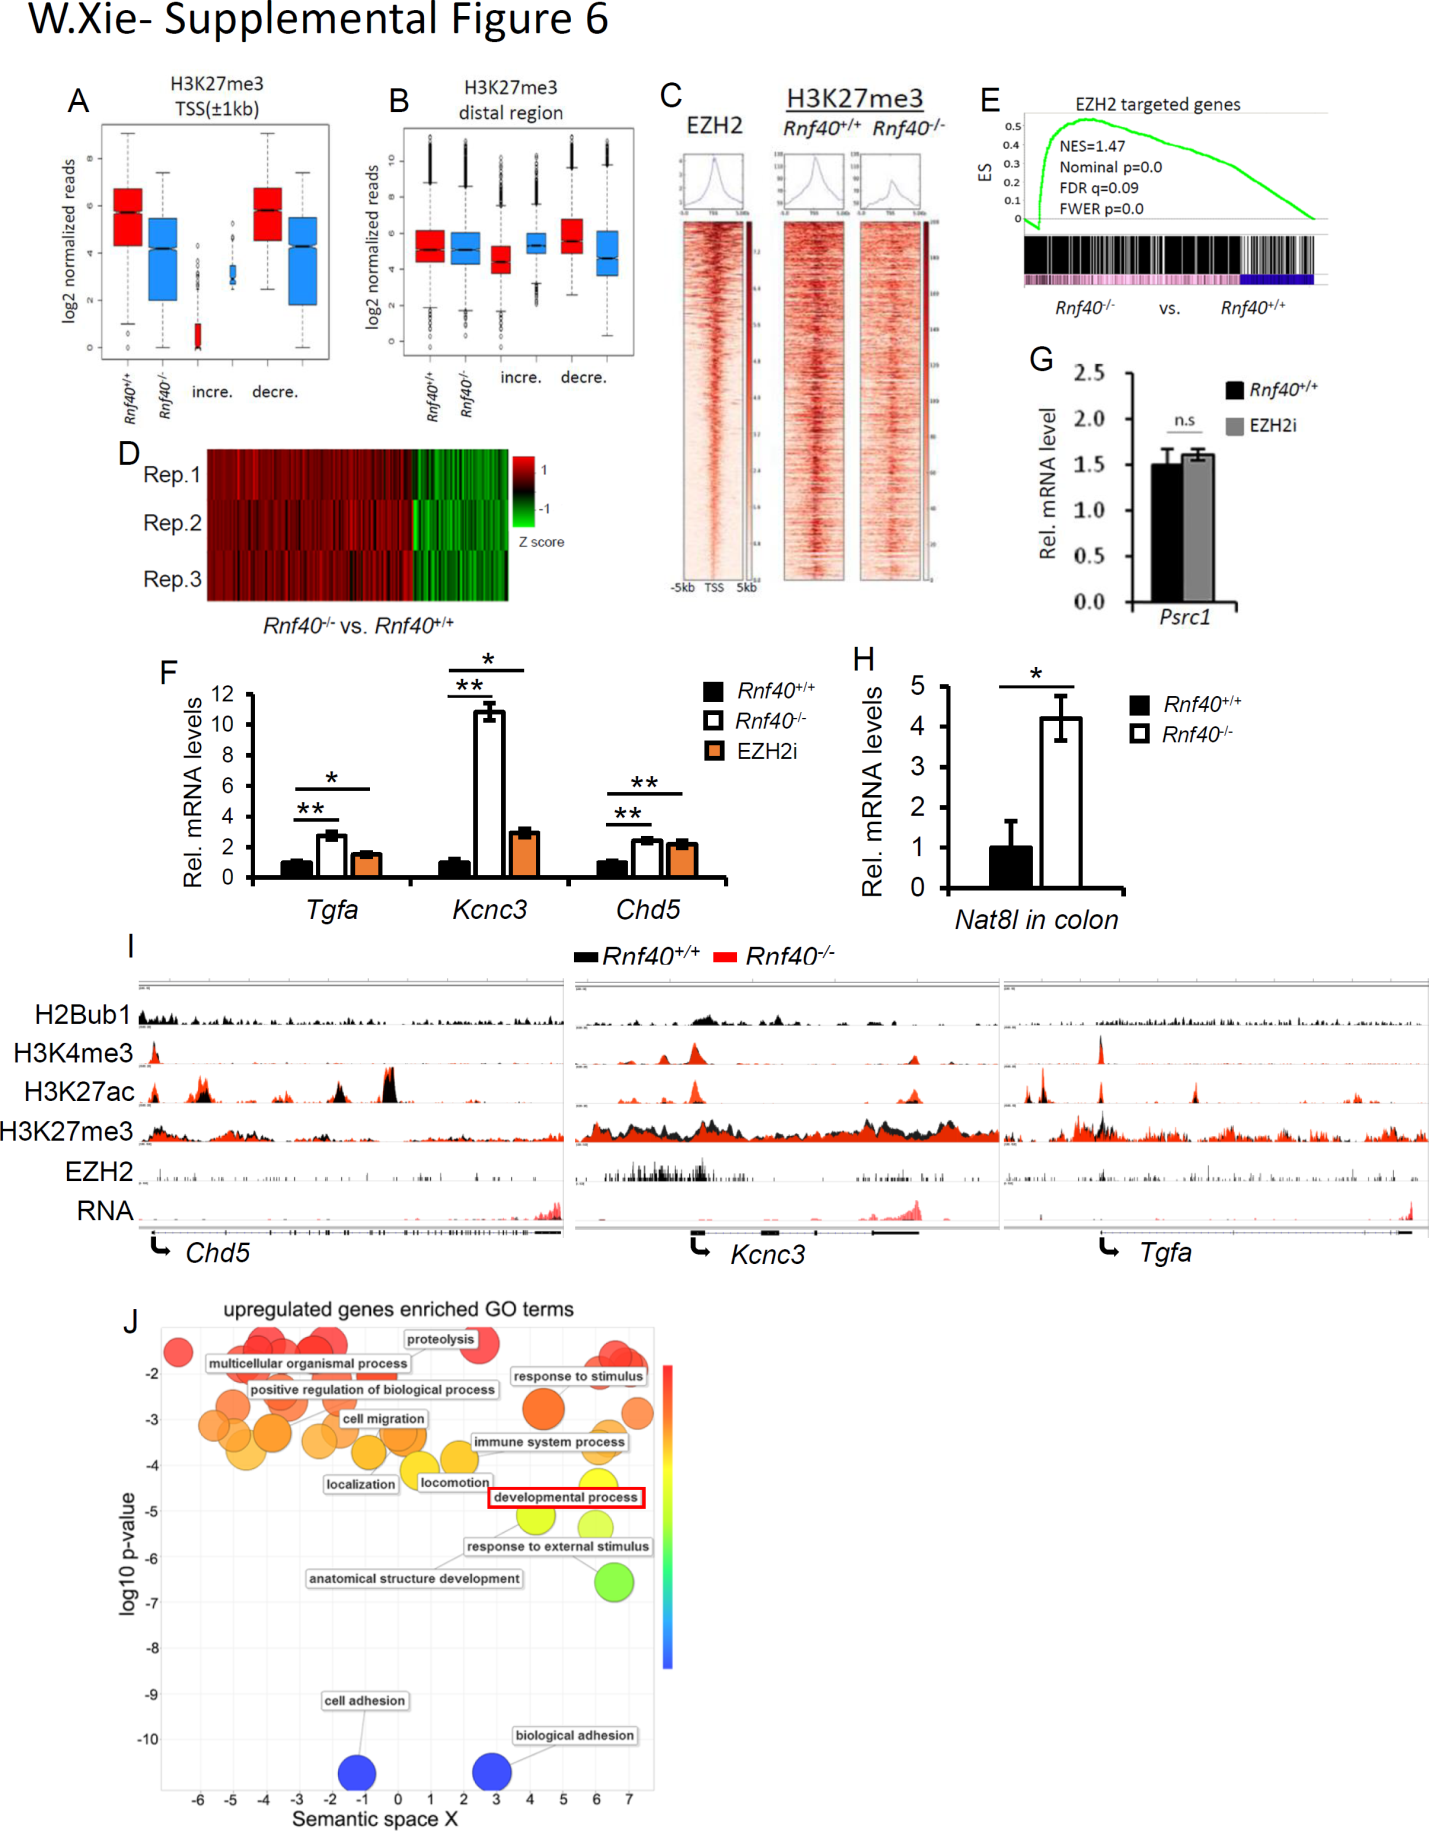

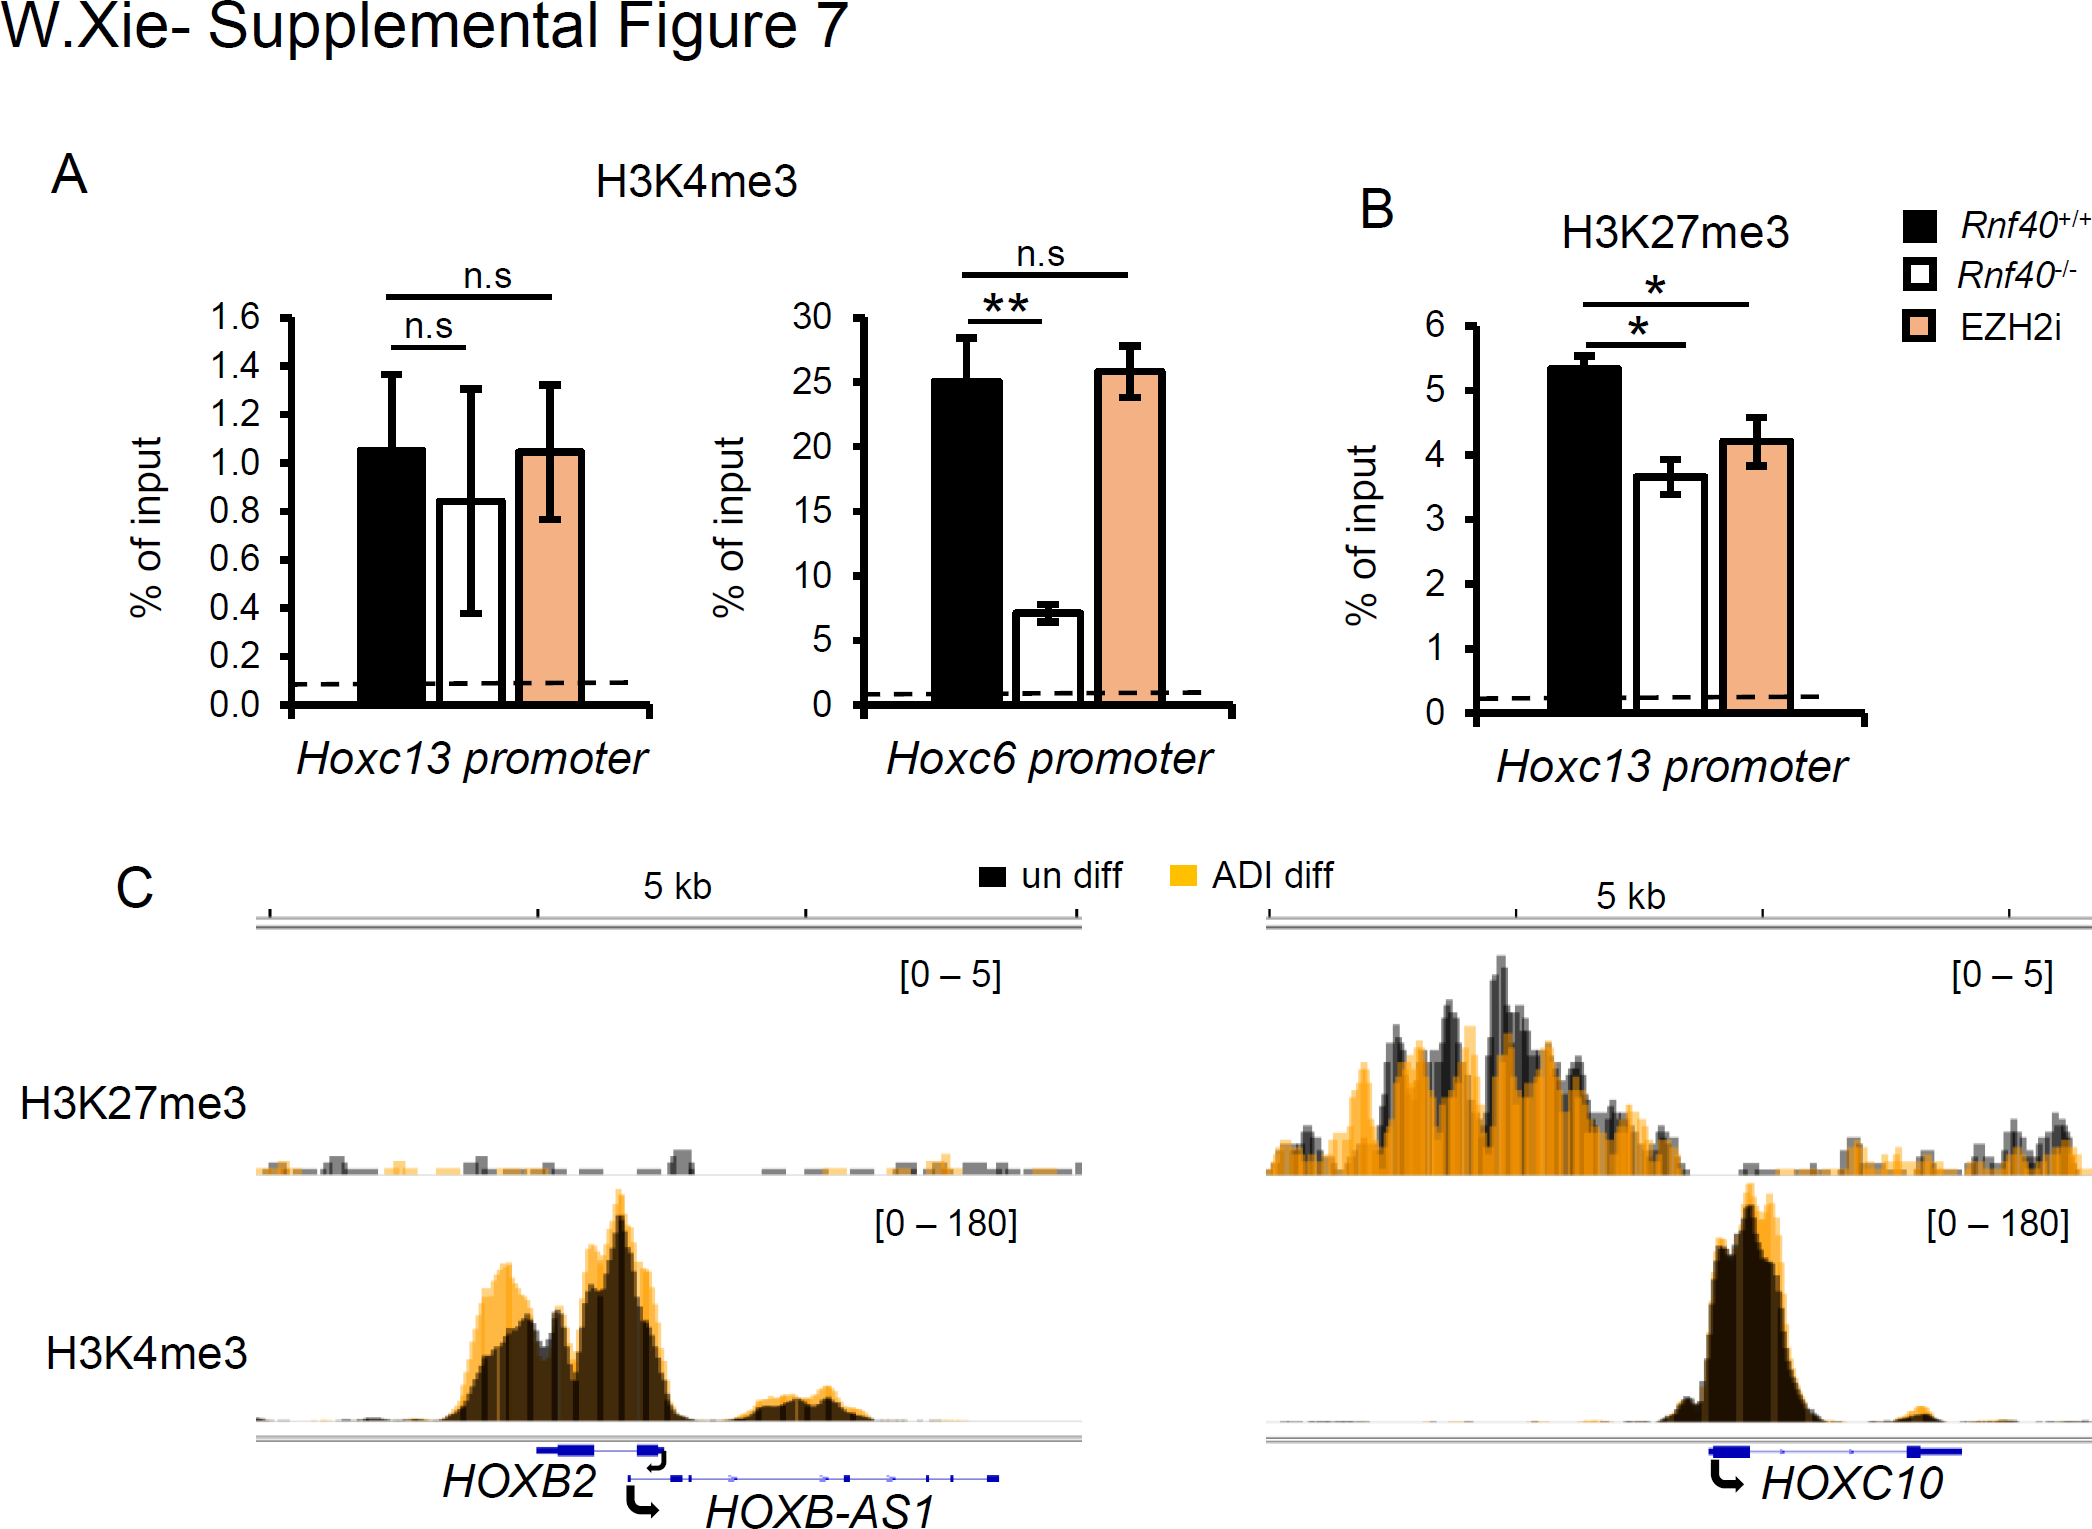

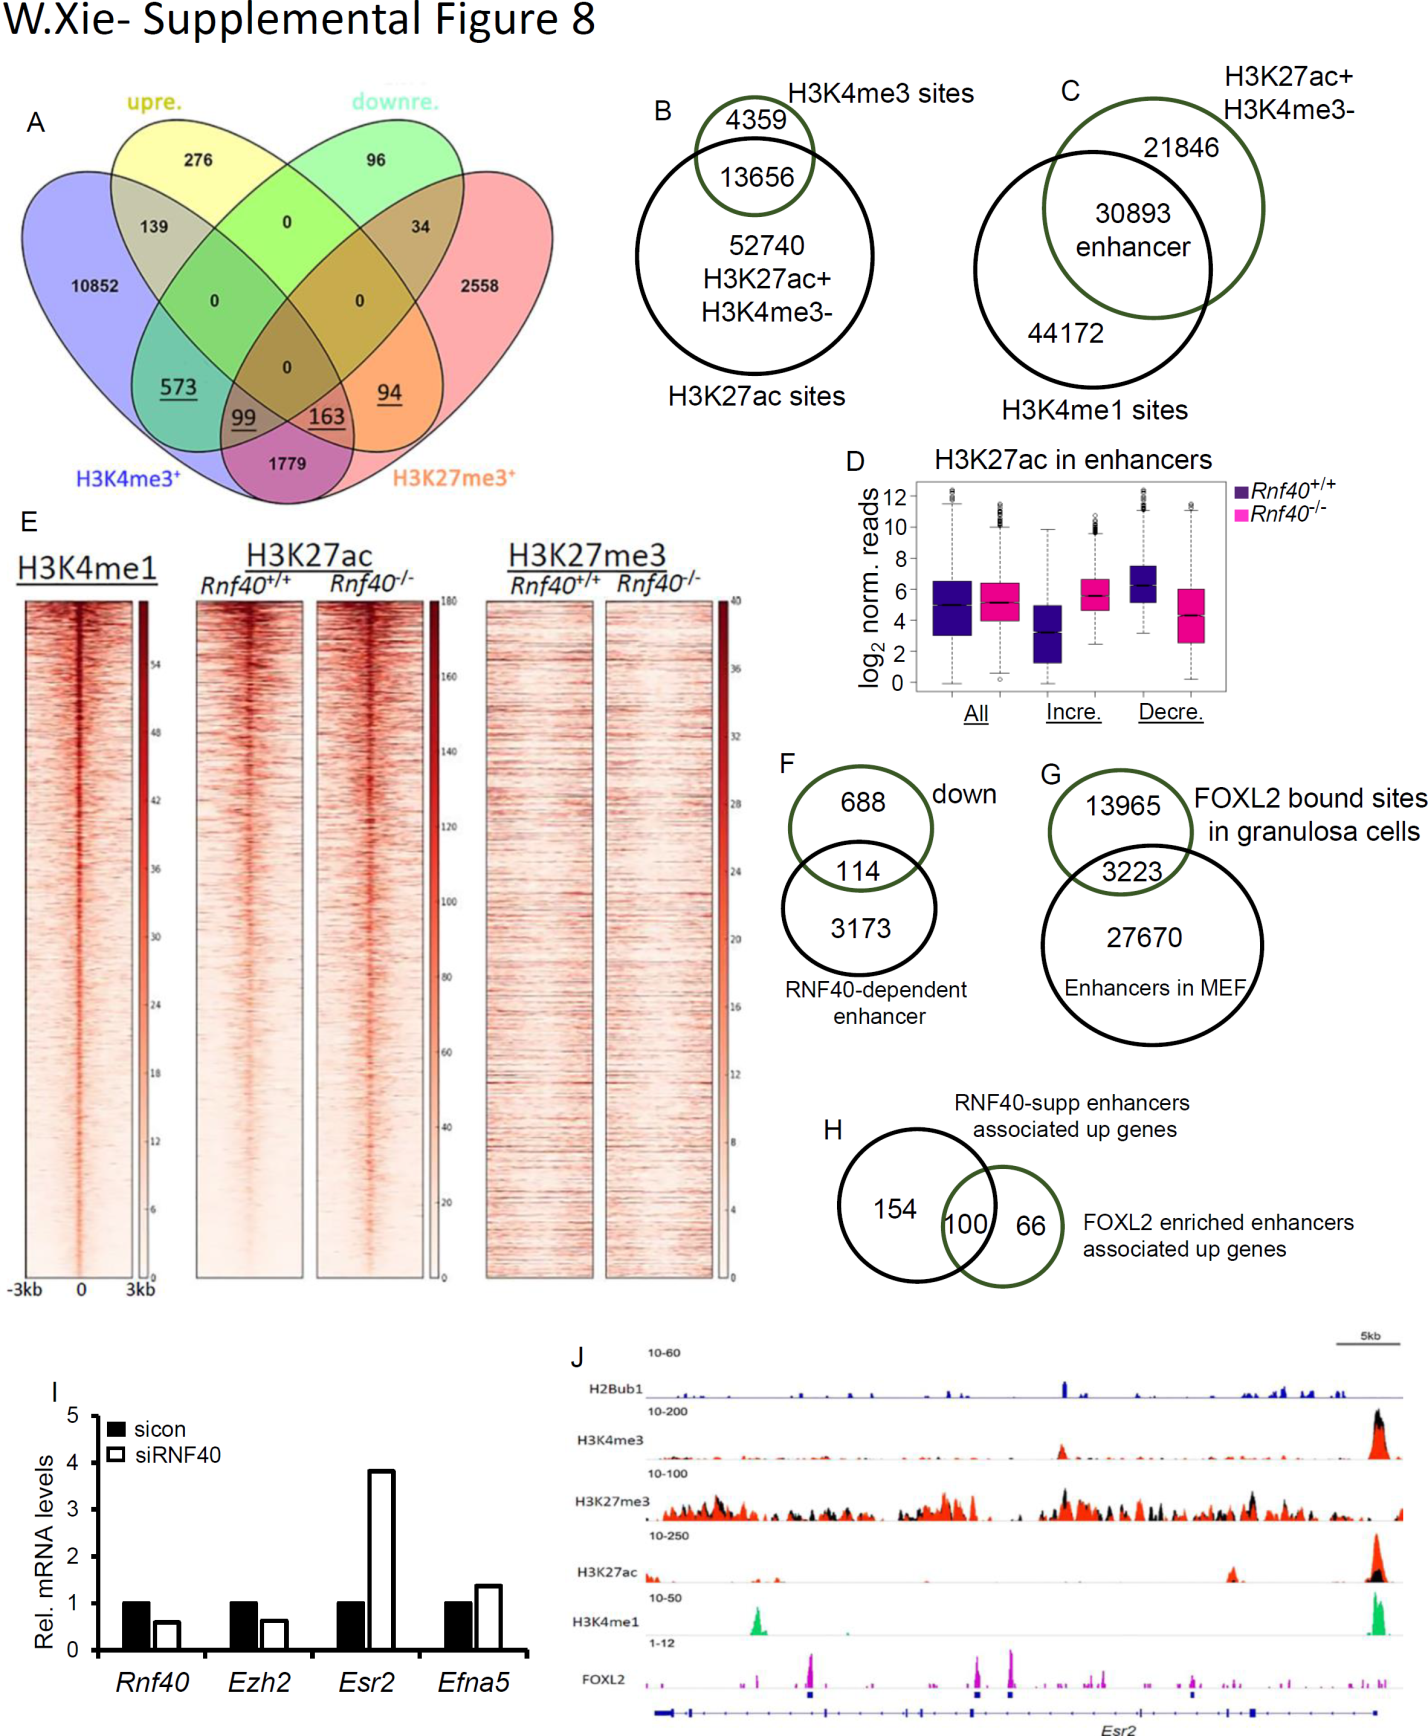

**Supplement:** Additional file 1: Figure S1. — Loss of Rnf40 significantly alters other histone modifications on genes displaying low or moderate levels of H2Bub1 (Related to Fig. 1). Figure S2 H2Bub1 coordinates H3K4me3 (Related to Fig. 2). Figure S3 H3K4me3 width is linked to transcription elongation rate (Related to Fig. 3). Figure S4 H2Bub1 and broad H3K4me3 domain associate to development-related gene transcription (Related to Fig. 4). Figure S5 RNF40 loss associates to broad activation of PcG repressive targets (Related to Fig. 5). Figure S6 RNF40 loss leads to H3K27me3 decreasing and broad activation of EZH2 targeted genes (Related to Fig. 6). Figure S7 H3K4me3 and H3K27me3 occupancy on Hox genes (Related to Fig. 7). Figure S8 The effect of RNF40 loss on enhancer (Related to Fig. 8).

How the deposited data were processed for this re-analysis (not part of the article)

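RNA-seq of 3 cultures of Rnf40+/+ MEFs and 3 cultures of Rnf40-/- MEFs was analysed from the deposited table of values per gene. The authors mapped the reads to the mouse reference transcriptome (mm9) and normalized the counts with DESeq, so that the deposited signal of a gene is its number of reads divided by 1 size factor per library. The aligner and the counting tool for these libraries are not stated in the methods. The values were not whole, but in each library 100% of the positive values were whole multiples of the smallest one, and the reads behind each value were recovered from that step. The recovered size factors were 0.837, 0.981 and 1.25 for the Rnf40+/+ libraries and 0.981, 0.958 and 1.06 for the Rnf40-/- libraries. The median depth was 20781071 reads on genes in Rnf40+/+ and 18741606 in Rnf40-/- libraries, and the 10 genes with the most reads took between 5.81% and 8.10% of a library.

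The design assumed counts and named edgeR as the test. As the table holds normalized values, the test written in the design for that case was used: limma (version 3.58.1) with lmFit and eBayes with a trend, on log2(normalized count + 1), genotype as the only term and Benjamini-Hochberg adjustment over the genes tested. Genes were filtered with filterByExpr of edgeR (version 4.0.16) by genotype on the recovered reads. The lists of G1/S, G2/M, p53 target, SRF/MRTF target, histone and decreased H3K27me3 genes were tested with camera of limma with a preset correlation of 0.01. A list median without a test was taken to move under an alternative when it changed by more than the SD between replicates of the list's median difference from the Rnf40+/+ mean. Means are given with the SD over 3 libraries, and fold changes are on the log2 scale with the standard error of limma. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, so none is given. Positions are from the annotation of mm9, and only genes with a matching symbol have one.

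The genes named are every gene that the study names for its expression data in MEFs, the 5 genes with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.05, a mean above 15 and no overlap between the genotypes, and members of gene lists. Not every gene under this rule is reported. The lists of G1/S, G2/M, p53 target, SRF/MRTF target and replication-dependent histone genes were written from general knowledge, and the other lists came from the paper's supplementary tables. A list of macrophage genes, and the genes of the Y chromosome, Xist and Gt(ROSA)26Sor with its neighbours, were chosen after values were seen.

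Alternatives were the size factors of DESeq2 (version 1.42.0), upper-quartile normalization, the Wald test of DESeq2, no gene filter, at least 10 reads in every library, a mean above 1 or above 15, pseudocounts of 0.1 and 10, a replicate block, each library left out in turn, other minimum means and no minimum fold change, fry and an estimated correlation for the lists, and the ratio of group means for the quartiles. The quasi-likelihood test of edgeR with TMM normalization on the recovered reads, and random lists drawn from genes with an unadjusted p under 0.05, were added after seeing the data. The tests were tried on simulated data with 16432 genes, of which 200 were changed. All 200 were recovered by limma, edgeR and DESeq2, with 9, 8 and 7 false calls. The changed genes were all well expressed, had fold changes above the study's minimum, and shared 1 dispersion with all other genes. Far fewer genes were changed than in the real libraries. The simulation therefore does not show how the tests handle small changes or genes with few reads.

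The calculations used R (version 4.3.3), Python (version 3.11.15) with scipy (version 1.17.1), and BLAST (version 2.17.0) for the comparison of transcripts. Enrichment of the EZH2 target, broad, sharp and control lists was not tested, since the copies of these lists hold fewer genes than the paper gives. The ChIP-seq experiments were not analysed.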

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

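The tests of reads shared between actin genes and of single libraries were set before their results were seen, and the test of the Rosa26 locus was chosen only after the result was seen.

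The list of SRF and MRTF target genes is picked out because most of its genes are outside those the paper discusses and because it fell as a whole. Its median log2 fold change was -1.14 over 38 genes, 35 of them lower in Rnf40-/- MEFs. With limma and Benjamini-Hochberg adjustment, 33 were lower and 2 higher (Fos 0.48 and Junb 0.67) over all genes tested, and the numbers adjusted over the list alone were the same. The study names 3 of the 38 genes (Egr1, Egr3 and Myl9), and 20 are in its list of downregulated genes. MEFs express these genes strongly, with a median of 5340 normalized counts in Rnf40+/+ libraries. Cnn1 (-3.99), Actg2 (-3.84), Tagln (-3.10) and Acta2 (-2.34) were among the genes that fell strongly, while Srf itself fell by 0.58 on the log2 scale. The list was not uniform: Ctgf (-0.03), Cyr61 (0.10) and Actn1 (-0.04) were not past the threshold. The set test camera gave an adjusted p of 1.56e-13 and fry 5.45e-05, but with a correlation estimated from the libraries camera gave 0.112. Over the alternatives for the shift of the SRF/MRTF target list the adjusted p ranged from 5.58e-17 to 0.112.

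Reads shared between actin genes were not the cause of the fall, since the median of the 33 genes that remained without the 5 actin genes was -1.13. Reads in Rnf40+/+ replicate 1 alone were not the cause either, as the median without it was -1.07, and over all fits that left out 1 library it ranged from -1.20 to -1.07. Of the 10 splits of the 6 libraries, 1 gave a camera p as small for this list, which is the real one, and a share below 0.1 cannot be reached with 3 libraries against 3. The size factors differ little from those of TMM (a shift of 0.00442 on the log2 scale). A lower activity of SRF or MRTF in the Rnf40-/- cultures, with or without a change in growth or density of the cultures, is a candidate explanation that was found on the same data. The effect of 4-OHT on the list stays open because the treatment of the Rnf40+/+ cells is not stated. For Myl9 the paper gives a control by qRT-PCR. In MEFs given 4-OHT, wild-type RNF40 rescued its expression and RNF40 without the RING finger did not. That argues against 4-OHT alone as the cause for this gene.

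Gt(ROSA)26Sor, the transcript of the Rosa26 locus that carries CreERT2 in these mice, is picked out as a gene outside those the paper discusses. It fell from 196 ± 44.2 to 77.0 ± 7.84 normalized counts (SD, n = 3 each), a log2 fold change of -1.32 (standard error 0.18, adjusted p = 9.03e-05 from limma with Benjamini-Hochberg adjustment), so that 39.25% of the Rnf40+/+ level was left. Its neighbours did not fall with it, since Thumpd3 changed by 0.12 (adjusted p = 0.353 from limma) and Setd5 by -0.03 (adjusted p = 0.759 from limma). A different number of intact Rosa26 alleles in the Rnf40+/+ and Rnf40-/- cells may explain such a loss. The paper describes the MEFs as coming from embryos that were homozygous for the floxed Rnf40 allele and carried CreERT2. Its wording leaves open whether CreERT2 was homozygous as well. If both groups came from embryos with the same number of CreERT2 copies, their Rosa26 alleles would not differ. Which embryos gave the Rnf40+/+ libraries is not stated separately, so a difference in alleles cannot be told apart from a loss of expression at the same number of alleles. The normalization applies to every gene of a library alike and the neighbours exclude a loss shared by the region around the locus. If the groups did differ in CreERT2, the comparison of genotypes would include that difference.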

How the results depend on the processing

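The alternatives in this part were set before the data were examined, except edgeR with TMM normalization, which was chosen after seeing the data.

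The numbers of genes by the criteria of the study moved by more than 1.5 times under 3 alternatives. Without a minimum fold change they were 4123 higher and 4444 lower, and 3651 for genes up by adjusted p and 3918 for genes down by adjusted p, since the limit of 1 excludes most changed genes. With at least 10 reads in every library 453 genes were higher, by p value and by adjusted p, and with a minimum mean of 50 there were 358 by either. Both filters leave fewer genes to be called. The other alternatives stayed within 1.5 times. Across the 6 fits that each left out 1 library, 646 to 746 genes were higher and 900 to 988 lower. The Wald test of DESeq2 gave 694 and 952, a pseudocount of 10 gave 525 and 754, and edgeR with TMM gave 701 and 971, of which 683 and 912 were among the genes called by limma. A block for the replicate number, although the libraries are not paired (correlations of replicates -0.044, 0.047 and 0.059 over 11549 genes), gave 703 and 951. Without the minimum mean, 889 genes were higher and 982 lower.

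With the correlation estimated by camera, the lists of G1/S (median -1.34) and G2/M (-2.35) had an adjusted p of 0.0614, and the SRF/MRTF list (-1.14) had 0.112, so that none of the 3 passed the threshold. Over all alternatives the adjusted p ranged from 1.56e-15 to 0.0614 for shift of the G1/S list, from 1.46e-26 to 0.0614 for shift of the G2/M list and from 5.58e-17 to 0.112 for shift of the SRF/MRTF target list. The p53 list (-0.0046) passed under fry (adjusted p = 0.0194), and over the alternatives for shift of the p53 target list the adjusted p ranged from 0.0194 to 0.912. With 6 libraries an estimated correlation is imprecise. The cause of these changes was not tested.

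The median of genes with sharp H3K4me3 ranged from 0.077 to 0.11 when each library was left out in turn. That of the random control genes ranged from -0.046 without Rnf40+/+ replicate 1 to -0.011 without Rnf40+/+ replicate 2. For EZH2 target genes it was 0.20 without a gene filter, 0.15 for genes with a mean above 1 and 0.016 with at least 10 reads in every library, and from 0.065 to 0.117 over the fits that left out 1 library. For genes with decreased H3K27me3 it was 0.48 with at least 10 reads in every library, 0.56 for genes with a mean above 15, and from 0.55 to 0.63 over the fits that left out 1 library. The median absolute log2 fold change by expression quartile (quartile 1), the lowest, was 0.563 without a gene filter, 0.695 for genes with a mean above 1, 0.409 with at least 10 reads in every library, 0.528 with a pseudocount of 0.1 and 0.362 with a pseudocount of 10. In the next quartile it was 0.505 without a filter, 0.451 for a mean above 1 and 0.328 with at least 10 reads, and in the third it was 0.307 without a filter and 0.29 for a mean above 1. Filters change which genes are in a list or quartile, and a larger pseudocount shrinks the fold change of genes with few reads. With each library left out in turn the lowest quartile ranged from 0.518 to 0.541 and the third from 0.264 to 0.28.

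For 50 other genes, 790 alternatives gave a value: 775 kept direction and side of the threshold, 10 were no longer past it and 5 newly passed it, and 0 reversed. The changes of Suz12, Chd5, Hoxc4, Hoxc5, Hoxc8 and Hoxc10 came from leaving out 1 library. Not every change is described here. With at least 10 reads in every library, 10 of the 50 genes were filtered out and have no value. The depth limits the genes with few reads. Hoxc11 and Hoxc12, for example, did not pass the gene filter of the main fit, so no change is given for them.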

Differences from the paper's values

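None of the paper's values that were also computed here differed by more than 1.5 times or by direction. The paper gives 672 upregulated and 802 downregulated genes, against 696 and 934 by the same criteria here. Fig. 2h, read by eye, gives about 840 broad, about 840 sharp and about 830 control genes, and the copies of these lists hold slightly fewer. Fig. 2k, read by eye, has medians of about -0.16 for broad, about 0.08 for sharp and about -0.03 for control genes, against -0.17, 0.09 and -0.03 here.

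The paper states that the other PRC2 components were unaffected. Here Suz12 rose by 0.27 (adjusted p = 0.0136 from limma with Benjamini-Hochberg adjustment) and Ezh1 by 0.45 (adjusted p = 0.00509 from limma). The log2 fold change of Suz12 was not past the threshold without Rnf40-/- replicate 2 (0.21, adjusted p = 0.0727) or without Rnf40-/- replicate 3 (0.25, adjusted p = 0.052), where limma was again used, and its adjusted p ranged from 0.00739 to 0.0727 over the alternatives. In each alternative the log2 fold change of Ezh1 was past it, with an adjusted p from 0.000617 to 0.0299. Both rises were below the study's minimum log2 fold change of 1, so neither gene was called upregulated by its criteria here. The difference from the paper therefore rests on a test without that minimum. The paper also bases its statement on qRT-PCR, and it reports lower SUZ12 and EZH1 protein in Rnf40-/- MEFs.

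The paper also states that Chd5 was increased. Here its rise of 0.47 on the log2 scale was not past the threshold (adjusted p = 0.107 from limma). Without Rnf40+/+ replicate 1 the log2 fold change of Chd5 passed it (0.71, adjusted p = 0.0128 from limma), within a range of 0.0128 to 0.357 over the alternatives.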

Other observations

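Among the tests in this part, those of the size factors, p53, Ezh2 against the G1/S list, the depth and sex of Rnf40+/+ replicate 1, the macrophage genes and the random lists of changed genes were chosen only after the result was seen.

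Of the 10 splits of the 6 libraries, 1 (the real one) gave as many genes higher and lower by the study's criteria or by adjusted p. Likewise 1 gave as small a camera p for the G1/S, G2/M and decreased H3K27me3 lists. For the p53 list 6 splits, the real one among them, gave a camera p as small, and for the histone list 8. The other splits gave 0 genes with an adjusted p under 0.05 from limma and between 94 and 276 genes with an unadjusted p under 0.05, against 8828 for the real split. Each of these other splits mixes the genotypes in both groups. The genotype difference then adds to the spread within groups and lowers the numbers, so they do not measure noise alone. With 3 libraries against 3 the share of splits cannot fall below 0.1, so these counts alone do not exclude a grouping by chance.

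The lower expression of cell cycle genes was not due to the size factors of the authors, since the median of the G2/M list was -2.36 with edgeR and TMM normalization. It was not carried by Rnf40+/+ replicate 1, without which the G2/M median was -2.28. Activation of p53 was examined with 29 tested target genes, whose median log2 fold change was -0.0046, ranging from -0.06 without Rnf40+/+ replicate 1 to 0.01 without Rnf40+/+ replicate 2. The genes went both ways, with 9 higher and 10 lower by adjusted p (9 and 11 adjusted over the list alone), and Cdkn1a fell by 0.66, so this list does not decide whether p53 was active. The number of Rnf40+/+ libraries for which 4-OHT treatment is stated is 0, so an effect of 4-OHT cannot be told apart from that of the deletion. Replication-dependent histone genes had a median of -0.14 (5 higher and 8 lower by adjusted p from limma, 5 and 3 adjusted over the list alone), and the shift of the replication-dependent histone genes was 0.0043 without Rnf40+/+ replicate 3, -0.07 without Rnf40-/- replicate 2 and -0.09 without Rnf40-/- replicate 1.

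Ezh2 fell less than most of the G1/S list: 18 of the 32 genes (56.2%) fell more. Lower expression of G1/S genes as a whole may contribute to the fall of Ezh2, and these libraries cannot tell it apart from a direct effect of Rnf40 loss on Ezh2. The paper addressed this by qRT-PCR in other cultures. Arrest in low serum left Ezh2 mRNA unchanged there, while Rnf40 deletion lowered it at either serum level. From this the paper concludes that the control of Ezh2 does not depend on the cell cycle.

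Every gene in the list of decreased H3K27me3 had an unadjusted p under 0.05 for expression, with 0.0386 the largest. In 10000 random lists of the same size and matched for expression, the highest median was 0.0985, against 0.61 for the list, so low expression of the listed genes is not the cause. In 10000 random lists drawn only from genes with an unadjusted p under 0.05, the highest median was 0.333, so a choice of genes that changed in either direction is not the cause either. Of the listed genes 64.5% were higher, against at most 59.9% and 59% in these random lists. Selection toward higher genes in particular could still contribute and was not tested.

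Rnf40 kept 40.5% of its reads, while 92.5% of its transcript lies outside exons 3 and 4. A stable transcript that lacked only these exons would have kept about that larger share, so it is not the whole explanation. Decay of the transcript with a shifted frame, or cells that escaped recombination, stay open for these libraries. The paper reports from western blots that 4-OHT effectively removed RNF40 and H2Bub1 in MEFs, which speaks against a large share of escaped cells.

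Genes called up lay near each other: 152 of 609 with a position had another called gene within 100 kb, against a median of 95 and a highest count of 142 in 10000 random draws (p = 1e-04, the smallest they can give, permutation of gene positions, adjusted p = 4e-04 with Benjamini-Hochberg adjustment). When neighbours with similar names were left out, 108 remained against a random median of 84 (adjusted p = 0.0329), so families of similar genes are not the whole cause. For genes called down the count was 205 against a random median of 171 (adjusted p = 0.0329). Neighbouring genes may therefore change together in part, and reads that run from one gene into the next were not excluded. Long genes did not fall more: over 13828 genes the rank correlation of gene span with log2 fold change was 0.203 (permutation p = 1e-04, the smallest 10000 permutations can give), from 0.159 to 0.221 with each library left out, and the median was -0.16 below the lower and 0.13 above the upper quartile of span. This is a correlation across genes, which are not independent.

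Genes with low expression had larger absolute fold changes, with a median of 0.505 in the lowest and 0.271 in the highest quartile of expression. Between single libraries of the lowest quartile, the median absolute difference was 0.47 within Rnf40+/+, 0.386 within Rnf40-/- and 0.648 across genotypes. In the highest quartile it was 0.117, 0.0784 and 0.275. The values of 0.505 and 0.271 compare means of 3 libraries, so they cannot be set beside differences of single libraries. The spread between libraries of one genotype is a candidate explanation for part of the larger values. The difference across genotypes in the lowest quartile was larger than this spread. The share of genes with an adjusted p under 0.05 from limma was smallest in the lowest quartile, 28.3% against 61.7% in the highest.

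In Rnf40+/+ replicate 1, 74 genes were more than 5 times as high as in every other library, against 4 in Rnf40+/+ replicate 3, 2 in Rnf40-/- replicate 3 and 0 in the rest. The depth of that library is not the cause, since low depth would put genes far below as well as far above the other libraries. With a limit of 3 times, 126 genes were above every other library there and 2 were below every other library. RNA from male cells is not the whole cause, since 4.92% of the genes with a position lie on the Y chromosome. Reads of abundant genes counted on near-identical copies were tested with BLAST: 27 of 55 genes with a sequence (49.1%) had a stretch of at least 50 bases at 90% identity in a gene with a mean above 1000, against 76 of 550 (13.8%) other genes of similar level (odds ratio 6.01, Fisher's exact test, two-sided p = 5.85e-09). An earlier form of this test, on whole alignments, found 9.09% against 6.0% (two-sided Fisher's exact p = 0.377), and the form with stretches replaced it after that negative result, because known pairs of copies align below 90% over their full length. Copies are thus a candidate explanation for part of the genes only.

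Of 7 genes of the Y chromosome with a read, 6 were highest in Rnf40+/+ replicate 1, such as Ddx3y (81.2 normalized counts against at most 7.14 elsewhere), Usp9y (59.7 against 0) and Eif2s3y (39.4), while Xist was high in each library, between 7178 and 9616. RNA from male cells in that culture may explain these genes, but copies of X-linked genes cannot be told apart from it. These genes were chosen after their values were seen.

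Of 20 macrophage genes listed after values were seen, 17 were highest among the Rnf40+/+ libraries in replicate 3, with a median ratio of 1.82 to the mean of the other Rnf40+/+ libraries. The ratios were uneven, from 6.78 for Aif1, 3.57 for Apoe and 3.1 for C1qa to 1.36 for Csf1r, 1.12 for Cx3cr1, 1.08 for Emr1, 1.05 for Cd14 and 0.835 for Itgam. In the comparison of genotypes, 18 of the 20 had a lower mean in Rnf40-/- MEFs. Of these genes the most abundant were Lyz2 and Apoe, with means of 5314 and 2377 normalized counts in Rnf40+/+ and 2264 and 741 in Rnf40-/- MEFs. In the opposite direction, Cd14 rose by 0.66 (adjusted p = 0.00316 from limma), as did the leukocyte gene Ptprc, chosen after its values were seen, by 1.37 (adjusted p = 0.00012 from limma). The lower means are thus not a fall shared by all genes of these cells. More macrophages in Rnf40+/+ replicate 3 may explain part of its higher values, but not every listed gene was highest there, and in a single library this cannot be told apart from macrophage genes expressed by the MEFs.

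By the rule for the largest changes, Kel rose at least 12.5-fold from 0 in every Rnf40+/+ library, Ptpn5 at least 13.1-fold, and Il13ra2, AU021092 and Lamb3 by log2 fold changes of 5.24, 4.52 and 4.37. Each of these genes had few reads in Rnf40+/+ MEFs, so the size of its rise depends on the added 1. The largest falls were those of Eln (-4.98), Fam64a (-4.09), Sv2a (-4.05), Cnn1 and Actg2. Eln ranged from 227 to 843 and Sv2a from 46.3 to 185 normalized counts among the Rnf40+/+ libraries. Esr2 rose by 1.50 (adjusted p = 0.00116 from limma) and Efna5 by 1.01 (adjusted p = 1.3e-06 from limma), and Ccne1 fell by 0.69 on the log2 scale (adjusted p = 8.26e-05 from limma).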
